# Platelets Orchestrate a Neuroimmune Axis Driving Cutaneous Inflammation and Itch

**DOI:** 10.34133/research.1294

**Published:** 2026-05-28

**Authors:** Ximin Hu, Fujun Wang, Ting Wang, Yifei Liu, Lei Zhang, Libei Liu, Liang Cao, Shaofeng Pu, Ronghua Yang, Jing Feng

## Abstract

Platelets are traditionally recognized for their roles in hemostasis, but their involvement as active immune modulators in cutaneous neuroimmune signaling remains poorly understood. In this study, we integrated multi-modal genetic and pharmacological strategies to investigate the functional contribution of platelets to skin inflammation and chronic itch. Optogenetic activation of platelets was sufficient to elicit localized skin inflammation, erythema, and robust pruritus, with transcriptomic profiling of lesions showing strong concordance with the clinical signatures of atopic dermatitis (AD). In experimental AD models, platelet depletion markedly reduced scratching behavior, inflammatory cell infiltration, and C-fiber excitability, whereas platelet activation exacerbated these phenotypes. Mechanistically, activated platelets release serotonin [5-hydroxytryptamine (5-HT)], which compromises vascular integrity and facilitates platelet extravasation into the dermis. This “neuroimmune hub” promotes macrophage recruitment and sensitizes *TRPV1^+^* pruriceptors. Transcriptomic analysis revealed that platelet-derived 5-HT drives these processes via HTR2B and HTR7 signaling. Specifically, genetic ablation of *HTR2B* in *TRPV1^+^* neurons selectively impaired itch transmission. Furthermore, re-analysis of clinical datasets confirmed the enrichment of *HTR2B* and *HTR7* in skin macrophage populations during inflammation. Systemic administration of HTR antagonists or the anti-platelet agent clopidogrel markedly attenuated both inflammation and pruritus across multiple models. Our findings identify the platelet–immune–neuron axis as a key driver of cutaneous dysfunction and a promising therapeutic target for chronic inflammatory skin disorders.

## Introduction

Platelets have long been defined by their classical functions in hemostasis and thrombosis [1,2]. However, a paradigm shift in modern immunology has repositioned these anucleate fragments as sophisticated immune orchestrators capable of sensing pathogen-associated molecular patterns (PAMPs) and danger-associated molecular patterns (DAMPs) via an extensive repertoire of surface receptors [3–5]. Beyond their systemic roles, a growing body of clinical evidence links platelet dysfunction to the pathogenesis of chronic inflammatory skin diseases. Patients with atopic dermatitis (AD) and psoriasis consistently exhibit systemic platelet activation, characterized by elevated plasma levels of β-thromboglobulin and platelet factor 4 (PF4), markers that directly correlate with disease severity [6]. Furthermore, increased circulating platelet–leukocyte aggregates and microparticles in AD patients suggest a state of chronic priming that precedes tissue-level inflammation [7]. Despite these clinical associations [8,9], whether platelet activation is a causal driver or a secondary consequence of chronic skin inflammation and itch remains poorly understood.

Within the skin, platelets engage in intimate crosstalk with immune cells and sensory neurons [10,11]. Platelets accumulate at inflamed skin sites and release bioactive mediators that can amplify immune cell infiltration and modulate peripheral neural excitability [10,12–14]. However, dissecting the precise functional contribution of platelets in vivo has remained technically elusive. Pharmacological depletion and systemic knockout approaches often confound results with global physiological perturbations. Recently, Zhang et al. [15] introduced second-generation channelrhodopsin constructs into megakaryocytes and platelets, highlighting the power of optogenetics in dissecting platelet biology. Building on this approach, we utilized a *PF4^Cre^; Ai32* system to achieve spatiotemporal control over platelet activation in the skin. This approach allows us to bypass systemic triggers and directly test the “platelet-first” hypothesis in skin inflammation.

Among the various mediators, 5-hydroxytryptamine (5-HT) serves as a critical candidate for bridging the immune–nerve interface. Stored at exceptionally high concentrations within platelet-dense granules, 5-HT regulates vascular permeability, leukocyte recruitment, and sensory transduction [16–18]. In AD, cutaneous 5-HT levels are markedly elevated and intradermal administration of 5-HT is sufficient to evoke erythema, edema, and robust pruritus [19–21]. While 5-HT receptor signaling, particularly via HTR2B and HTR7, has been implicated in inflammation, the specific cellular source of 5-HT and its direct targets on sensory neurons or other immune cells during chronic dermatitis remain poorly defined [22].

In this study, we demonstrate that selective optogenetic activation of platelets is sufficient to initiate a localized inflammatory response and pruritic behavior that pathogenetically resemble human AD. By combining platelet depletion, serotonin genetic ablation, and neuron-specific receptor deletion, we uncover a previously unrecognized platelet–immune–neuron axis. We identify platelet-derived 5-HT as the central mediator that drives macrophage recruitment via HTR2B and HTR7, and directly sensitizes *TRPV1^+^* pruriceptors via HTR2B. Our findings establish platelets as essential drivers of neuroimmune amplification, positioning them and their downstream signaling pathways as high-value therapeutic targets for the management of AD and other chronic pruritic disorders.

## Results

### Optogenetic activation of platelets is sufficient to drive chronic itch and skin inflammation

To address whether platelets are sufficient to induce chronic itch and skin inflammation, we established *PF4^Cre^; Ai32* mice and performed optogenetics to activate platelets precisely in temporal and spatial precision (Fig. 1A). *PF4^Cre^; Ai32* mice were used to achieve platelet-specific expression of ChR2-YFP (yellow fluorescent protein). YFP-positive platelets were visualized by immunofluorescence microscopy and flow cytometry (Fig. S1). Baseline platelet activation, scratching behavior, and skin morphology were unchanged between *Ai32* and *PF4^Cre^; Ai32* mice (Figs. S2 and S3). Optogenetic stimulation significantly enhanced platelet activation (Fig. S4) and induced erythema, increased ear thickness, and robust scratching behavior (Fig. 1B to E). Histology following 11 d of photostimulation revealed dense immune cell infiltration and keratinocyte proliferation (Fig. 1F to H). In contrast, clopidogrel treatment (a platelet function inhibitor targeted to the platelet adenosine diphosphate receptor P2Y12) markedly attenuated platelet photoactivation-induced scratching behavior and significantly reduced the skin inflammatory response (Fig. S5). Our findings establish that platelet activation alone is adequate to initiate chronic itch and skin inflammation.

**Fig. 1.**
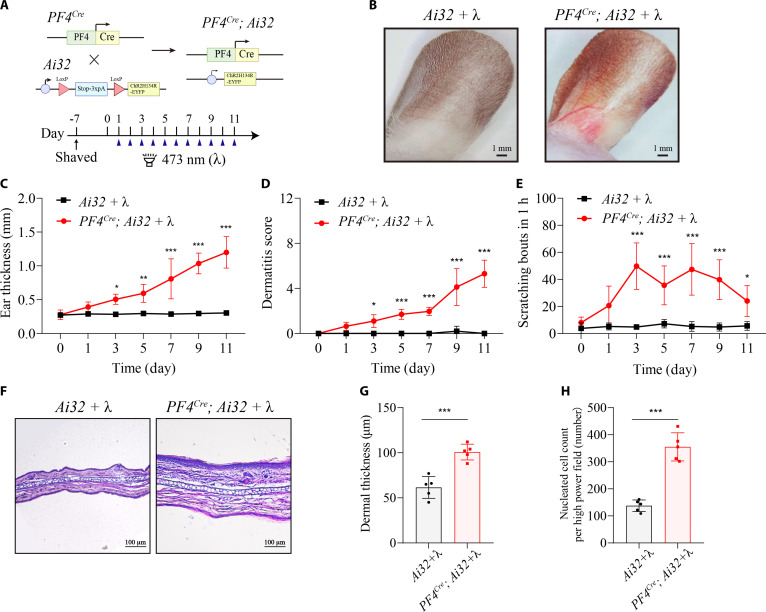
Optogenetic platelet activation elicits cutaneous inflammatory responses and pruritic behavior. (A) Schematic illustration of the generation of *PF4^Cre^; Ai32* mice enabling optogenetic platelet activation. (B) Representative images of ears from *Ai32* and *PF4^Cre^; Ai32* mice after 11 d of photostimulation (+λ). Scale bar, 1 mm. (C and D) Ear thickness (C) and inflammation score (D) measured at the indicated time points during photostimulation. *n* = 5 mice per group. For (C), *F*_6,56_ = 19.01, *P* < 0.0001. Day 3: *P* = 0.0353, day 5: *P* = 0.0018, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001. For (D), *F*_6,56_ = 24.32, *P* < 0.0001. Day 3: *P* = 0.0386, day 5: *P* = 0.0003, day 7: *P* = 0.0022, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (2-way ANOVA followed by Šídák’s multiple comparisons test). (E) Quantification of spontaneous scratching bouts in photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. *n* = 5 mice per group. *F*_6,56_ = 5.246, *P* = 0.0002. Day 3: *P* < 0.0001, day 5: *P* = 0.0004, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* = 0.0467 (2-way ANOVA followed by Šídák’s multiple comparisons test). (F) Representative H&E histopathology images of ear sections from photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. *n* = 3 to 5 sections from 3 mice. Scale bar, 100 μm. (G and H) Quantification of dermal thickness (G) and dermal immune cell infiltration (H). *n* = 5 mice per group. For (G), *t*_8_ = 5.857, *P* = 0.0004. For (H), *t*_8_ = 8.624, *P* < 0.0001 (2-tailed unpaired Student’s *t* test). *P < 0.05, **P < 0.01, ***P < 0.001. Individual data points in the remaining panels represent single animals and are shown as mean ± SD from one representative of 3 independent experiments with consistent results.

### Activation of platelets drives itch transmission and orchestrates macrophage recruitment

To delineate how platelet activation contributes to neural and immune responses in the skin, we first performed high-resolution immunofluorescence imaging of *PF4^Cre^; Ai32* mice. In photostimulated *Ai32* controls, CD41^+^ platelets were confined to the vascular lumen, consistent with their normal intravascular distribution (Fig. 2A and B). In contrast, photostimulated *PF4^Cre^; Ai32* mice exhibited a robust extravascular accumulation of CD41^+^ platelets in the dermis (Fig. 2A and B). Furthermore, Evans blue staining revealed a marked increase in dye extravasation after blue light stimulation, indicating enhanced vascular permeability (Fig. S6A to C). Consistently, CD41 immunofluorescence staining showed an increase in vascular diameter in the stimulated tissue (Fig. S6D to H). Together, these findings demonstrate that platelet activation promotes local vascular leakage and vasodilation, which might aggravate the platelet infiltration.

**Fig. 2.**
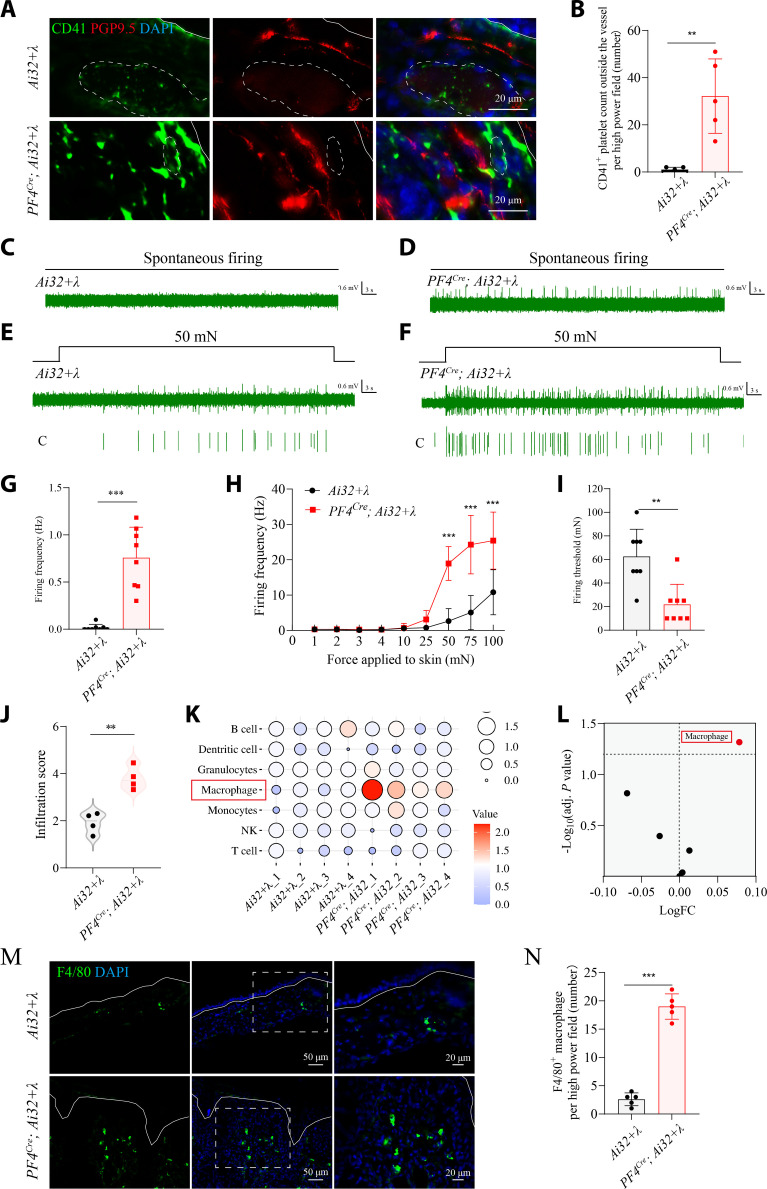
Platelet activation is sufficient to enhance C-fiber excitability and macrophage infiltration. (A) Representative images of CD41^+^ platelets (green) and PGP9.5^+^ nerve fibers (red) in the skin of photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. Solid line delineates the dermal–epidermal junction, and dashed line outlines blood vessels. Scale bar, 20 μm. (B) Quantification of extravascular CD41^+^ platelets. *n* = 5 mice per group. *t*_8_ = 4.415, *P* = 0.0022 (2-tailed unpaired Student’s *t* test). (C and D) Representative traces of spontaneous C-fiber firings recorded ex vivo from the photostimulated *Ai32* (C) and *PF4^Cre^; Ai32* mice (D). (E and F) Representative traces of mechanically evoked C-fiber firings in response to 50-mN stimulation from the photostimulated *Ai32* (E) and *PF4^Cre^; Ai32* mice (F). (G to I) Summarized data showing spontaneous C-fiber firing frequency (G), mechanically evoked C-fiber firing frequency (H), and mechanical firing threshold (I). *n* = 8 units from 5 mice. For (G), *P* = 0.0002 (2-tailed Mann–Whitney test). For (H), *F*_8,126_ = 20.71, *P* < 0.0001. 50 mN: *P* < 0.0001, 75 mN: *P* < 0.0001, 100 mN: *P* < 0.0001 (2-way ANOVA followed by Šídák’s multiple comparisons test). For (I), *P* = 0.0026 (2-tailed Mann–Whitney test). (J) *ImmuCellAI* analysis scores of the immune infiltration based on RNA-seq data. *n* = 4 mice per group. *t_6_* = 5.736, *P* = 0.0012 (2-tailed unpaired Student’s *t* test). (K and L) Bubble plot (K) and volcano plot (L) showed an overview of adjusted scores for kinds of immune cells. For (L), macrophage: logFC = 0.078, −log_10_(adj. *P* value) = 1.318. (M and N) Representative images of F4/80 macrophages in the skin of photostimulated *Ai32* and *PF4^Cre^; Ai32* mice, which were quantified in (N). Scale bar, as indicated. *n* = 5 mice per group. For (N), *t*_8_ = 14.61, *P* < 0.0001 (2-tailed unpaired Student’s *t* test). *P < 0.05, **P < 0.01, ***P < 0.001. Individual data points in (G) to (I) represent single animals, and bars show mean ± SD from 2 independent experiments. Result in (B) and (N), individual data points in the remaining panels represent single animals and are shown as mean ± SD from one representative of 2 independent experiments with consistent results.

Moreover, infiltrated CD41^+^ platelets closely aligned with densely innervating PGP9.5^+^ sensory fibers in photostimulated lesions (Fig. 2A and B). This precise spatial juxtaposition suggested that activated platelets may engage in direct neuroimmune interactions capable of altering sensory neuron activity. To test the functional relevance of these structural observations, we performed ex vivo skin–nerve recordings. Nerve fibers from photostimulated *PF4^Cre^; Ai32* mice exhibited markedly elevated spontaneous firing (Fig. 2C, D, and G) and enhanced mechanically (Fig. 2E, F, H, and I) evoked responses compared to controls, demonstrating that platelet activation directly heightens peripheral sensory excitability, a key feature of itch sensitization.

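Bulk RNA-seq was performed on ear skin collected on day 11 from 4 photostimulated PF4Cre; Ai32 mice, whose platelets carry the blue light-gated cation channel channelrhodopsin-2, and from 4 photostimulated Ai32 littermates, which lack Cre. The authors deposited 1 FPKM value (fragments per kilobase of transcript and depth of the library) per gene and library for 56748 genes. The paper names RSEM, background correction and quantile normalization, and the submitters' processing notes name HISAT2 2.0.5 and the mouse genome GRCm39. Counts were not used here, but the values of single-exon genes moved in steps of 1 fragment, and in each library at least 97.8% of those below 50 fragments lay within 0.02 of a whole fragment. From these steps the depth was 19.6, 21.6, 20.7 and 23.4 M fragments in the PF4Cre; Ai32 libraries (median 21.1) and 19.0, 13.6, 17.6 and 19.3 M in the Ai32 libraries (median 18.3). Genes with at least 1 FPKM in at least 4 of the 8 libraries, 14370 in all, were tested with limma on log2(FPKM + 1), a scale that understates the change of weakly expressed genes. In addition, 32 gene lists for cell types, pathways and tissue layers were tested against all other genes with camera, and each list was scored per library as the mean log2(FPKM + 1) of its measured members. Transcripts of the salivary gland were abundant in 3 of the 4 Ai32 libraries and in no PF4Cre; Ai32 library. Bpifa2, a secreted protein of the parotid gland, had 61132, 107452 and 27877 FPKM in Ai32 replicates 1, 2 and 4, 0.569 FPKM in the Ai32 library without a number, and at most 0.144 FPKM in the PF4Cre; Ai32 libraries. Amy1, salivary amylase, went with it, at 15705, 23472 and 5053 FPKM in the same 3 libraries. The 18 salivary gland genes listed after these levels were seen took up 26.6%, 36.8% and 13.1% of all FPKM there. Xist, transcribed in females, marked 2 libraries of each group.

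**Figure D1:**
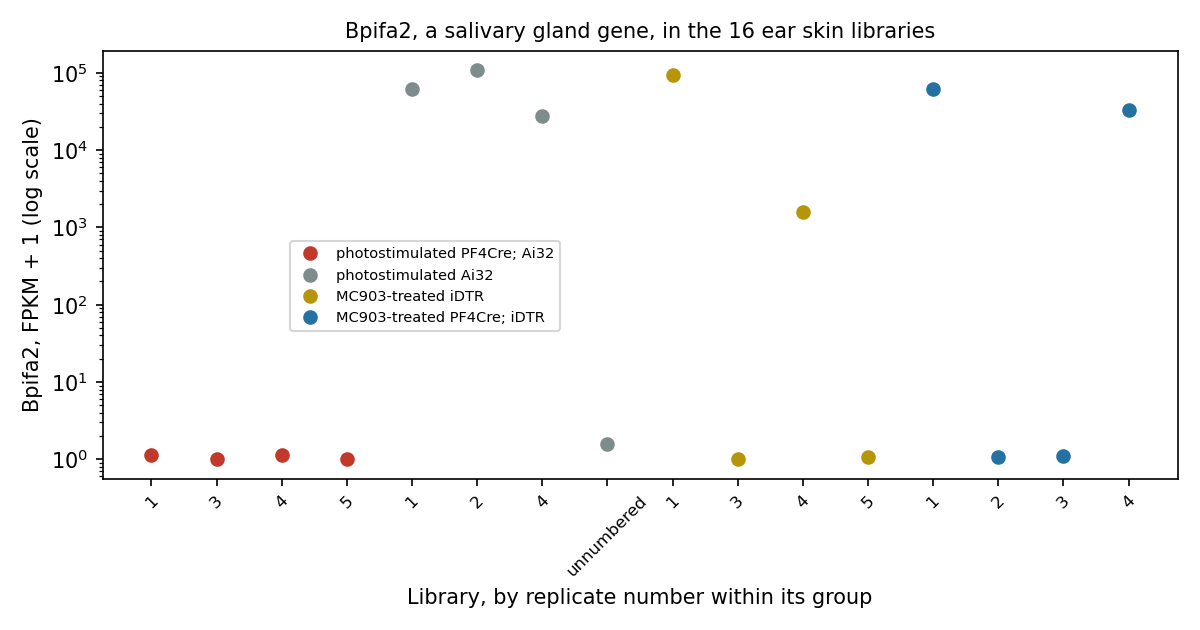
FPKM + 1 of Bpifa2 on a log axis in each of the 16 ear skin libraries, in the order of the groups (PF4Cre; Ai32, Ai32, iDTR and PF4Cre; iDTR) and labelled by replicate. Each point is 1 library. The 7 points above 1000 FPKM are 3 Ai32, 2 iDTR and 2 PF4Cre; iDTR libraries.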

To further characterize the immunological consequences of platelet activation, we conducted bulk RNA-sequencing (RNA-seq) analysis of photostimulated skin. Gene ontology (GO) enrichment revealed pronounced up-regulation of inflammatory and sensory neuron-related pathways, including cytokine signaling, leukocyte chemotaxis, and neuroactive ligand–receptor interactions (Figs. S7 and S8). 

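Genes of cytokines and chemokines, and genes of leukocyte chemotaxis receptors and adhesion, stood higher as lists in photostimulated PF4Cre; Ai32 skin than in Ai32 skin, while neuropeptides with neuroactive receptors and genes of sensory neurons and itch did not pass the test. Of 38 measured cytokine and chemokine genes, 25 had a positive log2 fold change. None passed over all genes tested, and adjusted over the list alone 1 was higher and 1 was lower. These were Ccl20, the ligand of CCR6, with a log2 fold change of 1.01 (SE 0.23), and Tgfb2, a transforming growth factor, with −0.78 (SE 0.15), both named after their values were seen. The monocyte chemoattractant Ccl8 was at 112 ± 65.6 FPKM against 28.6 ± 12.4 FPKM (mean ± SD, 4 mice per group), with adjusted p = 0.144 from limma. Camera gave the cytokine and chemokine list an adjusted p of 0.0402, and adjusted p = 0.415 with an estimated correlation between genes. Its score was 3.35 ± 0.13 in PF4Cre; Ai32 and 3.00 ± 0.093 in Ai32 libraries, with every PF4Cre; Ai32 library above every Ai32 library (exact permutation test, 2-sided p = 0.0286, the smallest that 4 against 4 allows). Of 24 measured chemotaxis genes, 18 had a positive log2 fold change, none passed over all genes tested and 2 were higher adjusted over the list alone. They were C5ar1, the receptor of complement C5a, at 0.88 (SE 0.18), and P2ry6, a receptor of extracellular nucleotides, at 0.58 (SE 0.14), again named after their values were seen. The chemotaxis list had a camera adjusted p of 0.00400, and adjusted p = 0.415 with an estimated correlation. Of 34 measured neuropeptide and neuroactive receptor genes, 15 had a positive log2 fold change (median −0.063, camera adjusted p = 0.739). Among them Penk, the enkephalin precursor, was at 33.0 ± 9.69 FPKM against 56.1 ± 37.3 FPKM. For 20 sensory neuron and itch genes the number was 10 (median 0.053, camera adjusted p = 0.654). No member of either list passed over all genes tested or adjusted over the list alone, and Trpv1, the capsaicin receptor, was below 1 FPKM in most libraries and not tested. For the cytokine and chemokine list the camera adjusted p was 0.0752, 0.0625, 0.0727 and 0.0850 without Ai32 replicate 1, Ai32 replicate 2, PF4Cre; Ai32 replicate 4 and PF4Cre; Ai32 replicate 5, in that order, and 0.250 with FPKM rescaled to TPM, a common sum per library, a scaling that brought the median log2 fold change of all genes to 0.42. Without the 3 Ai32 libraries with salivary gland transcripts, which leaves 1 Ai32 library, assumed to vary like the PF4Cre; Ai32 libraries, it was 0.145 for this list and 0.189 for the chemotaxis list. With the salivary gland score as a covariate, over all 8 libraries, it was 0.240 for the cytokine and 0.240 for the chemotaxis list.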

Computational immune deconvolution using *ImmuCellAI* analysis indicated that macrophages were the dominant infiltrating population following platelet activation (Fig. 2J to L). 

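Macrophage genes stood higher as a list in photostimulated PF4Cre; Ai32 skin, with 21 of 24 measured members at a positive log2 fold change and a median of 0.53. Lyz2, the lysozyme of myeloid cells, was at 407 ± 182 FPKM in PF4Cre; Ai32 and 209 ± 67.6 FPKM in Ai32 skin (mean ± SD, 4 mice per group). C1qa, a complement component made by tissue macrophages, was at 91.6 ± 31.4 FPKM against 58.7 ± 19.5 FPKM, and Adgre1, which encodes F4/80, at 13.1 ± 3.61 FPKM against 8.47 ± 1.65 FPKM. No macrophage gene passed over all genes tested, and none did adjusted over the list alone. For the whole list camera gave an adjusted p of 1.25e-05, and adjusted p = 0.511 with an estimated correlation. The macrophage score was 4.14 ± 0.29 against 3.68 ± 0.28 (mean ± SD, n = 4), a difference of 0.45 (exact permutation test, 2-sided p = 0.0857). Mast cell genes and genes of dendritic and Langerhans cells also stood higher as lists. All 11 measured mast cell genes had a positive log2 fold change (median 0.35). None passed over all genes tested, and 5 were higher adjusted over the list alone, namely Cma1 and Mcpt4, which encode chymases, and Fcer1a, Cpa3 and Tpsb2, the last 3 named after their values were seen. Cma1 was at 77.6 ± 28.7 FPKM against 35.9 ± 6.72 FPKM. For mast cells the camera adjusted p was 9.23e-04, and adjusted p = 0.511 with an estimated correlation. Of 17 dendritic and Langerhans cell genes, 15 had a positive log2 fold change (median 0.24), among them Cd74, the invariant chain of MHC class II, at 337 ± 45.3 FPKM against 284 ± 29.4 FPKM. No gene of this list passed over all genes tested or adjusted over the list alone. With camera the adjusted p was 0.00802, and adjusted p = 0.463 with an estimated correlation. The lists of other leukocytes did not pass, with camera adjusted p values of 0.109 for T cells, 0.190 for B and plasma cells, 0.448 for neutrophils, 0.609 for monocytes, 0.642 for NK cells and 0.934 for basophils and eosinophils. Within the neutrophil list, S100a8 and Csf3r were higher adjusted over the list alone, both named after their values were seen, and no member of any of these lists passed over all genes tested. Without the 3 Ai32 libraries with salivary gland transcripts, which leaves 1 Ai32 library, the macrophage, mast cell, dendritic and Langerhans cell and T cell lists kept their upward direction. With the salivary gland score as a covariate, the camera adjusted p at the preset correlation was 0.0175 for macrophages, 0.0167 for mast cells and 0.0229 for dendritic and Langerhans cells. The T cell list passed in that fit as well (0.0132), all 4 upward, and the other leukocyte lists did not. That fit rests mainly on the same Ai32 library. Lists of other tissues differed in this comparison too. Sebaceous gland and hair follicle genes (median 1.14, camera adjusted p = 3.67e-05, and adjusted p = 0.415 with an estimated correlation) and fibroblast and extracellular matrix genes (median 0.27, 0.0402 and 0.711) stood higher, and cartilage genes (median −1.65, 5.02e-05 and 0.511) stood lower. The fibroblast list had a camera adjusted p of 0.749 without Ai32 replicate 1 and turned downward with the salivary gland score as a covariate (0.240). On the cartilage score PF4Cre; Ai32 replicate 5 was at 0.70 against 1.98 to 4.26 in the other PF4Cre; Ai32 libraries. A different share of tissues in the ears was not tested. From the ImmuCellAI scores of these libraries and F4/80 staining (Fig. 2J to N), the paper concludes that activated platelets initiate immune cell recruitment in the skin.

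**Figure D2:**
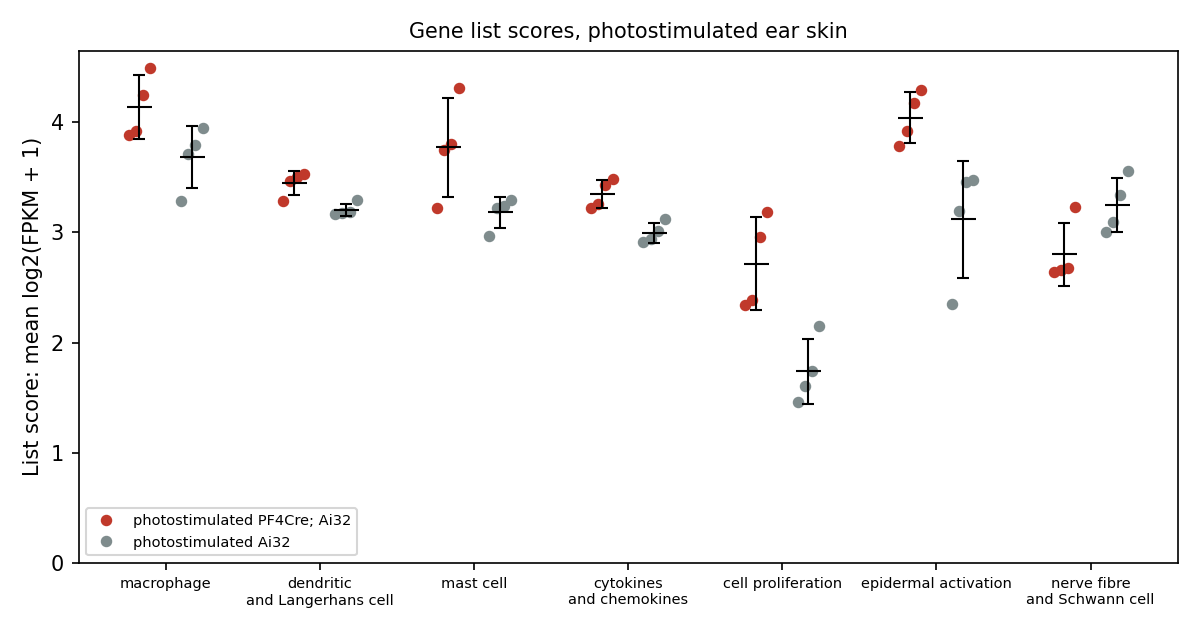
List scores, the mean log2(FPKM + 1) of the measured genes of each of 7 lists, in photostimulated PF4Cre; Ai32 (red) and Ai32 (grey) ear skin. Each point is 1 library, and the black bars give the mean and SD of 4. The macrophage scores of the groups overlap, and the cytokine and chemokine scores do not.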

Consistently, immunohistological staining confirmed dense macrophage accumulation throughout the dermis of photostimulated *PF4^Cre^; Ai32* mice (Fig. 2M and N). Together, these results demonstrate that activated platelets are not passive bystanders in the skin but potent initiators of both neural sensitization and immune cell recruitment.

### Platelet infiltration is required for itch transmission and macrophage accumulation in AD

Because photostimulated lesions exhibited inflammatory and transcriptomic features reminiscent of human AD, we next examined whether platelet activation causally drives disease-associated itch and inflammation. Differential expression analysis comparing our platelet-driven transcriptome with human disease signatures revealed strong similarity to AD (Fig. 3A). 

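Genes of keratinocyte activation, a feature of dermatitis in mice and in AD, stood higher as a list in photostimulated PF4Cre; Ai32 skin than in Ai32 skin, and so did genes of type 2 inflammation and AD. Of 23 measured epidermal activation genes, 19 had a positive log2 fold change (median 1.11). Over all genes tested none passed, and 7 were higher adjusted over the list alone. Krt17, a keratin of activated keratinocytes and of hair follicles, was at 363 ± 89.1 FPKM against 172 ± 55.3 FPKM (mean ± SD, 4 mice per group), with a log2 fold change of 1.11 (SE 0.28). Krt16 and Krt6a, keratins of wounded and inflamed epidermis, which like S100a8 were named for this comparison after their values were seen, were at 83.9 ± 44.0 FPKM against 12.6 ± 7.68 FPKM and 51.0 ± 24.6 FPKM against 17.6 ± 7.56 FPKM. They are hair follicle keratins as well. The mean log2(FPKM + 1) over the 11 listed hair keratins found, measured or not, stood 3.43 higher in PF4Cre; Ai32 skin (exact permutation test, 2-sided p = 0.0571). S100a8, a calgranulin subunit, had a log2 fold change of 2.17 (SE 0.63). Tested with camera, the list had an adjusted p of 2.55e-04, and adjusted p = 0.511 with an estimated correlation. The score was 4.04 ± 0.23 in PF4Cre; Ai32 and 3.12 ± 0.53 in Ai32 libraries, with all 4 PF4Cre; Ai32 libraries above all 4 Ai32 libraries (exact permutation test, 2-sided p = 0.0286). Of 25 measured genes of type 2 inflammation and AD, 17 had a positive log2 fold change (median 0.28), and none passed over all genes tested or adjusted over the list alone. Krt16, Krt6a, S100a8 and S100a9 are in this list and in that of epidermal activation. Retnla, a product of alternatively activated macrophages, was at 121 ± 7.82 FPKM against 158 ± 50.4 FPKM. Serpinb3a, a serine protease inhibitor of squamous epithelium, had 42.6 ± 82.1 FPKM against 147 ± 91.4 FPKM, and an adjusted p of 0.00847 from limma without PF4Cre; Ai32 replicate 4. Tslp, the alarmin of keratinocytes, was at 2.79 ± 0.644 FPKM against 2.76 ± 0.485 FPKM, and Il13 at 0.249 ± 0.403 FPKM against 0.0576 ± 0.0867 FPKM, both named after their values were seen. From camera this list had an adjusted p of 0.0288, and adjusted p = 0.415 with an estimated correlation. For the type 2 and AD list the camera adjusted p was 0.0572, 0.0819 and 0.0899 without Ai32 replicate 1, Ai32 replicate without a number and PF4Cre; Ai32 replicate 4, in that order, and 0.276 with FPKM rescaled to TPM. For the epidermal activation list it was 0.0625 with FPKM rescaled to TPM, 0.326 with the salivary gland score as a covariate and 0.222 without the 3 Ai32 libraries with salivary gland transcripts.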

Notably, gene set enrichment analysis (GSEA) of patient datasets showed marked up-regulation of platelet activation and aggregation pathways in AD skin relative to healthy controls (Fig. 3B and C). Further reanalysis of a spatial transcriptomic dataset (GSE197023) showed the enriched expression of platelet-associated genes (*CLIC1*, *CTSG*, *EMILIN1*, *EMILIN2*, and *HSPB1*) specifically within the dermal compartment of AD lesions (Fig. S9). Immunohistology confirmed robust CD41^+^ platelet infiltration in MC903-induced AD (Fig. 3D and E). Flow cytometric analysis revealed a modest up-regulation of CD62P expression in circulating blood platelets from MC903-induced AD mice (Fig. S10), reinforcing the pathological relevance of platelet recruitment and activation in chronic dermatitis. In AD lesions, Evans blue staining and CD41 immunofluorescence staining showed an increase in vascular permeability and vascular diameter, which may promote platelet infiltration (Fig. S11).

**Fig. 3.**
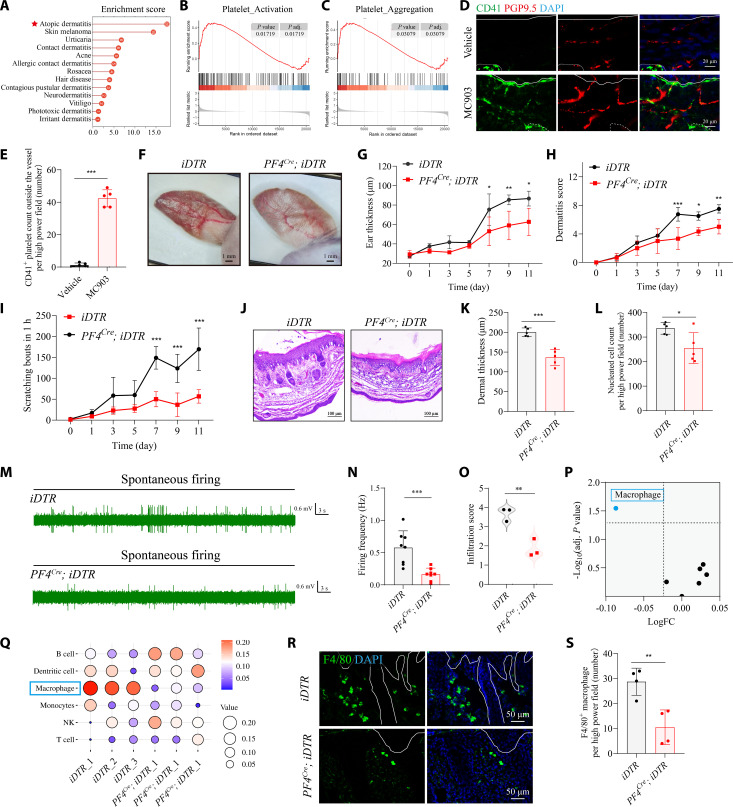
Platelet infiltration is necessary for itch transmission and macrophage accumulation in AD. (A) Pathogenetic resemblance analysis between photostimulated *PF4^Cre^; Ai32* mice and human cutaneous diseases using the *GeneCards* platform. (B and C) GSEA analysis of the platelet activation (B) and aggregation (C) pathways in AD patients. *n* = 53 healthy individuals, *n* = 59 AD patients (GSE99802). For (B), *P* = 0.01719. For (C), *P* = 0.03079. (D) Representative images of CD41^+^ platelets (green) and PGP9.5^+^ nerve fibers (red) in the skin of MC903-induced AD mouse model. Scale bar, 20 μm. Solid line delineates the dermal–epidermal junction, and dashed line outlines the vasculature. (E) Quantification of extravascular CD41^+^ platelets. *n* = 5 mice per group. *t*_8_ = 16.96, *P* < 0.0001 (2-tailed unpaired Student’s *t* test). (F) Representative images of ears from platelet-depleted *PF4^Cre^; iDTR* mice and control littermates after MC903 treatment. Scale bar, 1 mm. (G and H) Ear thickness (G) and inflammation score (H) measured at the indicated time points. For (G), *F*_6,56_ = 6.233, *P* < 0.0001. Day 7: *P* = 0.0276, day 9: *P* = 0.0065, day 11: *P* = 0.0153. For (H), *F*_6,56_ = 5.896, *P* = 0.0047. Day 7: *P* < 0.0001, day 9: *P* = 0.0187, day 11: *P* = 0.0048 (2-way ANOVA followed by Šídák’s multiple comparisons test). (I) Quantification of spontaneous scratching bouts in platelet-depleted *PF4^Cre^; iDTR* mice and the control littermates after MC903 treatment. *n* = 5 mice per group. *F*_6,56_ = 7.772, *P* < 0.0001. Day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (2-way ANOVA followed by Šídák’s multiple comparisons test). (J) Representative H&E histopathology images of ear sections. *n* = 3 to 5 sections from 3 mice. Scale bar, 100 μm. (K and L) Quantification of dermal thickness (K) and dermal immune cell infiltration (L). *n* = 5 mice per group. For (K), *t*_8_ = 6.223, *P* = 0.0003. For (L), *t*_8_ = 2.686, *P* = 0.0277 (2-tailed unpaired Student’s *t* test). (M) Representative traces of spontaneous C-fiber firings recorded ex vivo from platelet-depleted *PF4^Cre^; iDTR* mice (top) and the control littermates (bottom) after MC903 treatment. (N) Summarized data showing spontaneous C-fiber firing frequency. *n* = 8 units from 4 mice. *t_14_* = 4.212, *P* = 0.0009 (2-tailed unpaired Student’s *t* test). (O) *ImmuCellAI* analysis scores of the immune infiltration based on RNA-seq data. *n* = 3 mice per group. *t_4_* = 5.485, *P* = 0.0054 (2-tailed unpaired Student’s *t* test). (P and Q) Volcano plot (P) and bubble plot (Q) showed an overview of adjusted scores for kinds of immune cells. For (Q), macrophage: logFC = −0.0868, −log_10_(adj. *P* value) = 1.545. (R and S) Representative images of F4/80 macrophages in the skin of MC903-treated *PF4^Cre^; iDTR* mice and the control littermates, which were quantified in (S). Scale bar, 50 μm. *n* = 4 mice per group. For (S), *t_6_* = 4.135, *P* = 0.0061 (2-tailed unpaired Student’s *t* test). *P < 0.05, **P < 0.01, ***P < 0.001. Individual data points in (N) represent single animals, and bars show mean ± SD from 2 independent experiments. Result in (E), (G) to (I), (K), (L), and (S), individual data points represent single animals and are shown as mean ± SD from one representative of 2 independent experiments with consistent results.

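RNA-seq of MC903-treated ears covered 4 PF4Cre; iDTR mice, in which diphtheria toxin removes the PF4-expressing platelet lineage, and 4 iDTR littermates without Cre, collected on day 11. The paper gives 3 mice per group for the ImmuCellAI scores and does not name them, so all 4 libraries of each group were used. MC903 is calcipotriol, a vitamin D analog that induces AD-like skin inflammation. The values were FPKM from the same table as for the photostimulated ears, and the depth derived from their steps was 17.3, 23.2, 21.5 and 16.0 M fragments in the PF4Cre; iDTR libraries (median 19.4) and 14.6, 20.3, 19.8 and 19.6 M in the iDTR libraries (median 19.7). The filter left 14548 genes. Pf4, which drives Cre and is transcribed in megakaryocytes and carried by platelets, was at 14.6, 31.1, 44.7 and 21.0 FPKM in the PF4Cre; iDTR libraries and 36.6, 23.2, 42.3 and 24.9 FPKM in the iDTR libraries, a log2 fold change of −0.25 (SE 0.34). In the same order the macrophage score was 3.013, 3.544, 3.994 and 3.297, and 4.075, 3.613, 3.986 and 3.474. Which cells of the ear carried Pf4 RNA was not tested. Of 16 measured platelet and megakaryocyte genes, 5 had a positive log2 fold change (median −0.18), none passed over all genes tested or adjusted over the list alone, and the list did not pass camera (adjusted p = 0.156). The paper verified depletion by platelet counts in blood and included only mice whose count fell below a set share of their own baseline. RNA of whole ears does not count platelets, so these values do not test that depletion. Bpifa2 marked salivary gland transcripts in 2 libraries of each group, at 61554 and 33085 FPKM in PF4Cre; iDTR replicates 1 and 4 and 94531 and 1562 FPKM in iDTR replicates 1 and 4, against at most 0.0930 FPKM in the other 4. Cyp24a1, a direct target gene of the vitamin D receptor that MC903 activates, chosen after the results were seen, was at 4.43, 29.4, 5.56 and 55.6 FPKM in the PF4Cre; iDTR libraries and 483, 194, 39.6 and 12.5 FPKM in the iDTR libraries. Xist marked 3 PF4Cre; iDTR libraries and 1 iDTR library as female.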

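Among leukocytes other than macrophages, neutrophil and monocyte genes stood lower and mast cell genes higher as lists in MC903-treated PF4Cre; iDTR skin than in iDTR skin. Of 9 measured neutrophil genes, 1 had a positive log2 fold change and the median was −0.86. S100a9, a calgranulin of neutrophils and activated keratinocytes, was at 7.84 ± 6.56 FPKM against 32.0 ± 26.8 FPKM (mean ± SD, 4 mice per group). The camera adjusted p of the neutrophil list was 4.01e-04, and adjusted p = 0.464 with an estimated correlation. Of 12 monocyte genes, 2 had a positive log2 fold change (median −0.31, camera adjusted p = 0.0164, and adjusted p = 0.512 with an estimated correlation). Of 13 mast cell genes the number was 11 (median 0.28, camera adjusted p = 0.0222, and adjusted p = 0.588 with an estimated correlation). Lists of inflammation stood lower in PF4Cre; iDTR skin as well. The list of type 2 inflammation and AD, with 7 of 28 members positive, had a mean log2 fold change of −0.64 against a median of −0.20, so that a few of its members weigh most. It shares the keratins Krt16 and Krt6a and the calgranulins S100a8 and S100a9 with the epidermal activation list, and the neutrophil list shares Lcn2 and these calgranulins with it. The type 2 list had a camera adjusted p of 0.00196, and adjusted p = 0.512 with an estimated correlation. Tslp was at 4.22 ± 2.56 FPKM against 104 ± 143 FPKM (exact permutation test, 2-sided p = 0.257), named after its values were seen. For cytokines and chemokines, 14 of 44 positive, the camera adjusted p was 0.0125, and adjusted p = 0.512 with an estimated correlation. Chemotaxis receptors and adhesion genes, 9 of 27 positive, had a camera adjusted p of 0.0125, and adjusted p = 0.588 with an estimated correlation. No member of these 6 lists passed over all genes tested or adjusted over the list alone. The lists of dendritic and Langerhans cells (0.850), T cells (0.179), B and plasma cells (0.282), NK cells (0.132) and basophils and eosinophils (0.685) did not pass camera, and none of their members passed over all genes tested or adjusted over the list alone. The camera adjusted p of the monocyte list was 0.0804, 0.0594, 0.100 and 0.171 without PF4Cre; iDTR replicate 1, PF4Cre; iDTR replicate 4, iDTR replicate 1 and iDTR replicate 4, in that order, that of the mast cell list 0.264, 0.110 and 0.121 without PF4Cre; iDTR replicate 3, iDTR replicate 1 and iDTR replicate 4, in that order, that of the cytokine and chemokine list 0.0798, 0.178 and 0.100 without PF4Cre; iDTR replicate 1, PF4Cre; iDTR replicate 4 and iDTR replicate 1, in that order, and that of the chemotaxis list 0.112, 0.234, 0.108 and 0.0608 without PF4Cre; iDTR replicate 1, PF4Cre; iDTR replicate 4, iDTR replicate 1 and iDTR replicate 4, in that order. Without the 4 libraries with salivary gland transcripts it was 0.121, 0.652 and 0.0734 for the monocyte, cytokine and chemotaxis lists, which turned upward, and 0.252, 0.241 and 0.201 for the neutrophil, type 2 and mast cell lists. With sex as a covariate it was 0.144 for the monocyte list and 0.751 for the mast cell list, which turned downward, and with FPKM rescaled to TPM 0.0525 for the mast cell list.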

To determine whether platelets are mechanistically required for AD-associated itch and inflammation, we first performed correlation analysis and revealed a positive relation between platelet and inflammation or itch process in AD (Fig. S12). To further assess functional relevance of platelets, we selectively depleted platelets in *PF4^Cre^; iDTR* mice using diphtheria toxin (DTX) (Fig. S13). Platelet-depleted mice exhibited normal skin morphology and behavior at baseline (Fig. S14), confirming that acute depletion alone does not perturb homeostasis. However, when subjected to MC903 treatment, DTX-treated mice showed markedly reduced ear swelling, dermal thickening, inflammatory cell infiltration, and spontaneous scratching (Fig. 3F to L). Consistently, clopidogrel treatment similarly alleviated chronic itch and skin inflammation in MC903-induced AD mice (Fig. S15).

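In MC903-treated skin, macrophage genes stood lower as a list in platelet-depleted PF4Cre; iDTR mice than in iDTR littermates, and the genes of epidermal activation and of cell proliferation stood lower as well. Of 25 measured macrophage genes, 2 had a positive log2 fold change and the median was −0.31. Adgre1 was at 10.1 ± 6.21 FPKM in PF4Cre; iDTR and 11.3 ± 4.65 FPKM in iDTR skin (mean ± SD, 4 mice per group), Lyz2 at 237 ± 116 FPKM against 259 ± 81.7 FPKM, and C1qa at 52.4 ± 18.5 FPKM against 65.5 ± 24.1 FPKM. None passed over all genes tested or adjusted over the list alone. The camera adjusted p of the list was 2.15e-05, and adjusted p = 0.512 with an estimated correlation. The macrophage score was 3.46 ± 0.42 against 3.79 ± 0.29 (mean ± SD, n = 4), a difference of −0.32 (exact permutation test, 2-sided p = 0.229). All 28 measured epidermal activation genes had a negative log2 fold change, with a median of −1.90. No gene passed over all genes tested, and 12 were lower adjusted over the list alone. Krt16 was at 31.7 ± 25.6 FPKM against 678 ± 779 FPKM, a log2 fold change of −3.84 (SE 0.98), and Krt6a at 24.2 ± 7.99 FPKM against 257 ± 249 FPKM, a log2 fold change of −2.76 (SE 0.76). The list had a camera adjusted p of 1.38e-17, and adjusted p = 0.464 with an estimated correlation. The score was 3.03 ± 0.58 against 4.82 ± 1.10, with no overlap between the groups (exact permutation test, 2-sided p = 0.0286). The gap was narrow, with 3.681 in PF4Cre; iDTR replicate 2 and 3.697 in iDTR replicate 5. The mean of Cyp24a1 differed in the same direction by −2.43 on the log2 scale. All 33 proliferation genes were lower by their means too (median −0.45, none passed over all genes tested or adjusted over the list alone, camera adjusted p = 8.82e-16, and adjusted p = 0.512 with an estimated correlation). The proliferation score was 3.33 in iDTR replicate 3, 2.391 to 2.565 in the other iDTR libraries and 2.10 to 2.38 in the PF4Cre; iDTR libraries. Markers of other tissues differed beside these lists. Skeletal muscle genes (29 of 29 positive, median 0.62) and adipocyte genes (18 of 19, median 0.58) stood higher, with a camera adjusted p of 4.41e-08 and 8.77e-12, and adjusted p = 0.512 and 0.464 with an estimated correlation. Sebaceous gland and hair follicle genes stood lower (median −0.56, camera adjusted p = 0.0244, and adjusted p = 0.588 with an estimated correlation). The mean log2(FPKM + 1) over the 11 hair keratins found, measured or not, differed by −1.31 (exact permutation test, 2-sided p = 0.543). A different share of these tissues in the ears was not tested. Of all 14548 genes tested, none passed an adjusted p of 0.05 with limma, and 776 had an unadjusted p under 0.05, 296 higher and 480 lower in PF4Cre; iDTR skin. Without the 4 libraries with salivary gland transcripts, which leaves 2 per group, the macrophage score difference was 0.23 and the macrophage list pointed upward (camera adjusted p = 0.0625), as did the fibroblast and extracellular matrix (1.99e-08) and cartilage lists (1.42e-04), both lower over all 8 libraries, and the epidermal activation and proliferation lists stayed lower (2.10e-04 and 4.47e-09), all at the preset correlation. The libraries left, iDTR replicates 3 and 5 and PF4Cre; iDTR replicates 2 and 3, also lie on opposite sides of a split of the 8 libraries, other than the groups, that called 97 genes. From the ImmuCellAI scores of these libraries and F4/80 staining, the paper states in the title of Fig. 3 that platelet infiltration is necessary for macrophage accumulation in AD.

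**Figure D3:**
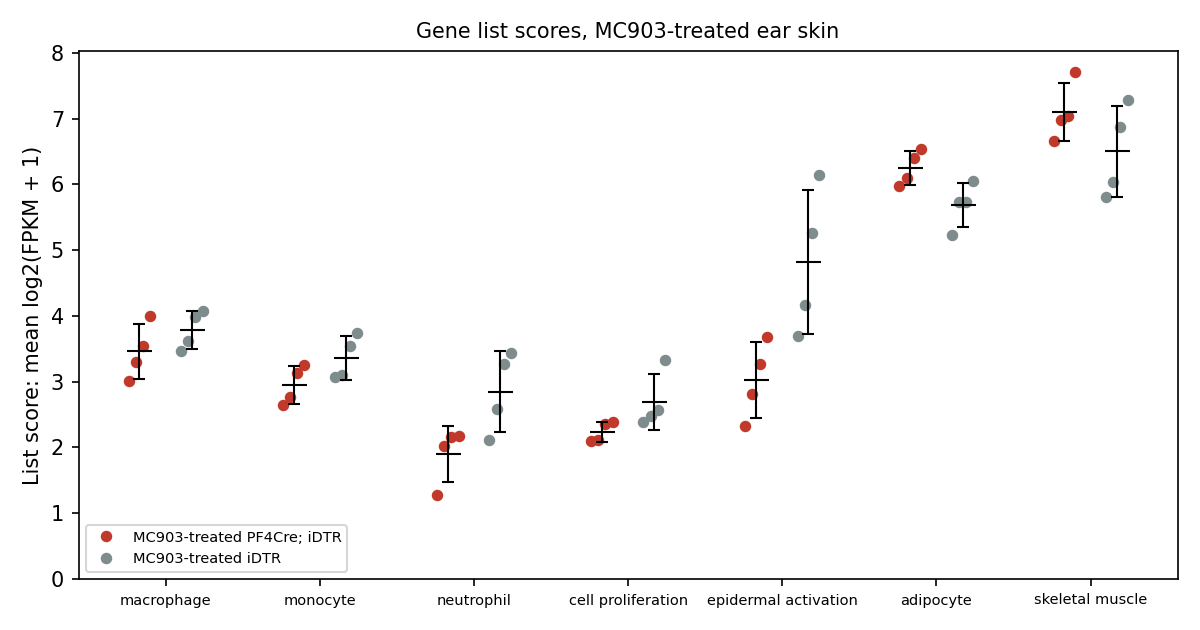
List scores, the mean log2(FPKM + 1) of the measured genes of each of 7 lists, in MC903-treated PF4Cre; iDTR (red) and iDTR (grey) ear skin. Each point is 1 library, and the black bars give the mean and SD of 4. The macrophage scores of the groups overlap. The epidermal activation and proliferation scores do not, but their nearest libraries almost meet (3.681 against 3.697 and 2.383 against 2.391).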

Electrophysiological recordings and immunohistology further revealed that C-fiber excitability and macrophage infiltration, normally heightened in AD, were significantly suppressed following platelet depletion (Fig. 3M to S and Fig. S16). In contrast, optogenetic hyperactivation of platelets exacerbated inflammation and pruritus (Fig. S17), macrophage recruitment (Fig. S18), and C-fiber hyperexcitability (Fig. S19) in MC903-treated animals. These results establish platelets as indispensable drivers of neuroimmune dysfunction in AD.

### Platelet-derived serotonin is a key mediator linking platelet activation to itch and macrophage infiltration

Given the central role of 5-HT in neuroimmune communication and its enrichment in platelet-dense granules [23,24], we investigated whether platelet-released 5-HT mediates AD-related pathology. Enzyme-linked immunosorbent assay (ELISA) analyses revealed that both optogenetic photostimulation and MC903 treatment significantly increased cutaneous 5-HT levels (Fig. 4A and B), an effect reduced by platelet depletion (Fig. 4C), confirming platelets as the predominant 5-HT source in inflamed skin.

**Fig. 4.**
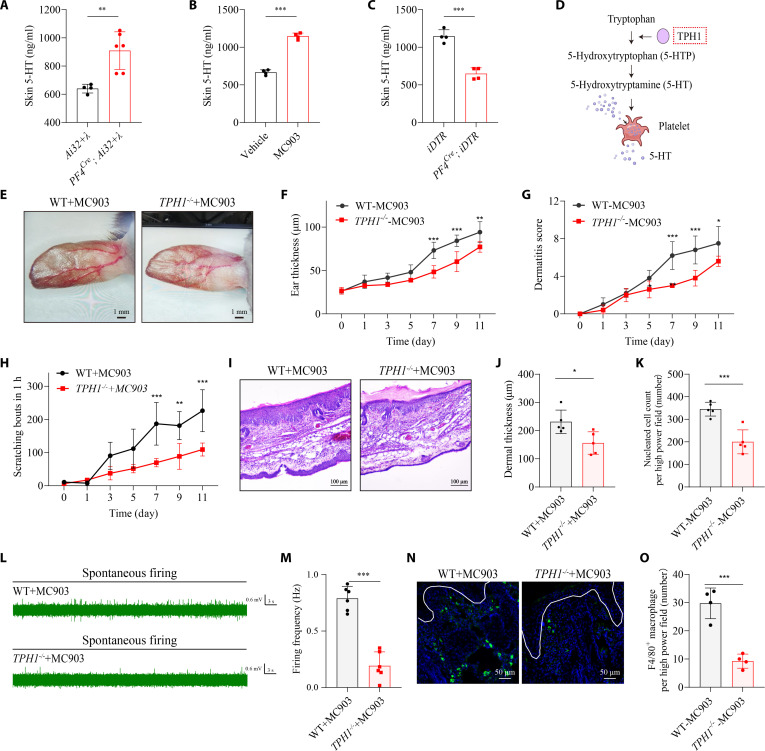
Platelet-derived serotonin contributes to itch transmission and macrophage accumulation in AD. (A) Cutaneous 5-HT concentrations measured by ELISA in photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. *n* = 4 photostimulated *Ai32* mice. *n* = 6 photostimulated *PF4^Cre^; Ai32* mice. *t*_8_ = 3.900, *P* = 0.0045 (2-tailed unpaired Student’s *t* test). (B) Skin 5-HT concentrations measured by ELISA in the vehicle- and MC903-treated mice. *n* = 4 mice per group. *t_6_* = 17.93, *P* < 0.0001 (2-tailed unpaired Student’s *t* test). (C) Skin 5-HT concentrations measured by ELISA in the platelet-depleted *PF4^Cre^; iDTR* mice and control littermates after MC903 treatment. *n* = 4 mice per group. *t_6_* = 8.558, *P* = 0.0001 (2-tailed unpaired Student’s *t* test). (D) Schematic drawing of peripheral 5-HT synthesis and release pathway. (E) Representative images of ears from WT and *TPH1^−/−^* after MC903 treatment. Scale bar, 1 mm. (F and G) Ear thickness (F) and inflammation score (G) measured at the indicated time points. For (F), *F*_6,56_ = 4.830, *P* = 0.0005. Day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* = 0.0022. For (G), *F*_6,56_ = 5.066, *P* = 0.0003. Day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* = 0.0120 (2-way ANOVA followed by Šídák’s multiple comparisons test). (H) Quantification of spontaneous scratching bouts in WT and *TPH1^−/−^* after MC903 treatment. *n* = 5 mice per group. *F*_6,56_ = 3.936, *P* = 0.0026. Day 7: *P* < 0.0001, day 9: *P* = 0.0017, day 11: *P* < 0.0001 (2-way ANOVA followed by Šídák’s multiple comparisons test). (I) Representative H&E histopathology images of ears. *n* = 3 to 5 sections from 3 mice. Scale bar, 100 μm. (J and K) Quantification of dermal thickness (J) and dermal immune cell infiltration (K). *n* = 5 mice per group. For (J), *t*_8_ = 2.935, *P* = 0.0188. For (K), *t*_8_ = 5.305, *P* = 0.0007 (2-tailed unpaired Student’s *t* test). (L and M) Representative traces of spontaneous C-fiber firings recorded ex vivo, quantified in (M). *n* = 6 units from 4 mice. *t_10_* = 8.941, *P* < 0.0001 (2-tailed unpaired Student’s *t* test). (N and O) Representative images of F4/80^+^ macrophages in the skin of MC903-treated WT and *TPH1^−/−^* mice, which were quantified in (O). Scale bar, 50 μm. *n* = 4 mice per group. For (O), *t_6_* = 6.849, *P* = 0.0005 (2-tailed unpaired Student’s *t* test). Data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. Individual data points in (M) represent single animals, and bars show mean ± SD from 2 independent experiments. Result in (A) to (C), (F) to (H), (J), (K), and (O), individual data points represent single animals and are shown as mean ± SD from one representative of 2 independent experiments with consistent results.

To genetically test the requirement for platelet-derived serotonin, we used the tryptophan hydroxylase 1-deficient (*TPH1*^−/−^) mice, which lack peripheral 5-HT (Fig. 4D). At baseline, *TPH1*^−/−^ mice displayed normal skin and behavior (Fig. S20). However, following MC903 treatment, these mice exhibited dramatically reduced ear swelling, inflammatory infiltration, dermal thickening, and spontaneous scratching compared to controls (Fig. 4E to K). In line with these behavioral findings, both macrophage infiltration and C-fiber hyperexcitability were significantly diminished in *TPH1*^−/−^ mice (Fig. 4L to O and Fig. S21). These results indicate that platelet-derived 5-HT is a critical mediator of the full expression of AD-associated neuroimmune pathology.

### Platelet-derived chronic itch and macrophage infiltration through 5-HT–HTR2B/HTR7 axis

To directly validate the role of 5-HT in itch and skin inflammation, 5-HT was administered by intradermal injection. Intradermal injection of 5-HT rapidly elicited scratching behavior and ear edema in mice, whereas no obvious vasodilation was observed (Fig. S22). 5-HT injection daily for 11 consecutive days significantly induced erythema, increased ear thickness, and robust scratching behavior (Fig. S23A to E). Histology following 11 d revealed dense immune cell infiltration and keratinocyte proliferation (Fig. S23F to H). Immunofluorescence analysis demonstrated that 5-HT promoted macrophage infiltration in the ear skin (Fig. S23I and J). Furthermore, Evans blue staining and CD41 immunofluorescence staining showed an increase in vascular permeability and vascular diameter after consecutive injection of 5-HT, which promote platelet infiltration (Fig. S24). These findings indicated that 5-HT could induce itch and macrophage infiltration.

Because serotonin can directly activate sensory neurons, we next mapped expression of its receptor HTR2B across dorsal root ganglion (DRG) neurons using single-cell RNA-seq (scRNA-seq). *Htr2b* expression was enriched in subsets of TRPV1^+^ nociceptors (Fig. 5A), and immunostaining confirmed HTR2B protein localization within TRPV1^+^ sensory neurons (Fig. 5B). To test the functional relevance of this pathway, we generated TRPV1-specific HTR2B conditional knockout mice (Fig. 5C). Although *HTR2B^cko^* mice exhibited normal baseline skin structure and behavior (Fig. S25), MC903-treated mutants showed significantly reduced spontaneous scratching (Fig. 5D) and diminished C-fiber excitability (Fig. 5E to K) compared to littermate controls. These findings establish that platelet-derived 5-HT directly activates TRPV1^+^ pruriceptors via HTR2B to drive AD-associated itch.

**Fig. 5.**
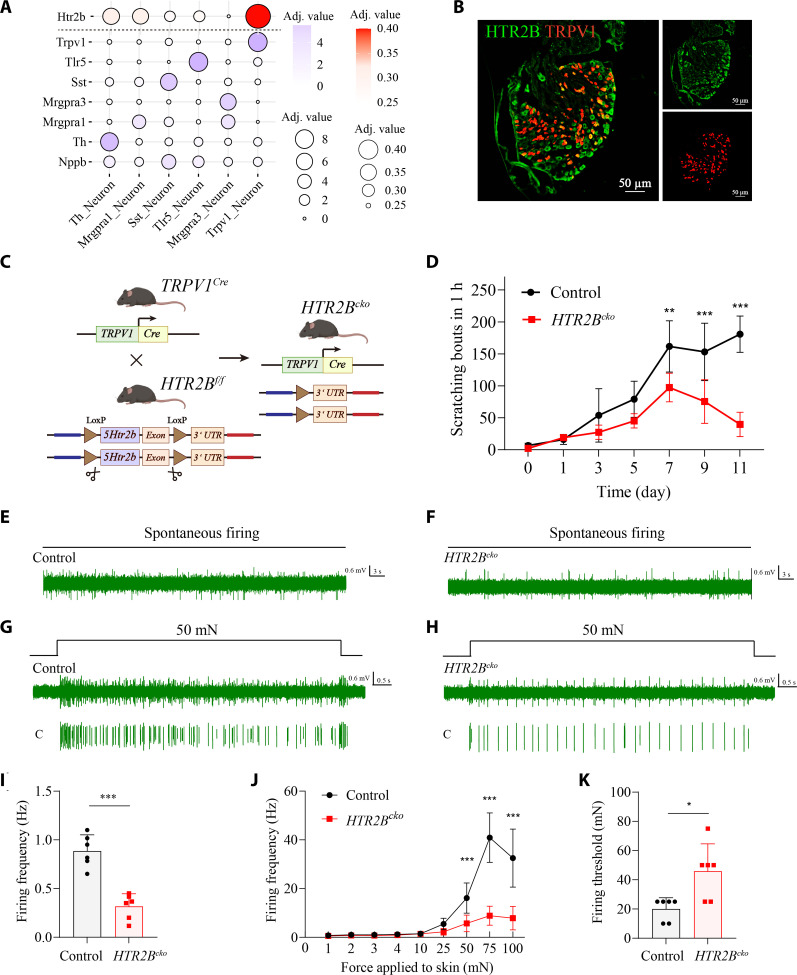
Platelet-derived serotonin activated TRPV1^+^ pruriceptors via HTR2B to promote MC903-induced itch. (A) Bubble plot showed the transcript expression of *Htr2b* in various itch-related neurons based on DRG scRNA-seq data. *n* = 5 mice. (B) Representative images of HTR2B and TRPV1 fluorescence intensity in DRG. *n* = 3 to 5 sections from 3 mice. Scale bar, 50 μm. (C) Schematic diagram of the generation of *TRPV1^Cre^; HTR2B^f/f^* mice (*HTR2B^cko^*). (D) Quantification of spontaneous scratching bouts in *HTR2B^cko^* mice and control littermates. *n* = 5 *HTR2B^cko^* mice, *n* = 6 control littermates. *F*_6,63_ = 9.668, *P* < 0.0001. Day 7: *P* = 0.0012, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (2-way ANOVA followed by Šídák’s multiple comparisons test). (E and F) Representative traces of spontaneous C-fiber firings recorded ex vivo from the control littermates (left) and *HTR2B^cko^* mice (right). (G and H) Representative traces of mechanically evoked C-fiber firings in response to 50-mN force. (I to K) Summarized data showing spontaneous C-fiber firing frequency (I), mechanically evoked C-fiber firing frequency (J), and mechanical firing threshold (K). *n* = 6 units from 4 mice. For (I), *t_10_* = 6.604, *P* < 0.0001 (2-tailed unpaired Student’s *t* test). For (J), *F*_8,90_ = 23.39, *P* < 0.0001. 50 mN: *P* = 0.0007, 75 mN: *P* < 0.0001, 100 mN: *P* < 0.0001 (2-way ANOVA followed by Šídák’s multiple comparisons test). For (K), *P* = 0.0325 (2-tailed Mann–Whitney test). *P < 0.05, **P < 0.01, ***P < 0.001. Individual data points in (I) to (K) represent single animals, and bars show mean ± SD from 2 independent experiments. Result in (D), individual data points represent single animals and are shown as mean ± SD from one representative of 2 independent experiments with consistent results.

To further explore the role of 5-HT in macrophage infiltration, we re-examined scRNA transcriptomic data and found the *HTR2B* and *HTR7* expression were enriched in macrophages, while the *HTR7* was significantly increased in AD (Fig. 6A to I). Consistent with the scRNA analysis, our quantitative polymerase chain reaction (qPCR) data further validated the increasing expression of *Htr7* in CX3CR1^+^ skin macrophages from MC903-induced AD mice (Fig. 6J and K). We further assess the therapeutic potential of HTR2B and/or HTR7 antagonist for AD. Of note, HTR2B antagonist, HTR7 antagonist, or combined with these 2 antagonists ameliorated itch and skin inflammation, while the combined treatment produced a more pronounced effect (Fig. 7). Additionally, the application of HTR2B or HTR7, as well as combined HTR2B and HTR7, alleviated itch and skin inflammation in mice, with the combination treatment showing a greater therapeutic effect (Fig. S26).

**Fig. 6.**
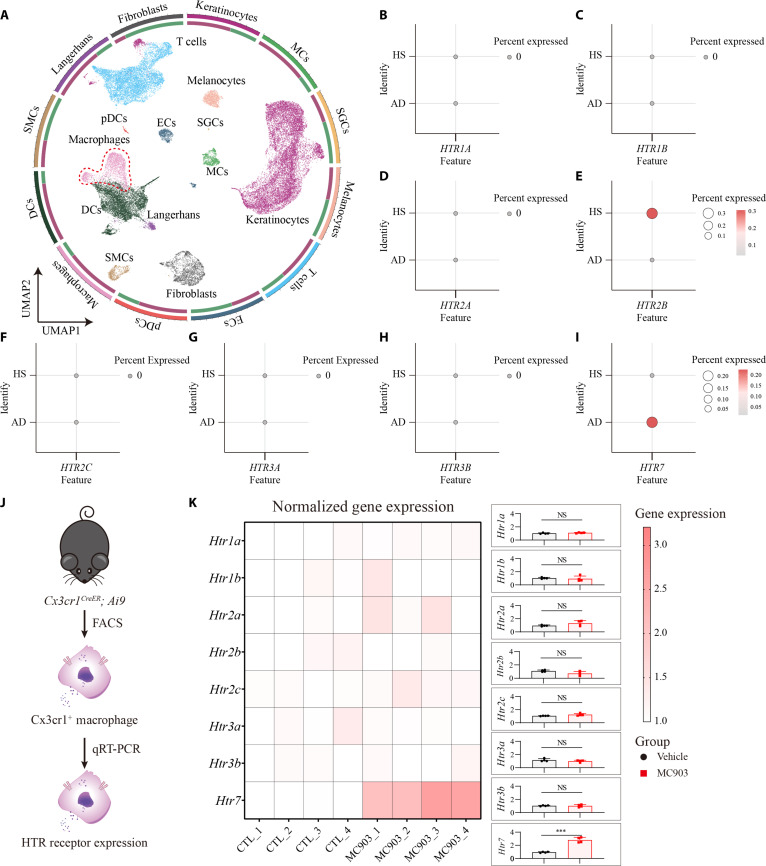
The expression landscape of HTRs in skin macrophages. (A) UMAP visualization and clustering of skin cells from AD patients and healthy individuals (GSE153760, platform: GPL21290; 7 healthy individuals, 8 AD patients). (B to I) Expression patterns of *HTRs* in skin macrophages. (J) Sorting of red fluorescent macrophages by fluorescence-activated cell sorting (FACS). (K) Expression of *Htrs* in Cx3cr1^+^ macrophages from vehicle- or MC903-treated mice. *n* = 4 per group. *t_6_* = 9.256, *P* < 0.0001 (2-tailed unpaired Student’s *t* test). Individual data points in (K) represent single animals and are shown as mean ± SD from one representative of 2 independent experiments with consistent results. MCs, mast cells; SGCs, sweat gland cells; ECs, endothelial cells; pDCs, plasmacytoid dendritic cells; DCs, dendritic cells; SMCs, smooth muscle cells.

**Fig. 7.**
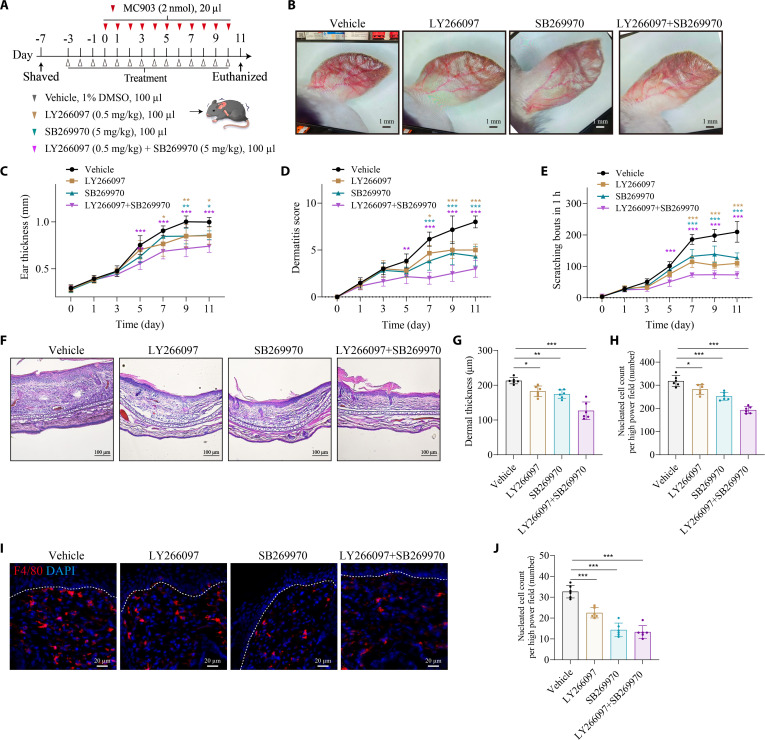
HTR antagonist treatment attenuates pruritus and skin inflammation in MC903-induced AD model. (A) Schematic illustration of HTR2B inhibitor (LY266097) and/or HTR7 inhibitor (SB269970) applications in MC903-induced AD model. (B) Representative images of ears from MC903-induced AD model after 11 d of HTR2B inhibitor and/or HTR7 inhibitor applications. Scale bar, 1 mm. (C and D) Ear thickness (C) and inflammation score (D) measured at the indicated time points. *n* = 6 mice per group. For (C), *F*_18,140_ = 3.900, *P* < 0.0001. Vehicle versus LY266097: day 7: *P* = 0.0174, day 9: *P* = 0.0050, day 11: *P* = 0.0110. Vehicle versus SB269970: day 9: *P* = 0.0050, day 11: *P* = 0.0174. Vehicle versus LY266097 + SB269970: day 5: *P* < 0.0001, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001. For (D), *F*_18,140_ = 8.957, *P* < 0.0001. Vehicle versus LY266097: day 7: *P* = 0.0256, day 9: *P* < 0.0001, day 11: *P* < 0.0001. Vehicle versus SB269970: day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001. Vehicle versus LY266097 + SB269970: day 5: *P* = 0.0064, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (2-way ANOVA followed by Šídák’s multiple comparisons test). (E) Quantification of spontaneous scratching bouts. *n* = 6 mice per group. *F*_18,140_ = 21.76, *P* < 0.0001. Vehicle versus LY266097: day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001. Vehicle versus SB269970: day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001. Vehicle versus LY266097 + SB269970: day 5: *P* < 0.0001, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (2-way ANOVA followed by Šídák’s multiple comparisons test). (F) Representative H&E histopathology images of ear sections. *n* = 3 to 5 sections from 3 mice. Scale bar, 100 μm. (G and H) Quantification of dermal thickness (G) and dermal immune cell infiltration (H). *n* = 6 mice per group. For (G), *F*_3,20_ = 28.03, *P* < 0.0001. Vehicle versus LY266097: *P* = 0.0032. Vehicle versus SB269970: *P* = 0.0002. Vehicle versus LY266097 + SB269970: *P* = 0.0002. For (H), *F*_3,20_ = 45.05, *P* < 0.0001. Vehicle versus LY266097: *P* = 0.0124. Vehicle versus SB269970: *P* = 0.0018. Vehicle versus LY266097 + SB269970: *P* < 0.0001 (one-way ANOVA followed by Holm–Šídák’s multiple comparisons test). (I and J) Representative images of F4/80^+^ macrophages in the skin, which were quantified in (J). Scale bar, 20 μm. *n* = 6 mice per group. For (J), *F*_3,20_ = 55.62, *P* < 0.0001. Vehicle versus LY266097: *P* < 0.0001. Vehicle versus SB269970: *P* < 0.0001. Vehicle versus LY266097 + SB269970: *P* < 0.0001 (one-way ANOVA followed by Holm–Šídák’s multiple comparisons test). *P < 0.05, **P < 0.01, ***P < 0.001. Individual data points in the remaining panels represent single animals and are shown as mean ± SD from 2 independent experiments.

## Discussion

Our findings identify platelets as essential, previously underappreciated orchestrators of cutaneous neuroimmune regulation. By leveraging optogenetic tools to induce cell-specific activation, we provide evidence supporting a causal role that platelets are sufficient to trigger a cascade of events leading to erythema, edema, and robust pruritic behavior. This study extends emerging paradigms that place platelets at the intersection of the vascular, immune, and neural systems, suggesting that these anucleate fragments do not merely facilitate hemostasis but actively shape the tissue-level inflammatory landscape in AD.

A striking anatomical observation in our study is the robust extravascular accumulation of CD41^+^ platelets in the dermis following activation. In healthy tissue, platelets are predominantly confined to the vascular lumen. However, across multiple models including optogenetic activation, MC903-induced AD, and intradermal 5-HT administration, we observed platelets transmigrating into the interstitial space and closely associating with PGP9.5^+^ sensory nerve endings. This observation raises fundamental questions regarding the mechanisms of platelet extravasation. Our supplementary data using the Evans Blue Miles assays and CD31 whole-mount staining demonstrated significant vascular hyperpermeability and vasodilation following platelet activation. This suggests that activated platelets may release mediators like 5-HT or vascular endothelial growth factor (VEGF), which compromise endothelial integrity, allowing for passive leakage into the dermis [25,26]. Nevertheless, we cannot rule out active transendothelial migration. Platelets express various adhesion molecules, including P-selectin and integrins, which are known to facilitate docking and transmigration across inflamed endothelia [8]. This extravascular presence allows platelets to function as “peripheral neuromodulators”, creating a local microenvironment where high-concentration mediator release can directly influence the firing threshold of sensory fibers.

Beyond passive leakage, platelets actively orchestrate the recruitment of macrophages through the localized establishment of chemokine gradients [27]. Upon activation, platelets degranulate to release α-granule proteins such as CXCL4 and CCL5, which are known to form functional heteromers that synergistically enhance monocyte and macrophage recruitment [8]. Importantly, we identified that platelet-derived 5-HT functions as a parallel regulatory signal for immune infiltration. Our scRNA-seq and qPCR analysis of sorted skin macrophages further revealed a significant enrichment of *Htr2b* and *Htr7*. While HTR2B and HTR7 are traditionally recognized for its role in sensory transmission, its expression on skin-resident macrophages identifies it as a critical mediator of 5-HT-induced chemotaxis in the inflamed skin [28,29]. The therapeutic efficacy of dual HTR2B/HTR7 blockade in reducing macrophage infiltration confirms that 5-HT drives immune recruitment via a multi-receptor signaling network. Furthermore, macrophage-derived signals, such as tumor necrosis factor-α (TNF-α) and interleukin-1β (IL-1β), are documented to further trigger platelet degranulation, suggesting that a potential feedback loop may sustain the chronicity of AD lesions even after the initial trigger is removed [30–32].

Mechanistically, we identified the 5-HT/HTR2B axis on TRPV1^+^ pruriceptors as the primary driver of neurosensitization in our models. Serotonergic itch is predominantly non-histaminergic and resistant to traditional antihistamines. While HTR7 has been established as a mediator of acute and chronic itch via TRPA1 channels [33], our scRNA-seq and lineage-specific genetic ablation data highlight a critical role for HTR2B. This is particularly relevant given that HTR2B activation is linked to pruritus induced by certain antidepressants like sertraline, acting independently of HTR7. HTR2B is a Gq-coupled receptor that likely sensitizes TRPV1 channels via the phospholipase C (PLC) pathway, lowering the firing threshold of C fibers [34]. This is strongly supported by our ex vivo skin–nerve recordings, where *HTR2B^cko^* mice exhibited significantly reduced spontaneous and mechanically evoked firings. This specific receptor–channel coupling explains the transition from acute signaling to chronic peripheral sensitization observed in our models.

From a translational perspective, our study provides a mechanistic rationale for repurposing anti-platelet therapies in dermatology. We demonstrate that clopidogrel, a clinically approved P2Y12 inhibitor, significantly attenuates erythema, ear swelling, and scratching behavior across optogenetic and MC903 models. These findings align with human clinical data reporting elevated systemic platelet activation markers, such as PF4 and β-thromboglobulin, in AD and psoriasis patients, which directly correlate with disease severity and decrease following treatment [6,7]. Given the high safety profile of these drugs in cardiovascular medicine, targeting the platelet–immune–neuron axis represents a promising direction for managing refractory inflammatory skin disorders.

In summary, we propose a framework in which platelets act as a hub within the cutaneous neuroimmune network. By integrating vascular signals and releasing neuromodulatory molecules, platelets bridge the gap between immune recruitment and neural sensitization. Future studies utilizing human skin biopsies and single-cell spatial transcriptomics will be essential to validate these interactions in AD patients and fully explore the therapeutic potential of this platelet–immune–neuron axis.

## Materials and Methods

### Study design

To systematically define the functional role of platelets in cutaneous neuroimmune signaling, we implemented a multidisciplinary experimental strategy. We utilized a *PF4^Cre^; Ai32* optogenetic model to achieve cell type-specific and spatiotemporally precise activation of platelets. This was complemented by pharmacological and genetic platelet depletion strategies in an MC903-induced AD model. To characterize the transcriptomic landscape, we performed transcriptomic profiling of ear tissue and DRG neurons. We further employed flow cytometry to quantify skin-infiltrating immune cell populations. These experimental datasets were integrated with bioinformatic re-analysis of public human AD transcriptomic datasets to identify conserved signaling modules. Mechanistic necessity was interrogated via *Tph1* genetic ablation and neuron-specific deletion of the serotonin receptor *HTR2B*. Finally, we performed pharmacological proof-of-concept studies using a combined regimen of anti-platelet agents and HTR2B/HTR7 antagonists. All experiments included age- and sex-matched littermate controls, with blinding and randomization procedures applied to ensure objective data acquisition and analysis.

### Animals

C57BL/6J mice (#000664), *TRPV1^Cre^* (*TRPV1^tm1(cre)Bbm/J^*, #017769), *CX3CR1^CreER^* (#021160), *iDTR* (#007900), and *Ai32* (#024109) mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). *TPH1^−/−^* (#21990), *PF4^Cre^* (#56744), and *HTR2B^fl/fl^* (#15559) mice were purchased from Cyagen Biosciences (Suzhou, China). *Ai9* (#T058417) mice were purchased from GemPharmatech (Nanjing, China). Male and female mice (8 to 12 weeks old) were maintained on a controlled environmental condition (individually ventilated cages, 12-h light/dark cycle and ad libitum food and water). Mice used within each experimental comparison were bred to generate littermates, cohoused under identical conditions, and randomized by investigators blinded to the experimental design. Scratching behavior and dermatitis severity did not differ significantly between males and females. All experiments were ethically approved and conducted in compliance with relevant guidelines of the Institutional Animal Care and Use Committee (IACUC) of the Shanghai Institute of Materia Medica, Chinese Academy of Sciences.

### Sample preparation for bulk RNA-seq and scRNA-seq

For bulk RNA-seq, mice were euthanized on day 11, and ear tissues were collected and snap-frozen in liquid nitrogen. Total RNA was isolated from each sample. Libraries were prepared according to the manufacturer’s instructions and sequenced on the Illumina NovaSeq X Plus platform. Gene expression levels were quantified using RSEM (v1.2.25) and normalized to fragments per kilobase of transcript per million mapped reads (FPKM). Then, raw data underwent background correction, quantile normalization, and probe summarization in the *R* environment for further analysis. Subsequently, principal components analysis (PCA) and unsupervised clustering analysis were utilized to identify the distinct gene expression patterns using the “*prcomp*” function of the *R* package “*stats*”. Immune infiltration analysis was performed using the “*ImmuCellAI*” package. GO enrichment analyses was used to reveal the indeed signaling using the “*clusterProfiler*”, “*enrichplot*”, and “*ggplot2*” packages.

For scRNA-seq, DRG isolation was performed as previously described [35]. Without any treatment, mouse DRGs from T6 to T10 were dissected and immediately placed into ice-cold Hanks’ balanced salt solution (HBSS). The collected DRGs were dissociated in neuron medium [Dulbecco’s modified Eagle’s medium (DMEM)/F12 + 1% penicillin/streptomycin + 12.5 mM glucose] containing 40 U papain, 4 mg/ml collagenase, 10 mg/ml bovine serum albumin (BSA), 1 mg/ml hyaluronidase, and 0.6 mg/ml deoxyribonuclease (DNase) at 37 °C for 30 min. The dissociated neurons were then filtered through a 70-μm cell strainer and washed 3 times with neuron medium. The prepared DRG samples were processed according to the 10x Genomics Cell Ranger pipeline. After background correction, quantile normalization, and probe summarization/elimination, uniform manifold approximation and projection (UMAP) analysis was performed to distinguish DRG neuron subtypes. Differentially expressed gene (DEG) analysis was performed through the FindMarkers function.

### GEO data retrieval and analysis

The RNA-seq data of AD patients were obtained from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under the accession ID GSE99802 (platform: GPL570; *n* = 53 healthy individuals, *n* = 59 AD patients). The raw data underwent background correction, quantile normalization, and probe summarization in the *R* environment. DEG analysis was performed using the “*limma*” and “*ggplot2*” packages. GSEA was conducted using the “*gsva*” package, identifying enriched biological pathways relevant to AD pathogenesis. Immune infiltration analysis was performed using the “*Xcell*” package. The spatial transcriptomics-seq data of AD patients were obtained from the GEO database under the accession ID GSE197023 (platform: GPL24676; *n* = 6 healthy individuals, *n* = 7 AD patients). Spatial gene expression analysis was performed by Seurat’s label transfer method as previously described [36]. The scRNA-seq data of AD patients were obtained from the GEO database under the accession ID GSE153760 (platform: GPL21290; *n* = 7 healthy individuals, *n* = 8 AD patients). UMAP was used for 2-dimensional visualization. Cell types were annotated according to canonical marker genes. DEG analysis was used to identify the DEGs in macrophages. The RNA-seq data from AD mouse model were retrieved from GEO (ID: GSE246569, platform: GPL24247; *n* = 6 control littermates, *n* = 8 MC903-induced AD mouse model). DEG analysis was performed using the “*limma*” and “*ggplot2*” packages. GSEA was conducted using the “*gsva*” package. Immune infiltration analysis was performed using the “*ImmuCellAI*” package for mouse.

### Optogenetics

Optogenetic stimulation of the mouse dorsal ear was performed using a 473-nm diode-pumped solid-state laser (100 mW output, Laser and Optics Century, Shanghai, China) [37]. An optical fiber cannula was fixed 1 cm above the ear skin surface, illuminating a 1 cm × 1 cm area for stimulation, delivering light at 10 Hz, 30 min per session, with a power density of 8 mW/mm^2^. This protocol was repeated daily for 11 consecutive days. Both *PF4^Cre^; Ai32* transgenic mice and *Ai32* littermate controls were subjected to the same photostimulation regimen.

### MC903-induced AD mouse model

AD-like conditions were induced by topical application of 2 nmol MC903 (calcipotriol, Sigma-Aldrich, dissolved in 20 μl of ethanol) to the dorsal ear once daily for 11 consecutive days. Control mice were treated with ethanol alone. Disease progression was monitored daily by measuring ear thickness with a dial thickness gauge and by scoring dermatitis severity for erythema/hemorrhage, scaling/dryness, excoriation, and edema according to established criteria [38]. All animals were euthanized on day 11, and ear skin was harvested for further evaluation.

### Conditional platelet depletion

To induce platelet ablation, *PF4^Cre^; iDTR* mice were intraperitoneally injected with DTX (20 μg/kg; Sigma) or an equal volume of phosphate-buffered saline (PBS) every other day for a total of 3 doses (days 1, 3, and 5) before the initiation of the experimental procedures. Formal experiments were started after completion of the initial depletion regimen (day 7). To maintain platelet depletion throughout the course of the study, mice continued to receive DTX or PBS every other day during the subsequent 11-d experimental period (days 7 to 17). The efficiency of platelet depletion was verified by platelet counts measured in venous blood samples on days 0, 5, and 17, and only mice with platelet counts reduced to <15% of their individual pre-DTX baseline were included in subsequent analyses.

### Drug administration

To evaluate the therapeutic effect of antiplatelet treatment, mice were administered clopidogrel (HY-15283, 10 mg/kg, MCE, NJ, USA) by oral gavage once daily in a total volume of 100 μl per mouse. Clopidogrel treatment was initiated on day 4 after model induction by 473-nm photostimulation or topical MC903 application and was maintained daily for the duration of the experiment [39]. Vehicle-treated control mice received the same volume of solvent on an identical schedule. Clopidogrel efficacy was verified by prolongation of tail bleeding time in a mouse tail-vein bleeding assay.

To evaluate the therapeutic effect of HTR2B and/or HTR7 inhibition, mice were randomly assigned to receive vehicle [1% dimethyl sulfoxide (DMSO) in PBS], HTR2B inhibitor (LY266097, 0.5 mg/kg, MCE, NJ, USA), HTR7 inhibitor (SB269970, 5 mg/kg, MCE, NJ, USA), or a combination of HTR2B and HTR7 inhibitors. All compounds were administered by intraperitoneal injection once daily in a total volume of 100 μl. Mice were pretreated for 3 consecutive days before the start of the formal experiments, and treatment was continued daily after experimental initiation to maintain pharmacological inhibition throughout the study. Control animals received the corresponding vehicle on the same schedule.

To assess the pruritogenic and pro-inflammatory effects of 5-HT in vivo, mice were subjected to acute or repeated intradermal 5-HT (HY-B1473, 100 μM, 20 μl, MCE, NJ, USA) administration in the ear pinna [33]. For acute challenge, 5-HT was intradermally injected, and scratching behavior was recorded immediately for 30 min. Evans blue extravasation was assessed 30 min after injection to evaluate vascular permeability, as described below. For repeated challenge, mice received daily intradermal injections of 5-HT (100 μM, 20 μl) for 11 consecutive days. Ear thickness and scratching behavior were assessed at the indicated time points during the course of treatment.

### Itch behavior assessment

Itch behavior was assessed using a standardized video-recording protocol [40]. Prior to the assessment of spontaneous itch behavior, mice were acclimated to the testing chambers for at least 3 days before the experiment. All recordings were conducted in a dedicated behavioral suite under controlled lighting conditions and in isolation from external noise. Cameras were positioned at an elevated 45° angle to ensure unobstructed capture of full-body movements at a recording rate of 30 frames per second. On the experimental day, mice were filmed individually for 60 min. Recorded videos were scored independently by 2 researchers who were blinded to genotype and experimental groups. To assess inter-rater reliability, a randomly selected subset of 30% of the recordings was independently scored by both raters using the same predefined criteria, and agreement was quantified using the intraclass correlation coefficient (ICC > 0.75, 2-way random-effects model, absolute agreement). A scratching bout was defined as one or more rapid, repetitive strokes of the hind paw directed to the MC903-treated dorsal ear, ending when the paw was placed back on the floor or when licking/biting of the toes occurred.

### Open-field test

Open-field behavior was assessed using an automated open-field system (Xinruan Information Technology Co. Ltd., Shanghai, China). The apparatus consisted of a square arena placed within a sound-attenuating cubicle. Mice were individually placed in the chamber for a single 10-min session, during which total distance traveled, rearing behavior, and habituation rate were analyzed by the system’s software. After each trial, the apparatus was cleaned at least 3 times with ethanol.

### Evans blue assay for vascular leakage

To assess vascular leakage in the mouse ear, Evans blue was dissolved in sterile PBS at 20 mg/ml and administered intravenously at 100 μl per 20 g of body weight. Thirty minutes later, ear tissues were collected for analysis. For quantification, the tissues were incubated in formamide at 60 °C overnight to extract Evans blue, and absorbance was measured at 620 nm. Evans blue content was normalized to tissue weight to quantify vascular extravasation. Representative images were acquired under identical conditions for visualization.

### Hematoxylin and eosin staining assay

Whole ear tissues were harvested, fixed in 4% paraformaldehyde (PFA), embedded in optimal cutting temperature (OCT) with a consistent cross-sectional orientation, and serially sectioned at 12 μm. Hematoxylin and eosin (H&E) staining was performed on the prepared 12-μm mouse ear sections. The steps are as follows: hematoxylin (1 min), washed with PBS (5 min × 3), 1% acid alcohol differentiation (5 s), eosin (2 min), washed with PBS (5 min × 3). Tissues were dehydrated, cleared, and mounted with neutral gum and then visualized with a bright-field microscope. In photostimulated or AD samples, section selection was centered on the photostimulated or lesion-related region; in control samples, the corresponding area at the same relative anatomical level was used for comparison. Representative H&E images were chosen only from sections showing comparable orientation and tissue architecture across groups. Multiple serial sections from each ear were reviewed, and only sections with comparable anatomical level and orientation were used for representative imaging.

### Whole-mount immunofluorescence staining of mouse ears

Whole-mount staining was performed as previously described [41,42]. Mouse ears were harvested and fixed in 4% PFA for 24 h, followed by extensive washing with PBS. After 3 washes in PBS (10 min each), the tissues were incubated with primary antibodies diluted in PBS containing 10% donkey serum and 20% DMSO at room temperature (RT) for 5 d (rat anti-CD31, 1:100; BD Biosciences, 550274). The samples were then washed with PBS every 10 min for 2 h and incubated with Alexa Fluor 647-conjugated secondary antibodies in PBS containing 10% donkey serum and 20% DMSO at RT for 3 d. After a final series of washes in PBS every 10 min for 2 h, the samples were imaged using a confocal microscope. Three-dimensional reconstruction was performed using Leica Application Suite X (LAS X), and images were processed in ImageJ or Adobe Photoshop for publication.

### Immunofluorescence assay

Collagen-coated slides were prepared by incubation with collagen solution (#SLCL8775, 0.05 mg/ml; Sigma, St. Louis, MO, USA) before sample collection. Fresh mouse whole blood was directly applied to the coated slides and immediately spread to generate blood smears. After air drying, the smears were fixed in 4% PFA for 10 min. The prepared 12-μm mouse ear sections or blood smears were blocked with 10% normal donkey serum for 2 h at RT. The samples were incubated overnight at 4 °C with primary antibodies (rabbit anti-PGP9.5, 1:500, Abcam, ab108986; mouse anti-CD41, 1:300, BD Pharmingen, #553847; rat anti-F4/80, 1:100, Santa Cruz, sc-52664; rabbit anti-HTR2B, 1:300, Sigma, #58512). The following day, the sections were washed with PBS and incubated for 2 h at RT with species-appropriate Alexa Fluor-conjugated secondary antibodies (Thermo Fisher Scientific). After additional washes, nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (1 μg/ml) for 5 min.

### Ex vivo skin–nerve preparations

Ex vivo skin–nerve recordings were performed on mouse skin samples as previously described [43–45]. A segment of skin was dissected and cleared of underlying tissue. The corresponding nerve bundle was isolated into an adjacent oil-filled chamber and mounted on a gold recording electrode. Spontaneous C-fiber activity was recorded for 30 min. Mechanically evoked C-fiber firings were measured through a dual-mode lever system (Aurora Scientific Inc.) delivering ascending forces (1 to 150 mN). Neuronal responses were captured and analyzed using *Spike2* software (Cambridge Electronic Design).

### Enzyme-linked immunosorbent assay

5-HT (serotonin) concentrations were detected using a competitive ELISA kit (Enzyme-linked Biotechnology, Shanghai, China). A 40-mg skin sample was lysed in 300 μl of ice-cold radioimmunoprecipitation assay (RIPA) buffer and homogenized at 4 °C (65 Hz, 3 min). After centrifugation, 50 μl of supernatant was added to a 96-well microplate and incubated with 50 μl of primary antibodies at 37 °C for 30 min. After washing, the samples were incubated with secondary antibodies at 37 °C for 30 min. Finally, the absorbance was determined using a microplate spectrophotometer at 450 nm, and the sample concentration was calculated using a standard curve.

### Flow cytometry analysis and cell sorting

Mouse peripheral blood was collected into sodium citrate-containing tubes and processed immediately to minimize ex vivo platelet activation. For flow cytometric staining, whole blood samples were incubated with fluorophore-conjugated antibodies against peridinin–chlorophyll–protein complex–cyanine 5.5 (PerCP-Cy5.5) anti-mouse CD41 (BD Pharmingen, #757754), phycoerythrin–cyanine 7 (PE-Cy7) anti-mouse CD61 (BD Pharmingen, #755845), and BV605 anti-mouse CD62P (BD Pharmingen, #740358) at a dilution of 1:100 for 20 to 30 min at RT in the dark. After staining, samples were diluted in staining buffer and subjected to flow cytometric analysis.

### Fluorescence-activated cell sorting of CX3CR1-positive skin macrophages

To induce robust Cre activity in the *CX3CR1^CreER^* mouse lines, tamoxifen (100 mg/kg, Sigma, St. Louis, MO, USA) was administered via intraperitoneal injection for 5 consecutive days. Tamoxifen was dissolved in corn oil and freshly prepared daily. All in vivo and in vitro experiments were performed between 7 and 15 d after the final tamoxifen injection. For the preparation of single-cell suspensions from homeostatic back skin, subcutaneous fat was removed with a scalpel. Skin samples were placed dermis-side down on Whatman filter paper and incubated in 0.25% trypsin (Gibco) containing 0.1 mg/ml DNase II (Sigma-Aldrich) at 37 °C for 45 min with gentle shaking to separate the epidermis from the dermis. The epidermis was further digested in 0.25% trypsin for 15 min, whereas the dermis was incubated in RPMI 1640 containing 250 μg/ml Liberase TL (Roche) for 60 to 90 min at 37 °C with gentle shaking. The digested tissues were filtered through a 40-μm cell strainer to remove debris, and the resulting cells were washed and resuspended in fluorescence-activated cell sorting (FACS) buffer. CX3CR1^+^ skin macrophages labeled with red fluorescence were sorted by flow cytometry according to the endogenous fluorescent signal. Sorted cells were collected for downstream RNA isolation and quantitative real-time PCR (qRT-PCR) analysis.

### Quantitative real-time PCR

Total RNA was isolated from sorted Cx3cr1^+^ macrophages using TRIzol Reagent (Invitrogen) according to the manufacturer’s instructions. RNA quantity and quality were determined using a NanoDrop spectrophotometer (Thermo Fisher Scientific). To facilitate RNA precipitation, 12 μl of linear acrylamide was added to each sample. cDNA was synthesized using the Maxima H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) following the manufacturer’s protocol. Quantitative PCR was performed using Power SYBR Green PCR Master Mix (Bio-Rad). Relative gene expression was calculated by the 2^−ΔΔCt^ method using Gapdh as the internal reference and was normalized to the control group. Primer sequences are listed in Table S1.

### Quantification and statistical analyses

Statistical analyses were performed using GraphPad Prism (GraphPad Software 9.1, San Diego, CA). All quantitative data are expressed as the mean ± standard deviation (SD). Normal distribution was first tested using the Kolmogorov–Smirnov test or Shapiro–Wilk test before further analysis. All data are derived from biological replicates (individual animals or independent cell preparations), and sample sizes (*n*) indicate the number of biological replicates unless otherwise stated. Comparisons between 2 independent groups were performed using an unpaired Student’s *t* test for normally distributed data with equal variances, and the corresponding test statistics were reported in the figure legends as *t_df_* and *P* values. The Mann–Whitney *U* test was used for non-normally distributed data. For experiments involving 3 or more experimental groups, 1-way or 2-way analysis of variance (ANOVA) followed by Šídák’s multiple comparisons test was applied. For 2-way ANOVA, main effects and interaction effects between the 2 factors were assessed, and interaction terms were reported as *F_DFn,DFd_* with corresponding *P* values. Two-tailed correlation analyses were used to assess associations between 2 variables. A priori significance was accepted at *P* < 0.05. Asterisks in the figures denote *P < 0.05, *^*P* < 0.01, and ***P < 0.001; NS indicates no statistically significant difference.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. Our RNA-sequencing data were available in GEO database (ID: GSE314731). Our scRNA-sequencing data have been deposited in the NCBI Sequence Read Archive (SRA), with accession code PRJNA1456602.

# Supplementary material for: Platelets Orchestrate a Neuroimmune Axis Driving Cutaneous Inflammation and Itch
**Source:** Research (Wash D C). 2026 May 28;9:1294. doi: 10.34133/research.1294
**Supplement:** Supplementary 1 — Figs. S1 to S26 Table S1

Supplementary Materials for

**Platelets Orchestrate a Neuroimmune Axis Driving Cutaneous Inflammation and Itch**

Ximin Hu *et al.*

**This PDF file includes:** Figs. S1 to S26 and Table S1

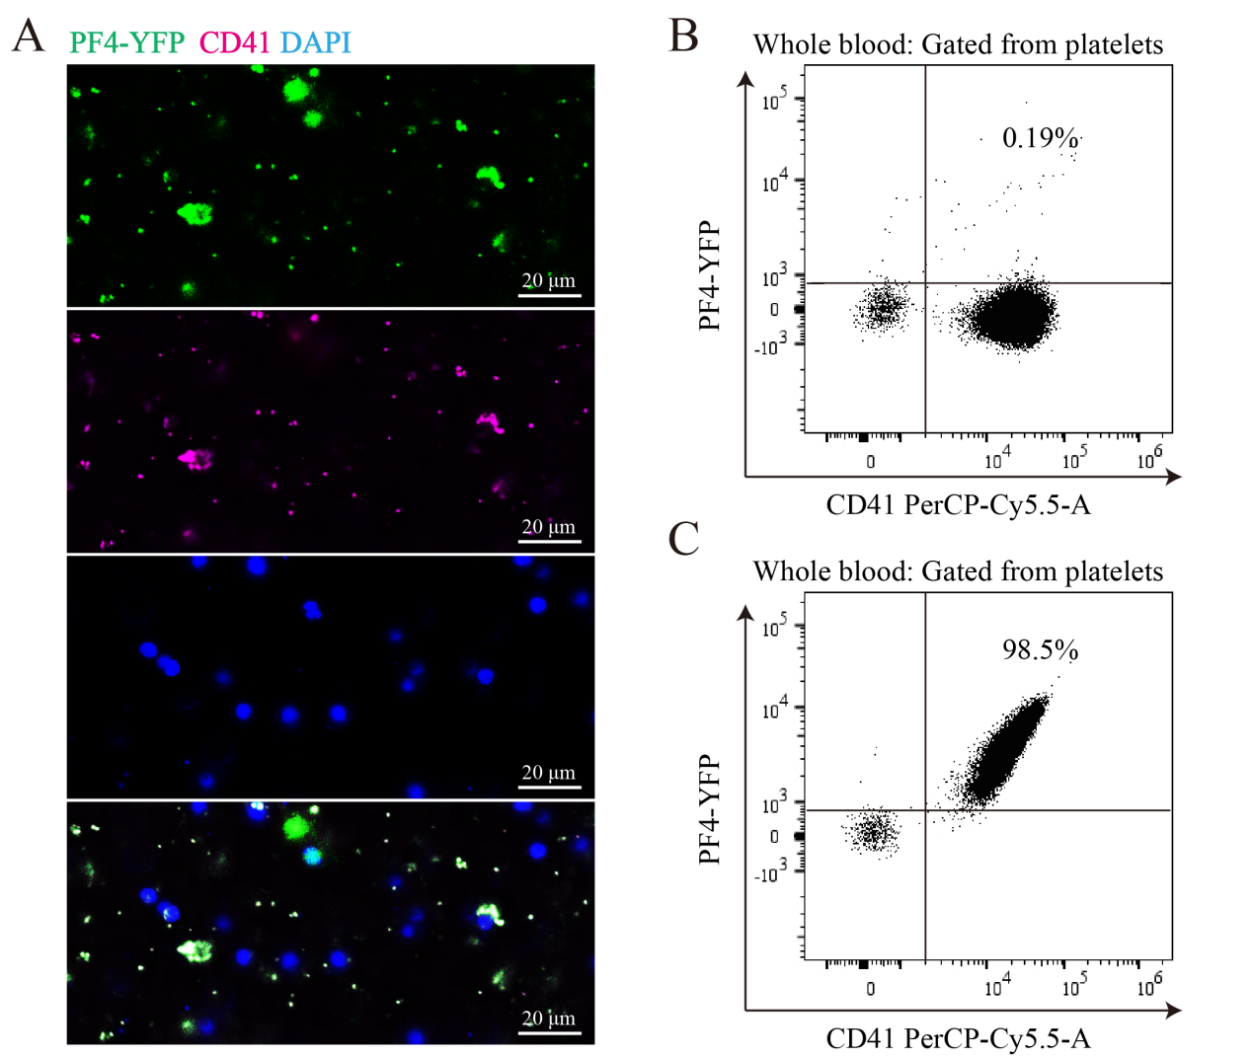

**Fig. S1. Validation of platelet-specific YFP labeling in *PF4^Cre^; Ai32* mice.** (A) Immunofluorescence staining was performed on whole blood from PF4-YFP mice. CD41 was used as a platelet marker, and YFP represented PF4-driven reporter expression. Nuclei were counterstained with DAPI. n = 3-5 sections from 3 mice. Scale bar, 20 μm. (B) In Cre-negative littermate controls, CD41^+^ platelets showed minimal YFP fluorescence. (C) In *PF4^Cre^; Ai32* mice, the majority of CD41^+^ events were YFP^+^, indicating efficient reporter activation in the platelet lineage.

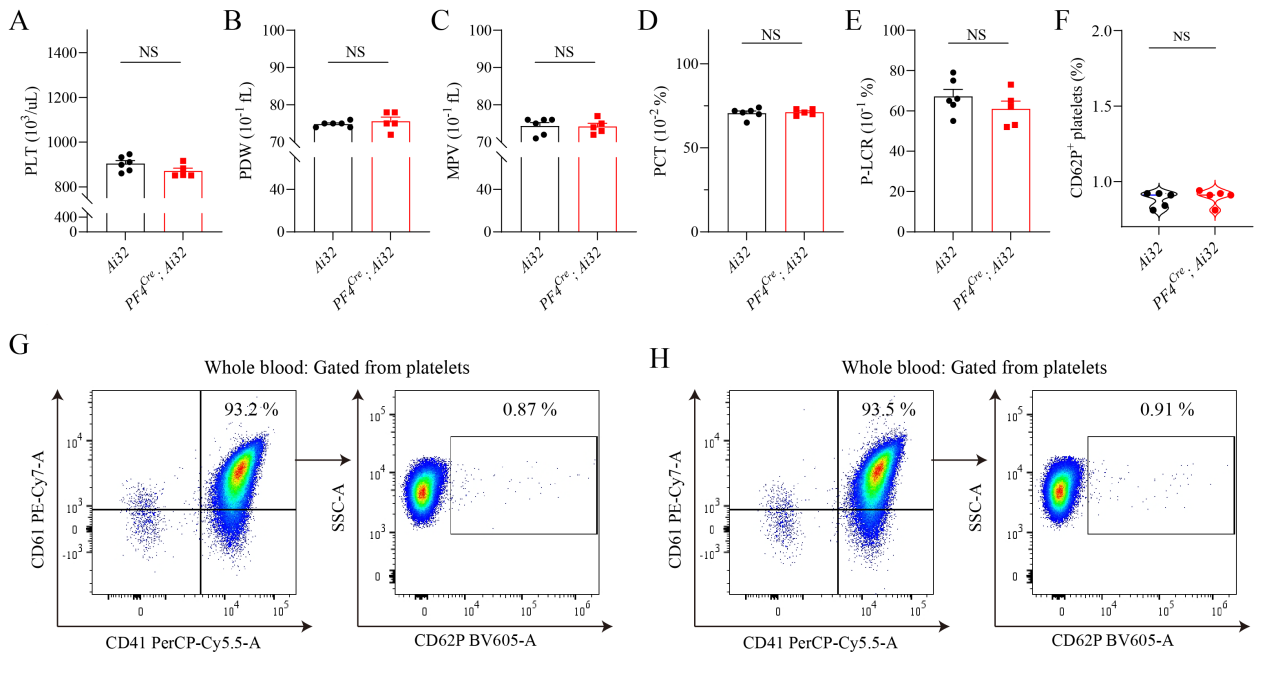

**Fig. S2**. **Hematological and flow cytometric characterization of platelets in *Ai32* and *PF4^Cre^; Ai32* mice under physiological conditions.** (A-E) Changes in platelet parameters (PLT, PCT, MPV, PDW, and P-LCR) in whole blood in *Ai32* and *PF4^Cre^; Ai32* mice under physiological conditions. n = 6 *Ai32* mice and n = 5 *PF4^Cre^; Ai32* mice (two-tailed unpaired Student’s *t* test). (F) Quantification of CD62P expression on CD41^+^/CD61^+^ platelets in *Ai32* and *PF4^Cre^; Ai32* mice under physiological conditions. n = 5 mice per group (two-tailed unpaired Student’s *t* test). (G) Representative expression patterns of CD62P on CD41^+^/CD61^+^ platelets in *Ai32* mice under physiological conditions. (H) Representative patterns of expression of CD62P on CD41^+^/CD61^+^ platelets in *PF4^Cre^; Ai32* mice under physiological conditions. NS, not significant. Results in (A-E) are represented single animals and shown as mean ± SD from one representative of two independent experiments with consistent results. Individual data points in (F) represent single animals from two independent experiments.

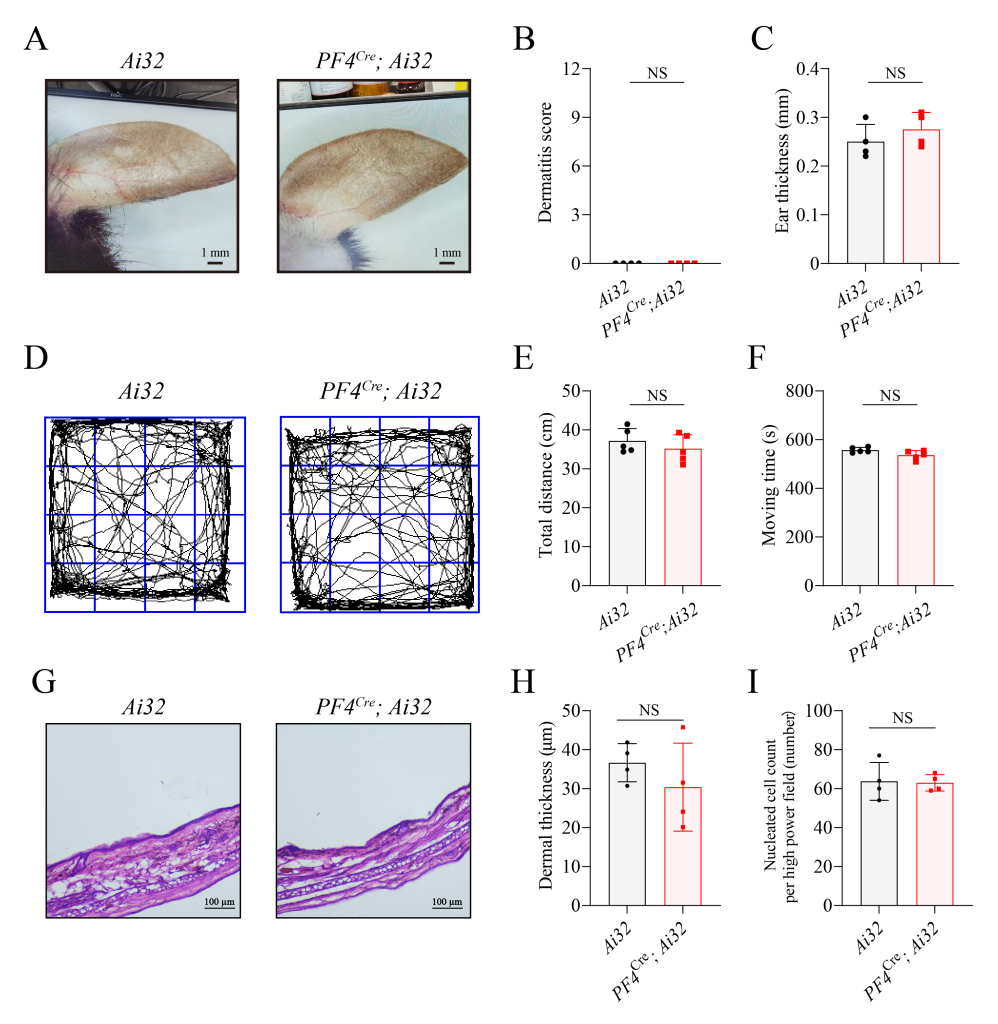

**Fig. S3**. ***PF4^Cre^; Ai32* mice exhibit normal baseline skin morphology or spontaneous behavior.** (A) Representative clinical images of ears from *Ai32* control littermates and *PF4^Cre^; Ai32* mice under basal conditions. Scale bar, 1 mm. (B-C) Quantification of skin dermatitis scores (B) and ear thickness (C). n = 4 mice per group (two-tailed unpaired Student’s *t* test). (D) Representative open-field test results from *Ai32* control littermates and *PF4^Cre^; Ai32* mice under basal conditions. (E-F) Quantification of total distance (E) and moving time (F). n = 5 mice per group (two-tailed unpaired Student’s *t* test). (G) Representative H&E-stained skin sections from *Ai32* control littermates and *PF4^Cre^; Ai32* mice under basal conditions. n = 3-5 sections from 3 mice. (H-I) Quantification of epidermal thickness (H) and dermal immune cell infiltration (I). n = 4 mice per group (two-tailed unpaired Student’s *t* test). NS, not significant. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from one representative of two independent experiments with consistent results.

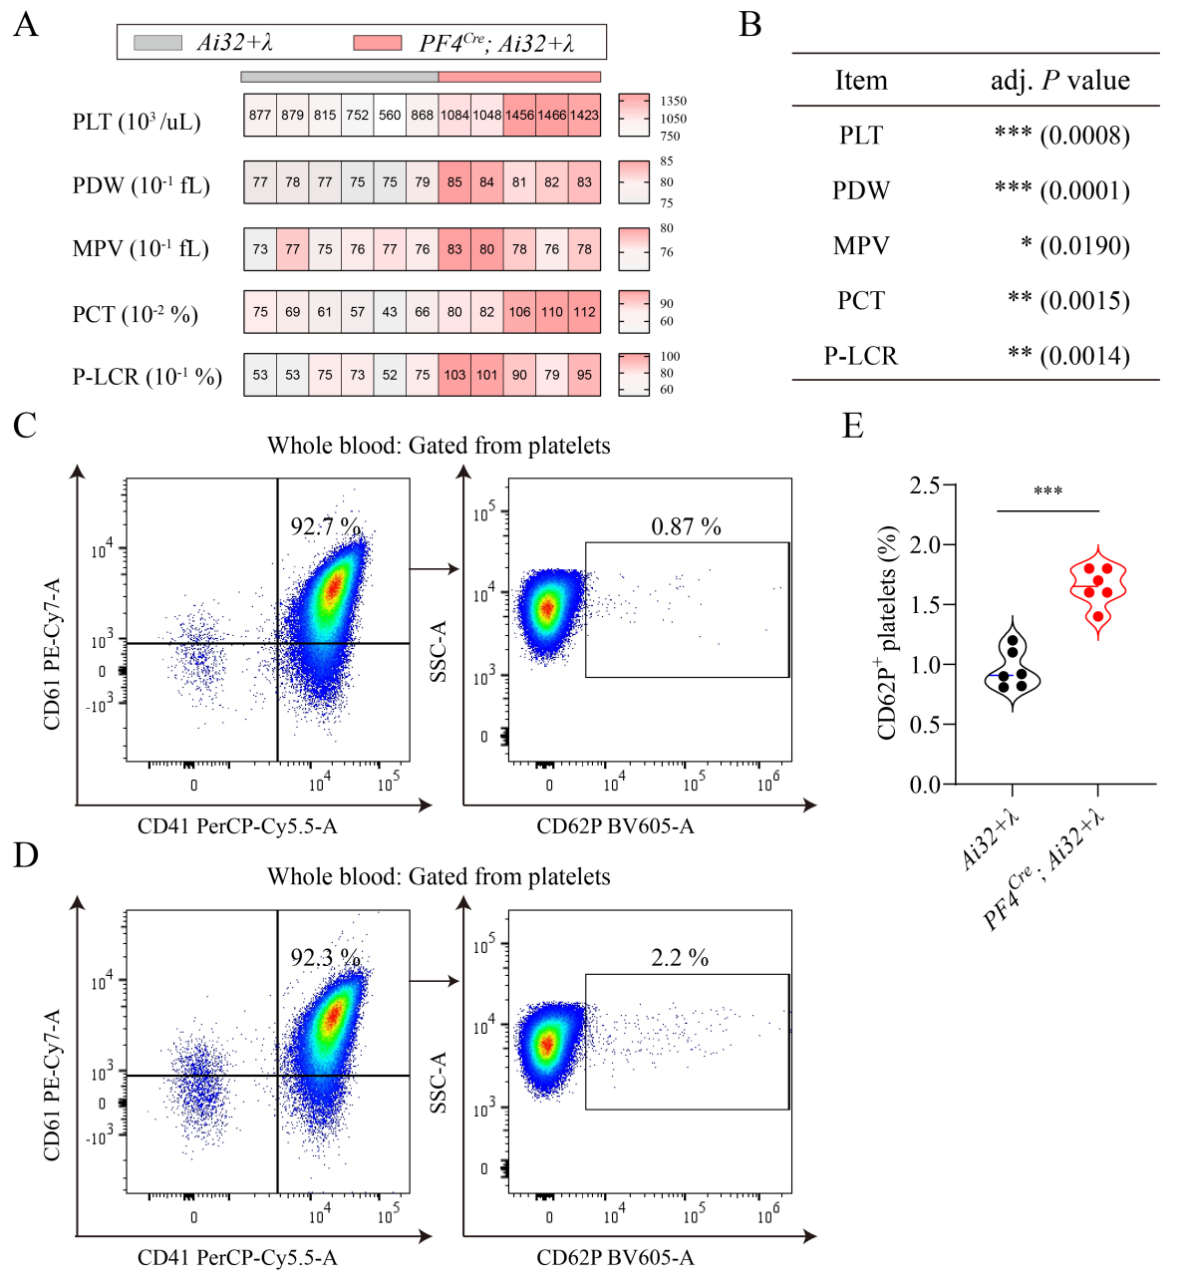

**Fig. S4**. **Optogenetic photostimulation enables controlled activation of platelets in *PF4^Cre^; Ai32* mice**. (A-B) Changes in platelet parameters (PLT, PCT, MPV, PDW, and P-LCR) in whole blood after photostimulation (+λ), as determined by routine blood tests, which were quantified in (B). n = 6 control littermates and n = 5 photostimulated *PF4^Cre^; Ai32* mice. For PLT, *t_9_* = 4.954, *P* = 0.0008 (two-tailed unpaired Student’s *t* test). For PDW, *t_9_* = 6.394 (two-tailed unpaired Student’s *t* test), *P* = 0.0001. For MPV, *t_9_* = 2.853, *P* = 0.0190 (two-tailed unpaired Student’s *t* test). For PCT, *t_9_* = 4.473, *P* = 0.0015 (two-tailed unpaired Student’s *t* test). For P-LCR, *P* = 0.0014 (two-tailed Mann-Whitney test). (C) Representative expression patterns of CD62P on CD41^+^/CD61^+^ platelets in photostimulated *Ai32* mice. (D) Representative expression patterns of CD62P on CD41^+^/CD61^+^ platelets in photostimulated *PF4^Cre^; Ai32* mice. (E) Quantification of CD62P expression on CD41^+^/CD61^+^ platelets in photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. n = 6 mice per group. *t_10_* = 7.741, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). **P* < 0.05, ***P* < 0.01, ****P* < 0.001. Results in (A) and (B) are represented single animals and shown as mean ± SD from one representative of three independent experiments with consistent results. Individual data points in (E) represent single animals from two independent experiments.

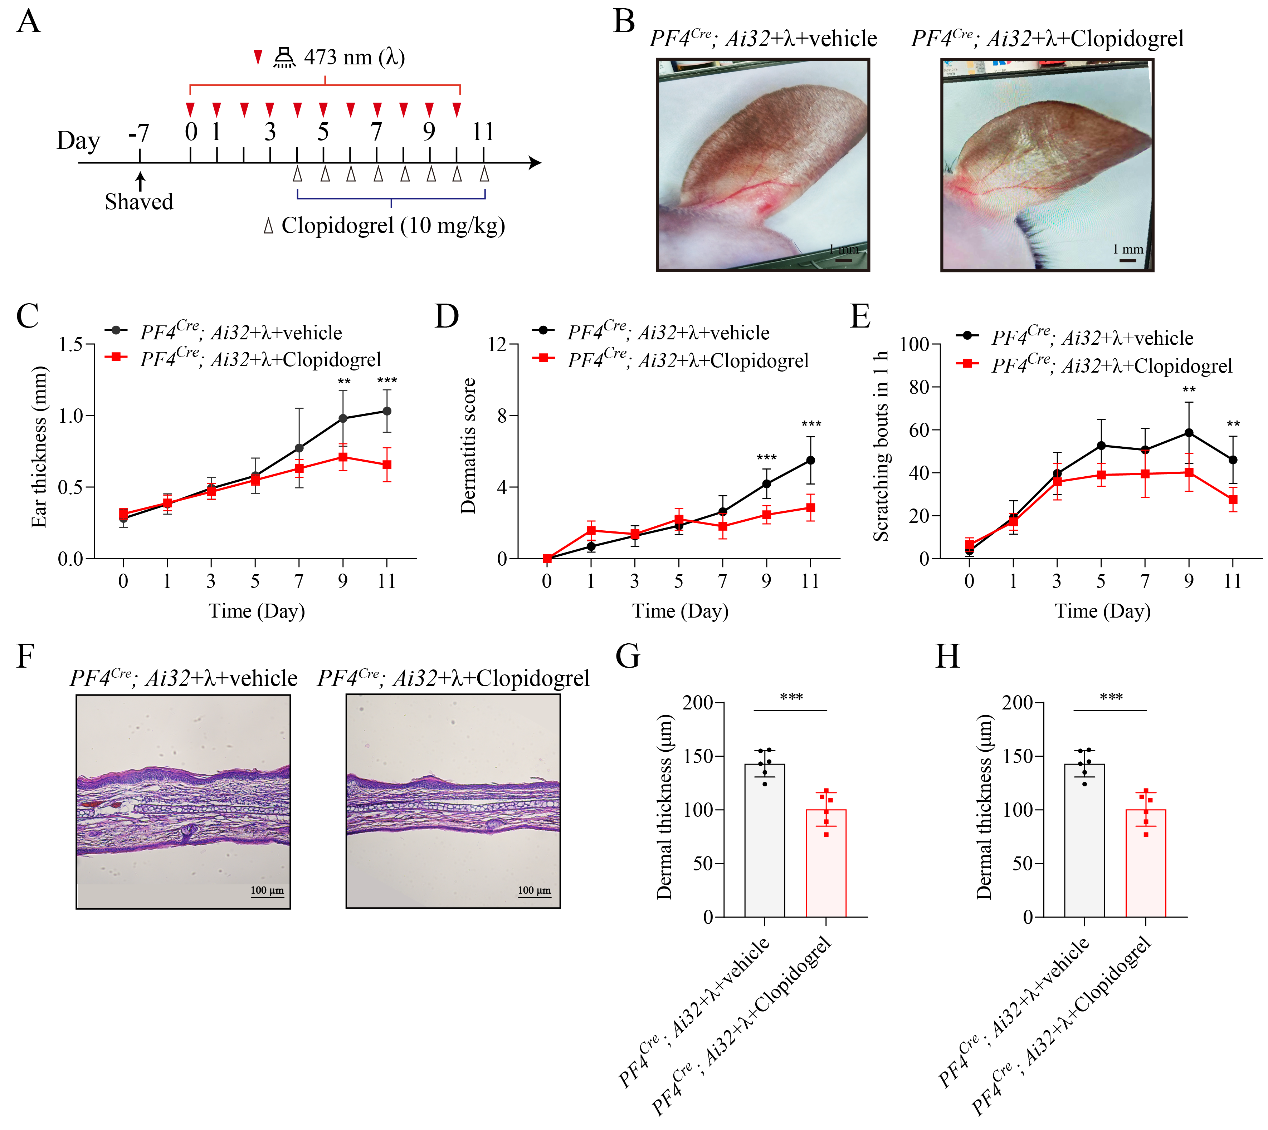

**Fig. S5. Clopidogrel suppressed photostimulation induced cutaneous inflammation and pruritus.** (A) Schematic of the clopidogrel treatment in photostimulated *PF4^Cre^; Ai32* mice. (B) Representative images of ears. Scale bar, 1 mm. (C-D) Ear thickness (C) and inflammation score (D) measured at the indicated time points. n = 6 mice per group. For (C), *F_6,70_* = 4.999, *P* = 0.0003. day 9: *P* = 0.0016, day 11: *P* < 0.0001. For (D), *F_6,70_* = 12.06, *P* < 0.0001. day 9: *P* = 0.0003, day 11: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). (E) Quantification of spontaneous scratching bouts. n = 6 mice per group. *F_6,70_* = 2.700, *P* = 0.0204. day 9: *P* = 0.0038, day 11: *P* = 0.0038 (two-way ANOVA followed by Šídák’s multiple comparisons test). (F) Representative H&E histopathology images of ears. n = 3-5 sections from 3 mice. Scale bar, 100 μm. (G-H) Quantification of dermal thickness (G) and dermal immune cell infiltration (H). n = 6 mice per group. For (G), *t_10_* = 5.280, *P* = 0.0004. For (H), *t_10_* = 9.641, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). **P* < 0.05, ***P* < 0.01, ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from two independent experiments.

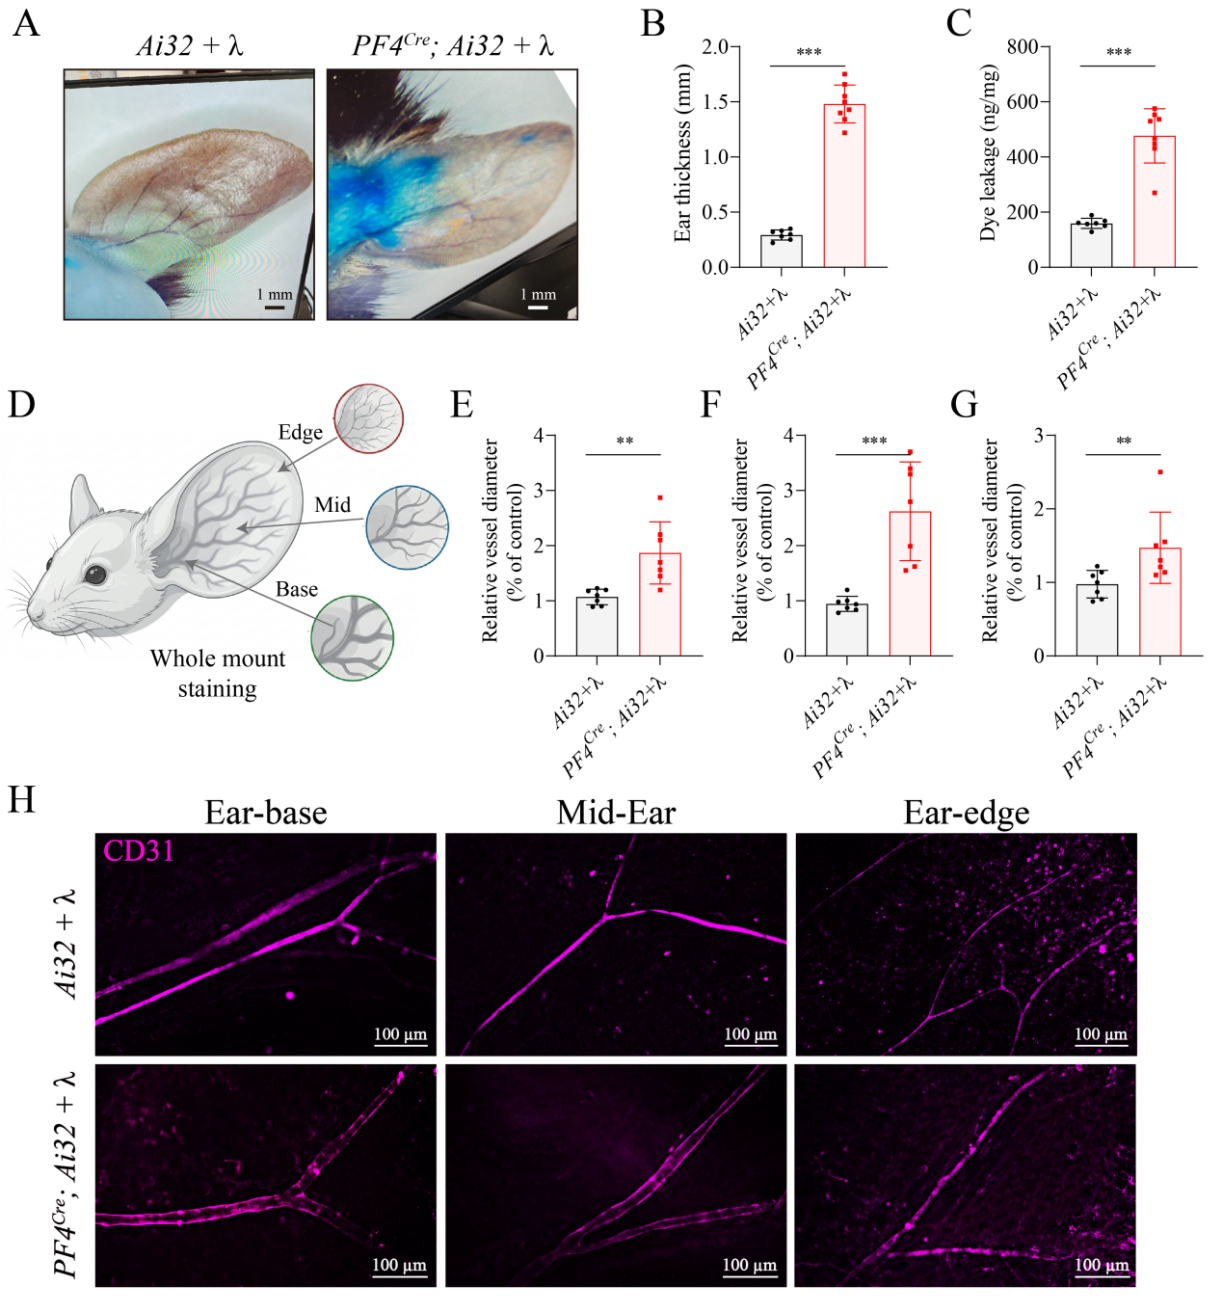

**Fig. S6. Validation of vascular leakage and vasodilation in the ears of the optogenetically photostimulated *PF4^Cre^; Ai32* mice.** (A) Representative photos of Evans blue staining in the ears of photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. (B) Quantification of ear thickness in photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. n = 7 control littermates and n = 8 photostimulated *PF4^Cre^; Ai32* mice. *t_13_* = 17.67, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). (B) Quantification of Evans blue leakage in photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. n = 7 in control littermates and n = 8 photostimulated *PF4^Cre^; Ai32* mice. *t_13_* = 8.362, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). (D) Illustration of the CD31 whole mount staining in mouse ear. (E-G) Quantification of the vascular diameter at the ear base (E), middle (F) and edge (G) based on CD31 whole mount staining. n = 7 mice per group. For (E), *t_12_* = 3.625, *P* = 0.0035 (two-tailed unpaired Student’s *t* test). For (F), *t_12_* = 4.902, *P* = 0.0004 (two-tailed unpaired Student’s *t* test). For (G), *P* = 0.0082 (two-tailed Mann-Whitney test). (H) Representative images of CD31^+^ vascular in the ear of photostimulated *Ai32* and *PF4^Cre^; Ai32* mice. Scale bar, 100 μm. ***P* < 0.01, ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from two independent experiments.

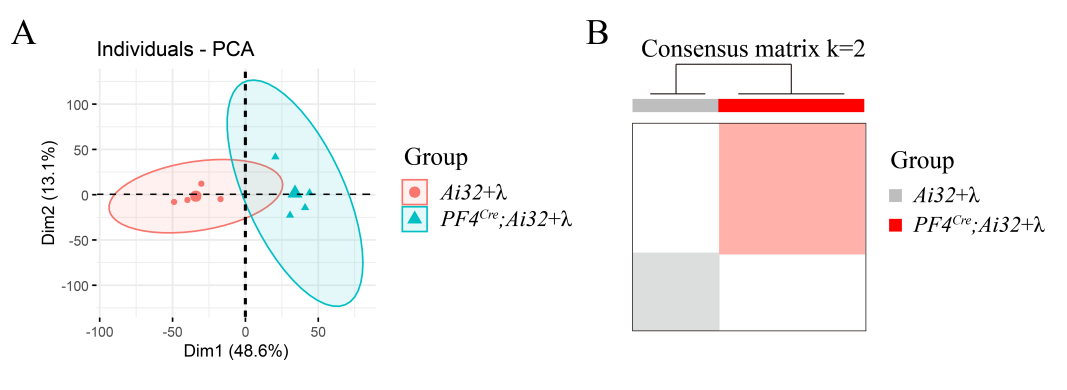

**Fig. S7**. **RNA sequencing analysis of ears from photostimulated *PF4^Cre^; Ai32* mice and the control littermates.** (A-B) PCA analysis (A) and unsupervised clustering analysis (B) of gene landscape between photostimulated *PF4^Cre^; Ai32* mice and control littermates. n = 4 photostimulated *PF4^Cre^; Ai32* mice, n = 4 control littermates.

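In a PCA of the 8 photostimulated ears, principal component 1 held 36.2% of the variance of log2(FPKM + 1) over the genes tested, and component 2 held 20.7%. The 4 PF4Cre; Ai32 libraries scored −33.6, −35.1, −10.6 and −13.8 on component 1, and the 4 Ai32 libraries 27.4, 41.7, 13.8 and 10.3 (exact permutation test of the group means, 2-sided p = 0.0286). On component 2 the groups overlapped (exact permutation p = 0.571). Ai32 replicates 1 and 2, which had the most salivary gland transcripts, lay farthest from the PF4Cre; Ai32 libraries on component 1. Without the genes that followed the salivary gland score, component 1 held 33.0% and the groups again differed on it (exact permutation p = 0.0286). The share on component 1 was 55.5% over genes with a mean of at least 5 FPKM.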

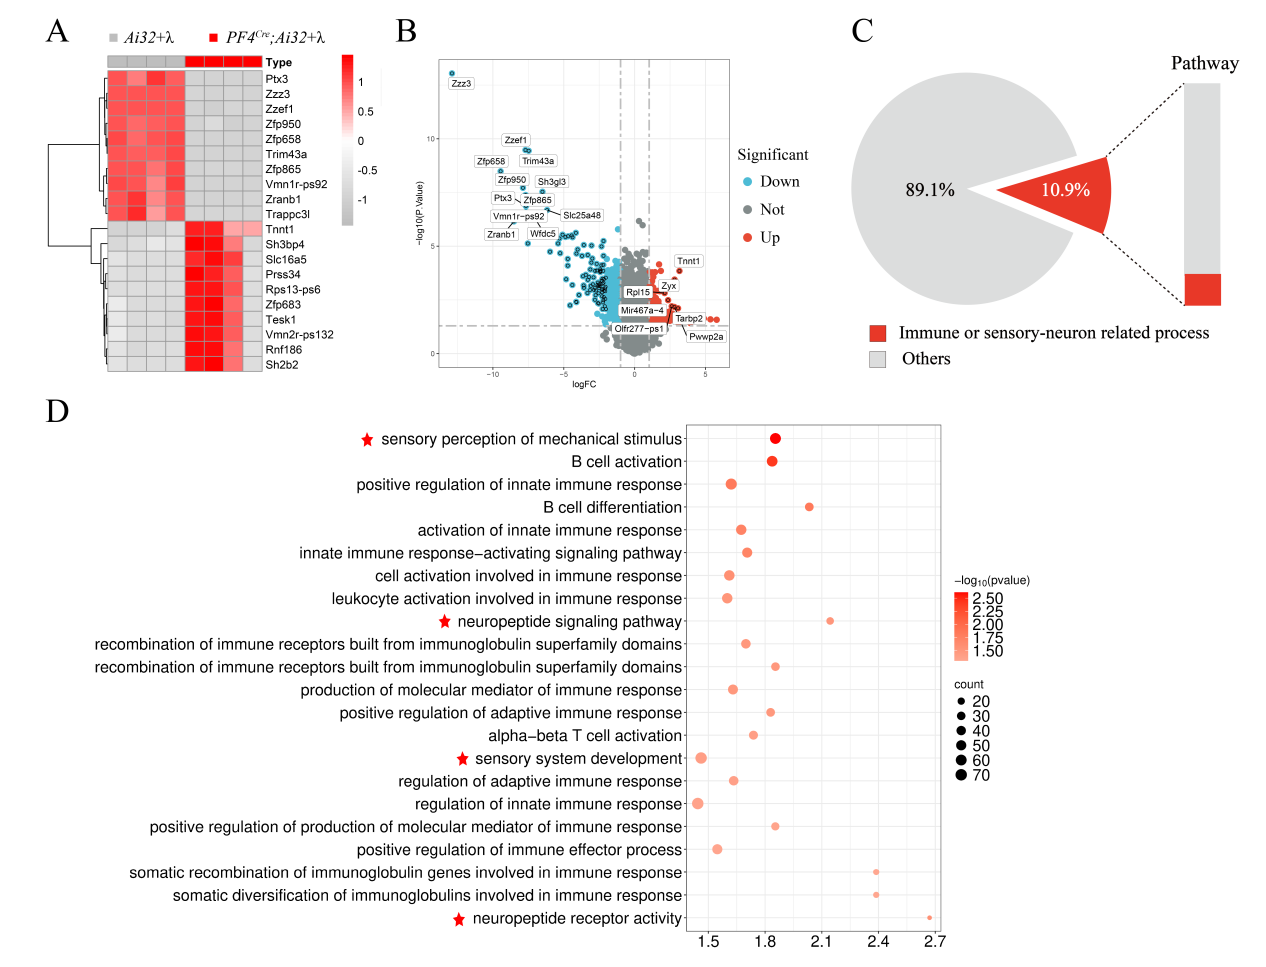

**Fig. S8**. **Immune- and sensory neuron–related pathways are enriched following photostimulation.** (A-B) Heatmap (A) and volcano plot (B) of differentially expressed genes (DEGs). DEGs are defined as adj. *P* < 0.05 and |log_2_FC| > 1. (C) Pie chart displaying the proportion of immune and sensory-neuron related signaling pathways in significantly enriched pathways in photostimulated *PF4^Cre^; Ai32* mice. (D) Bubble plot showed an overview of immune or sensory-neuron related processes based on gene ontology (GO) analysis. Red stars point the sensory-neuron related process. n = 4 photostimulated *PF4^Cre^; Ai32* mice, n = 4 control littermates.

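Cell proliferation genes, the list with the smallest camera p of the 32 at the preset correlation, stood higher in photostimulated PF4Cre; Ai32 skin, with a positive log2 fold change in all 33 measured members and a median of 0.96. None passed over all genes tested and 32 of them were higher adjusted over the list alone. Pcna, the DNA polymerase clamp, was at 37.4 ± 6.79 FPKM against 19.8 ± 2.83 FPKM (mean ± SD, 4 mice per group), a log2 fold change of 0.88 (SE 0.15), and Cdc20, an activator of the anaphase-promoting complex, had a log2 fold change of 0.98 (SE 0.36). Camera gave proliferation genes an adjusted p of 7.21e-24, and adjusted p = 0.415 with an estimated correlation. The score was 2.72 ± 0.42 in PF4Cre; Ai32 and 1.74 ± 0.30 in Ai32 libraries, without overlap (exact permutation test, 2-sided p = 0.0286). Hair keratins were higher by their means as well, and Krt71, a keratin of the inner root sheath of growing hair that was named after its values were seen, was at 305, 342, 120.1 and 0.215 FPKM in the PF4Cre; Ai32 libraries and at most 2.00 FPKM in the Ai32 libraries. Of single genes, 1 of 14370 passed an adjusted p of 0.05 with limma, Crabp1, a retinoic acid binding protein of the cytoplasm. It (identifier ENSMUSG00000032291) was at 10.8 ± 0.794 FPKM in PF4Cre; Ai32 and 2.79 ± 0.749 FPKM in Ai32 skin, a log2 fold change of 1.66 (SE 0.15) with adjusted p = 0.0227 from limma, and higher in each of the 4 PF4Cre; Ai32 libraries than in any Ai32 library. At an unadjusted p under 0.05 there were 2545 genes, 1442 higher and 1103 lower, of which 292 had a log2 fold change above 1 in size, 164 higher and 128 lower. Among the genes printed in Fig. S8, log2 fold changes were 0.036 (SE 0.091) for Zzz3, −0.29 (SE 0.17) for Zfp658, −0.15 (SE 0.12) for Zzef1, −0.35 (SE 0.19) for Zfp950, −0.61 (SE 0.42) for Tnnt1, 0.25 (SE 0.12) for Zyx and 0.27 (SE 0.13) for Rpl15, and none of these passed. Ptx3, a soluble pattern recognition protein, was at 5.42 ± 8.28 FPKM against 1.11 ± 0.560 FPKM, with 17.8 FPKM in PF4Cre; Ai32 replicate 4 alone. Trappc3l and Mir467a-4 are listed at 0 in all 8 libraries. The count of genes that passed was 795 with FPKM rescaled to TPM, 770 higher and 25 lower under a scaling that moves the median of all genes upward, and 26 with all 16 libraries in 1 fit. It was 0, 0, 12, 25, 1, 3, 0 and 47 without PF4Cre; Ai32 replicate 1, PF4Cre; Ai32 replicate 3, PF4Cre; Ai32 replicate 4, PF4Cre; Ai32 replicate 5, Ai32 replicate 1, Ai32 replicate 2, Ai32 replicate 4 and Ai32 replicate without a number, in that order. Without PF4Cre; Ai32 replicate 5 the smallest adjusted p from limma fell on the keratins Krt27, Krt25 and Krt71, all higher. Without Ai32 replicate without a number it fell on Scgb1b27, Dnase1, Car6 and the salivary amylase Amy1, all lower. Crabp1 had an adjusted p of 0.189, 0.119 and 0.0894 from limma without PF4Cre; Ai32 replicate 1, PF4Cre; Ai32 replicate 3 and Ai32 replicate 4, in that order, with log2 fold changes of 1.64, 1.67 and 1.71. Without the 3 Ai32 libraries with salivary gland transcripts, which leaves 1 Ai32 library, its log2 fold change was 1.71.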

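Genes of nerve fibres and Schwann cells stood lower as a list in photostimulated PF4Cre; Ai32 skin, with 11 of 16 measured members at a negative log2 fold change (median −0.49). Over all genes tested no member passed. Adjusted over the list alone 3 were lower, Sox10 at −1.85 (SE 0.48), Mal at −0.96 (SE 0.27) and Scn7a at −0.53 (SE 0.16), and 1 was higher, Egr2 at 0.95 (SE 0.20), all named after their values were seen. Sox10 and Egr2 encode transcription factors of the Schwann cell lineage, Mal a myelin protein and Scn7a a sodium channel. Since only Ai32 libraries of this comparison held abundant salivary gland transcripts, salivary tissue and genotype cannot be told apart for these single genes. Uchl1, which encodes the nerve fibre marker PGP9.5, was at 1.71 ± 0.975 FPKM against 1.27 ± 0.244 FPKM (mean ± SD, 4 mice per group). Nerve fibre and Schwann cell genes had a camera adjusted p of 0.0104, and adjusted p = 0.554 with an estimated correlation. Without the genes that followed the salivary gland score the list was again lower (camera adjusted p = 0.0203 at the preset correlation). PF4Cre; Ai32 replicate 4 stood apart from its group on the score of this list, at 3.23 against 2.64 to 2.68. Lists of other ear tissues had negative medians in the same comparison, namely cartilage (−1.65), skeletal muscle (−0.33) and adipocytes (−0.17). Interferon response genes stood lower as well, with 22 of 23 at a negative log2 fold change and none past the test over all genes or adjusted over the list alone. Their camera adjusted p was 0.0139, and adjusted p = 0.698 with an estimated correlation. The 8 serotonin receptor genes that the paper names each had a mean below 1 FPKM in both groups. Htr2b was at 0.544 ± 0.223 FPKM against 0.353 ± 0.159 FPKM (exact permutation test, 2-sided p = 0.229). Htr7 was at 0.446 ± 0.0860 FPKM against 0.264 ± 0.0816 FPKM, with all 4 PF4Cre; Ai32 libraries above all 4 Ai32 libraries (exact permutation test, 2-sided p = 0.0286, not adjusted over the 8 genes). The list of serotonin receptors and metabolism did not pass (camera adjusted p = 0.407). Within it Maoa, which degrades serotonin, was higher adjusted over the list alone, at 0.42 (SE 0.093), but not over all genes tested. Pf4, a chemokine of platelet granules, was at 43.7 ± 16.6 FPKM against 28.9 ± 9.88 FPKM, and which cells of the ear carried its RNA was not tested. The platelet and megakaryocyte list did not pass (camera adjusted p = 0.514), with Plek, pleckstrin of platelets and leukocytes, the 1 member higher adjusted over the list alone, named after its values were seen, and none over all genes tested. For the platelet-associated genes Clic1, Emilin1, Emilin2 and Hspb1 the camera adjusted p was 0.0986, and no member passed. The camera adjusted p of the interferon list was 0.717 and 0.0921 without Ai32 replicate 2 and PF4Cre; Ai32 replicate 3, in that order, with the direction turned upward in the first case, and 0.416 without the 3 Ai32 libraries with salivary gland transcripts, also upward. In the replicates whose number occurs in both groups, with the number as a block, it was 0.0154 for the interferon list, upward, and 0.160 for the nerve fibre and Schwann cell list.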

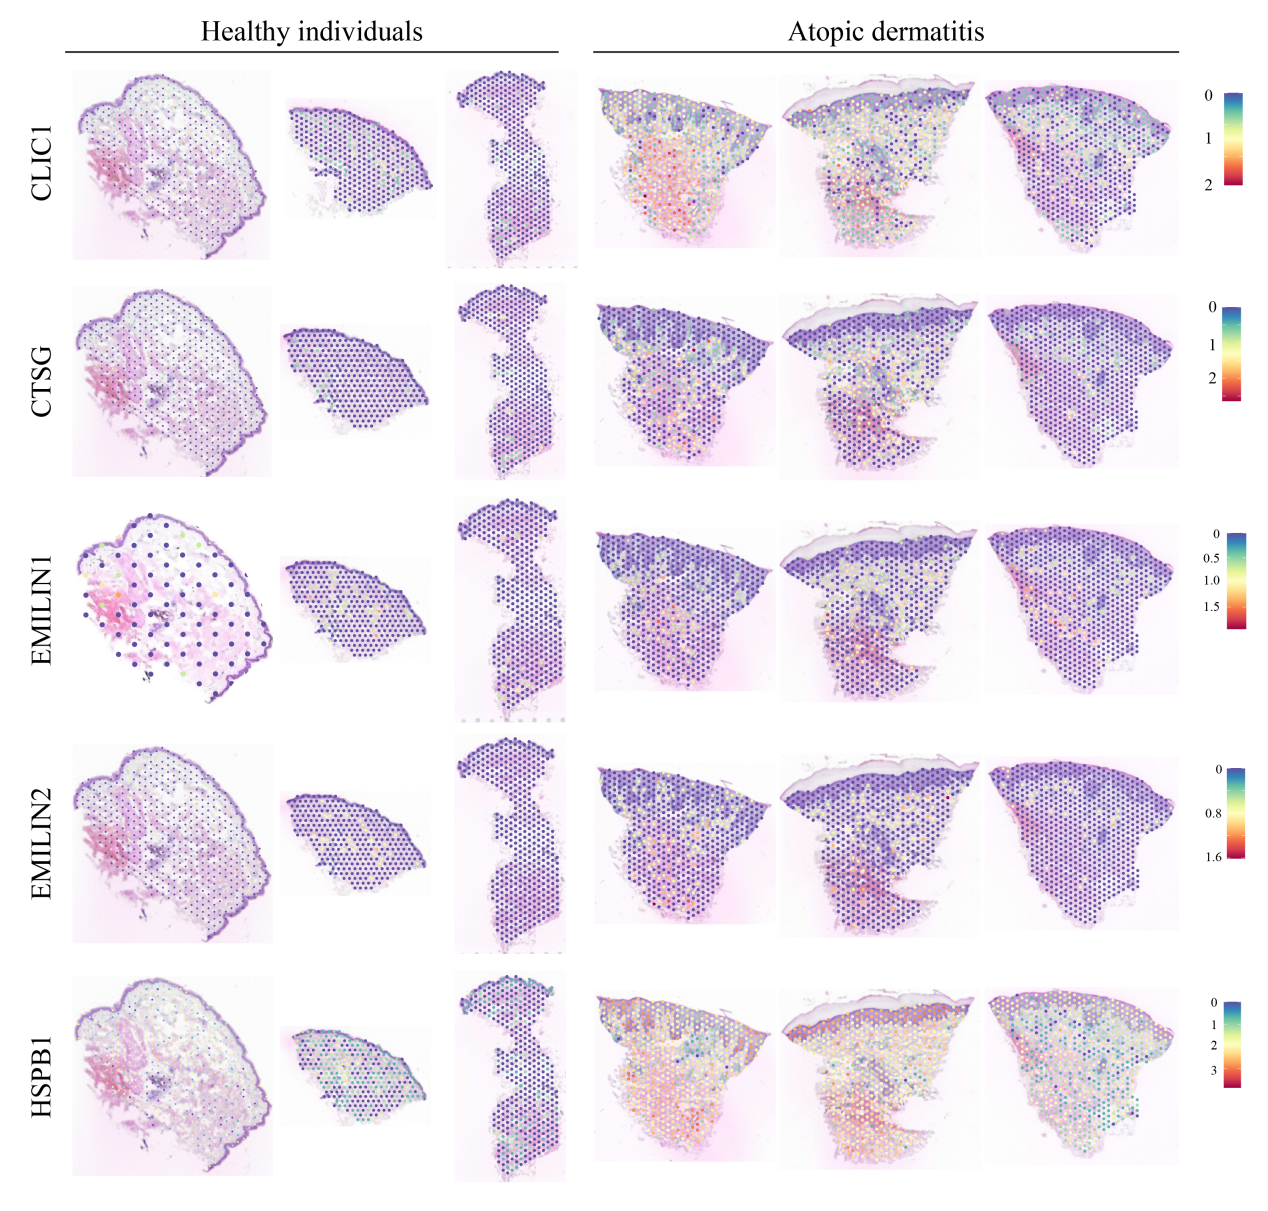

**Fig. S9**. **Platelet aggregation related genes were significantly increased in AD patients**. Representative images of H&E staining and spatial feature plots of platelet aggregation-related genes in skin tissue sections, including *CLIC1*, *CTSG*, *EMILIN1*, *EMILIN2* and *HSPB1.* Spatial transcriptomics data of AD patients were obtained from the GEO database under the accession ID GSE197023 (platform: GPL24676). n = 6 healthy individuals, n = 7 AD patients.

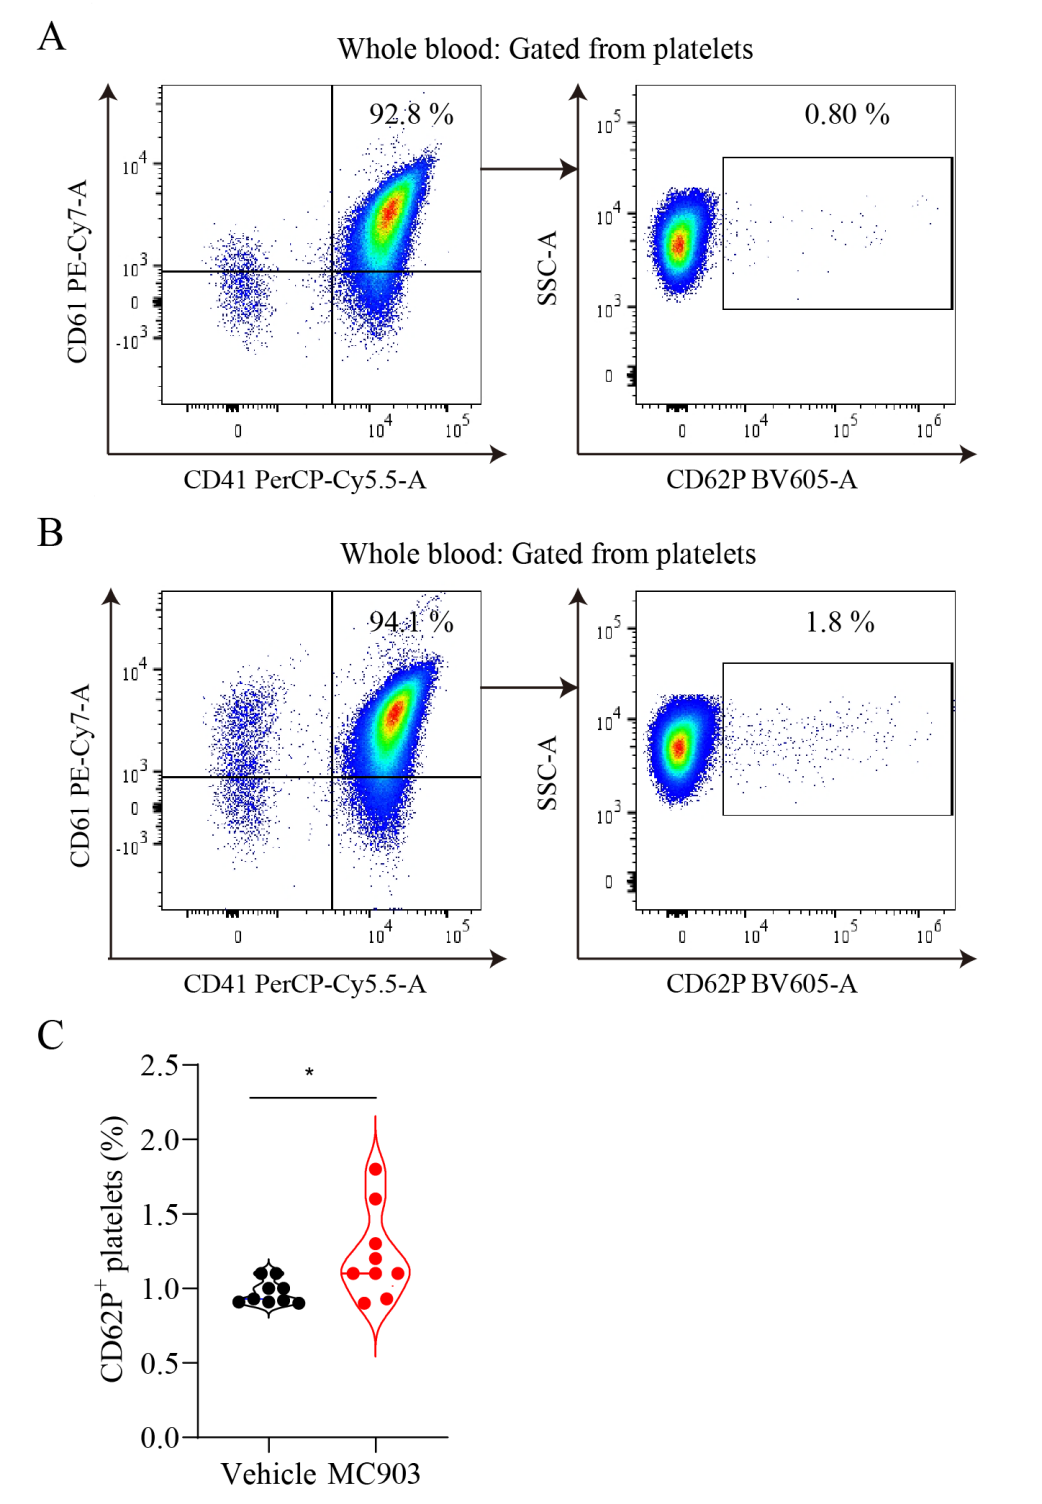

**Fig. S10**. CD62P on platelets is upregulated in MC903-induced AD mice. (A) Representative patterns of expression of CD62P on CD41^+^/CD61^+^ platelets in control mice. (B) Representative expression patterns of CD62P on CD41^+^/CD61^+^ platelets in MC903-induced AD mice. (C) Quantification of CD62P expression on CD41^+^/CD61^+^ platelets in MC903-induced AD mice. n = 9 mice per group. *P* = 0.0285 (two-tailed Mann-Whitney test). **P* < 0.05. Individual data points represent single animals from two independent experiments.

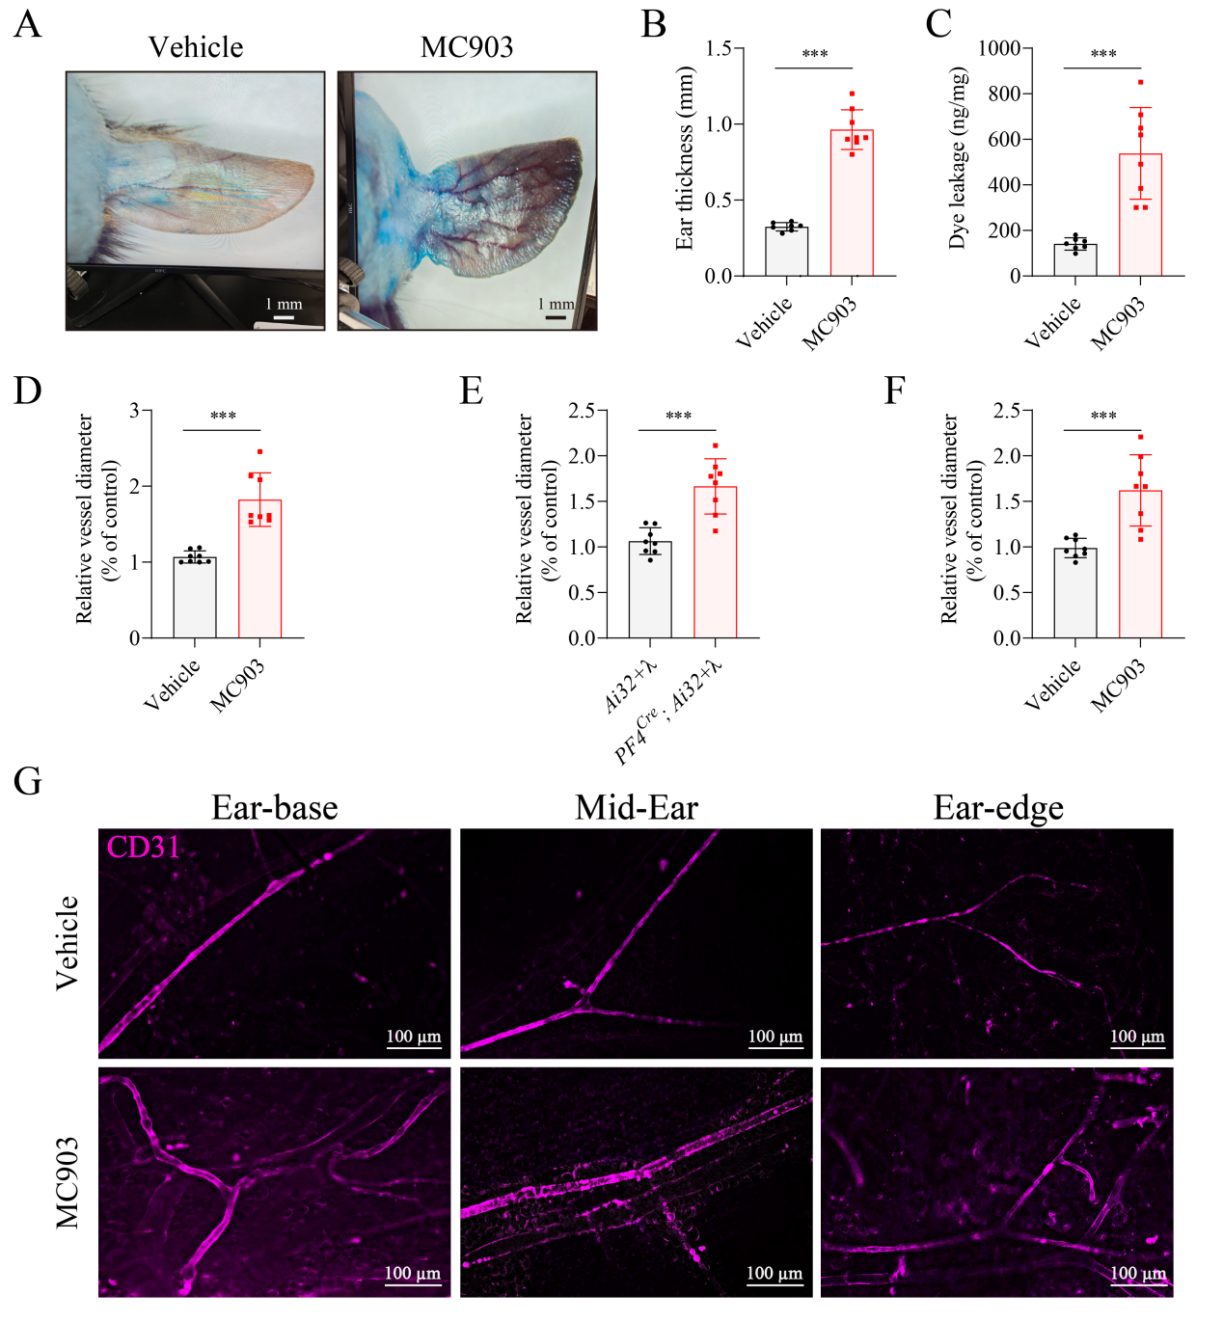

**Fig. S11. Validation of vascular leakage and vasodilation in the ears of MC903-induced AD mice.** (A) Representative photos of Evans blue staining in the ears of vehicle and MC903-treated mice. (B) Quantification of ear thickness in vehicle and MC903-treated mice. n = 7 control mice and n = 8 MC903-induced AD mice. *t_13_* = 12.61, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). (C) Quantification of Evans blue leakage in vehicle and MC903-treated mice. n = 7 control mice and n = 8 MC903-induced AD mice. *t_13_* = 5.154, *P* = 0.0002 (two-tailed unpaired Student’s *t* test). (D-F) Quantification of the vascular diameter at the ear base (D), middle (E) and edge (F) based on CD31 whole mount staining. n = 8 mice per group. For (D), *P* = 0.0002 (two-tailed Mann-Whitney test). For (E), *t_14_* = 5.052, *P* = 0.0002 (two-tailed unpaired Student’s *t* test). For (F), *t_14_* = 4.434, *P* = 0.0006 (two-tailed unpaired Student’s *t* test). (G) Representative images of CD31^+^ vascular in the ear of vehicle and MC903-treated mice. Scale bar, 100 μm. ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from two independent experiments.

**
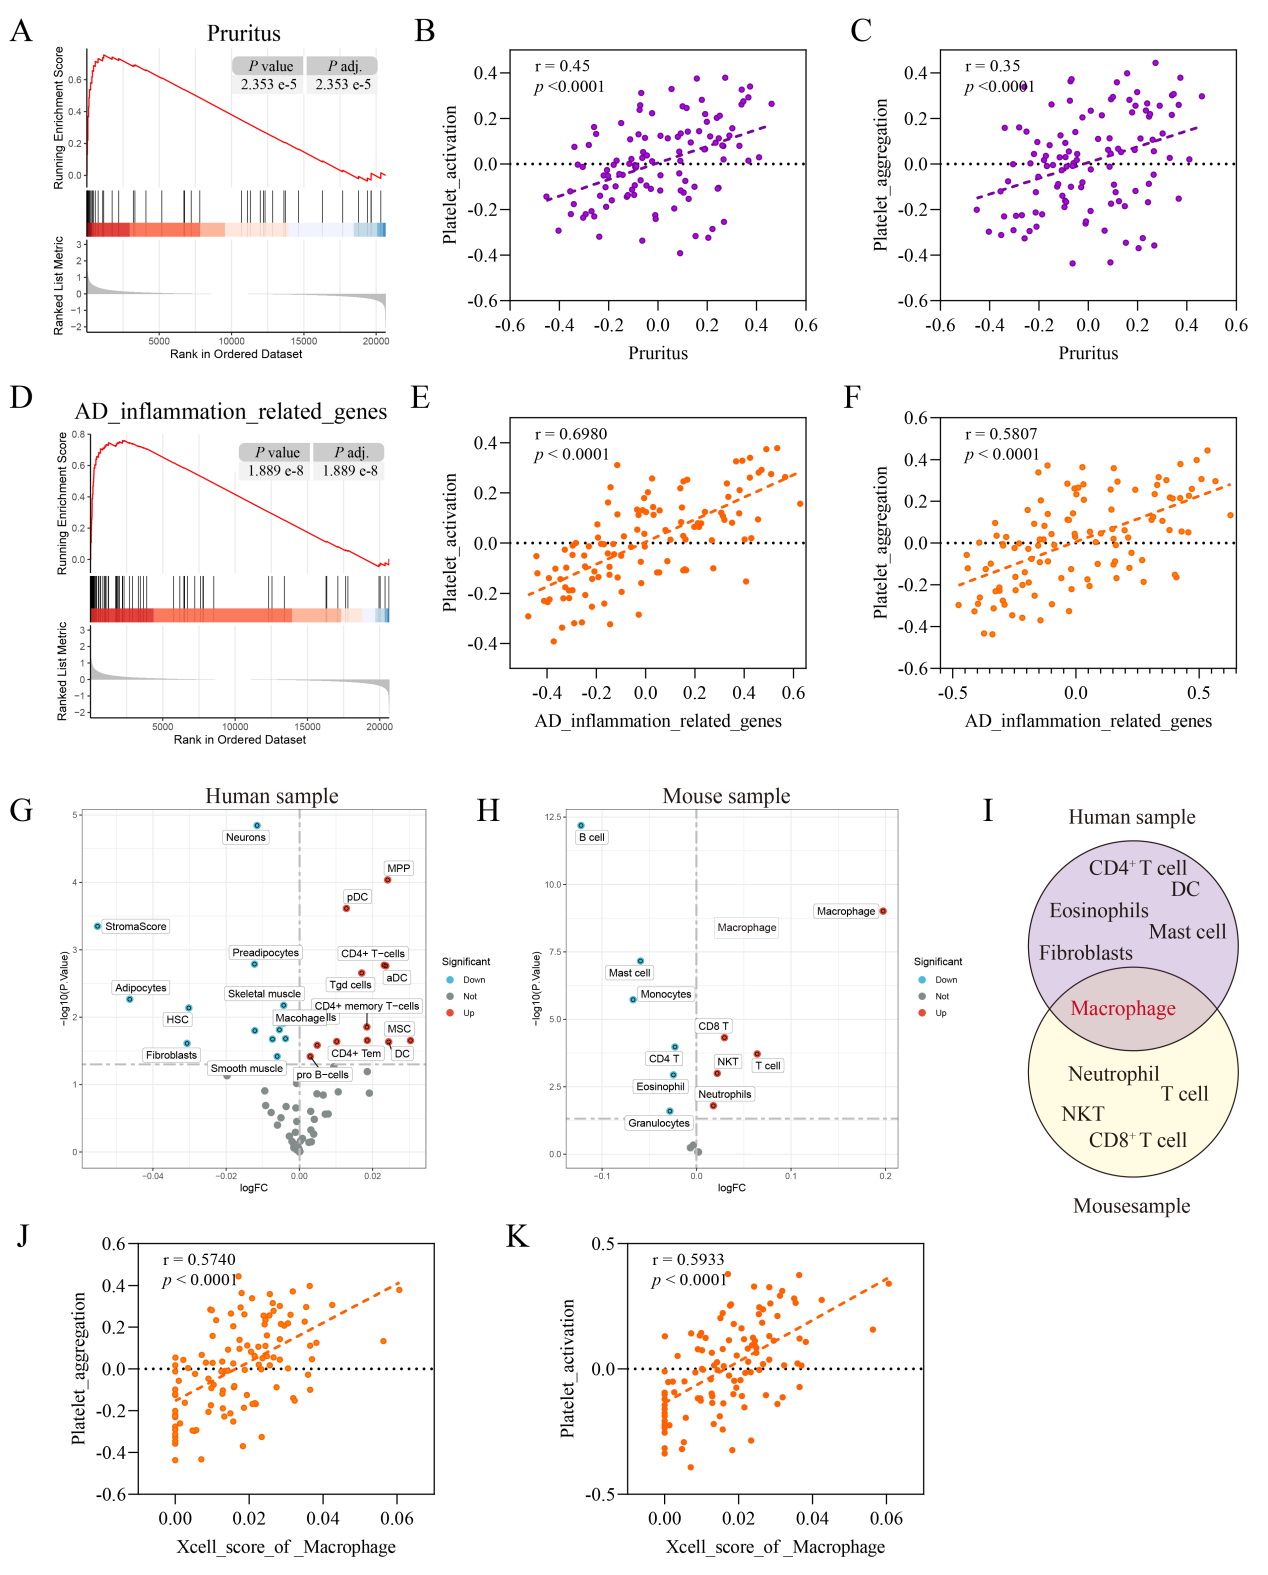
**

**Fig. S12**. **Platelet activation is positively associated with inflammation and itch severity in atopic dermatitis.** (A) GSEA analysis of the pruritus pathways in AD patients. *P* < 0.0001. (B) Correlation analysis of platelet activation and pruritus in AD patients. r = 0.4500, *P* < 0.0001 (two-tailed correlation test). (C) Correlation analysis of platelet aggregation and pruritus in AD patients. r = 0.3500, *P* < 0.0001 (two-tailed correlation test). (D) GSEA analysis of the inflammation-related pathways in AD patients. *P* < 0.0001. (E) Correlation analysis of platelet activation and inflammation-related pathways in AD patients. r = 0.6980, *P* < 0.0001 (two-tailed correlation test). (F) Correlation analysis of platelet aggregation and inflammation-related pathways in AD patients. r = 0.5807, *P* < 0.0001 (two-tailed correlation test). (G-H) Volcano plots showed highly infiltrated immune cells in AD patients (G) and MC903-induced AD mouse model (H). Differentially infiltrated immune cells are defined as adj. *P* < 0.05 and |log_2_FC| > 0. (I) Venn diagram of the highly infiltrated immune cells between AD patients and MC903-induced AD mouse model. (J) Correlation analysis of platelet activation and macrophage infiltration in AD patients. r = 0.5740, *P* < 0.0001 (two-tailed correlation test). (K) Correlation analysis of platelet aggregation and macrophage infiltration in AD patients. r = 0.5933, *P* < 0.0001 (two-tailed correlation test). The RNA-seq data of AD patients were obtained from the GEO database under the accession ID GSE99802 (platform: GPL570). n = 53 healthy individuals, n = 59 AD patients. RNA-seq data of AD mouse model was retrieved from GEO (ID: GSE246569, platform: GPL24247). n = 6 control littermates, n = 8 MC903-induced AD mouse model.

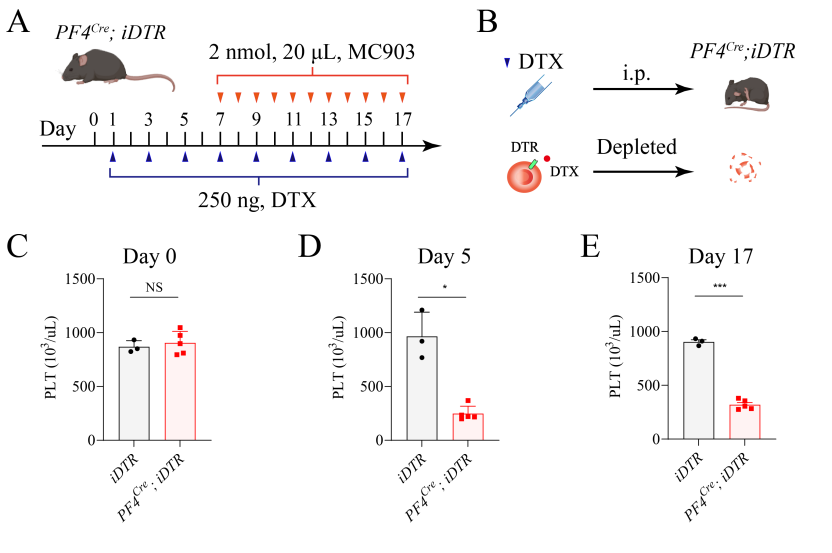

**Fig. S13**. **Selective platelet depletion in *PF4^Cre^; iDTR* mice following DTX administration.** (A) Schematic of pharmacological depletion of platelets using DTX following MC903-induced AD mouse modeling. (B) The mechanism of the pharmacological depletion of platelets through DTX administration. (C-E) Changes in platelet count in whole blood after DTX administration on day 0 (C), day 5 (D) and day 17 (E). For (D), *P* = 0.0357 (two-tailed Mann-Whitney test). For (E), *t_6_* = 19.20, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). n = 3 *iDTR* mice, n = 4 *PF4^Cre^; iDTR* mice. **P* < 0.05, ***P* < 0.01, NS, not significant. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from one representative of two independent experiments with consistent results.

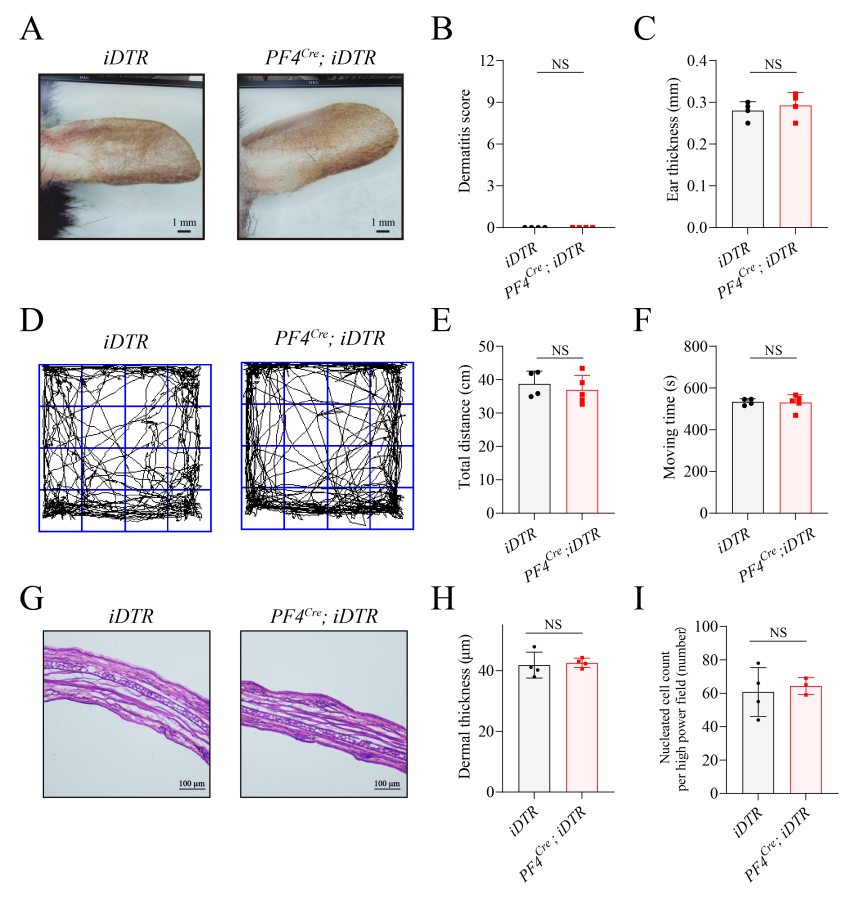

**Fig. S14.** **Depletion of platelets does not alter baseline skin morphology or spontaneous behavior.** (A) Representative clinical images of ears from DTX-treated *iDTR* control littermates and *PF4^Cre^; iDTR* mice under basal conditions. Scale bar, 1 mm. (B-C) Quantification of dermatitis scores (B) and ear thickness (C). n = 4 mice per group (two-tailed unpaired Student’s *t* test). (D) Representative open-field test results from DTX-treated *iDTR* control littermates and *PF4^Cre^; iDTR* mice under basal conditions. (E-F) Quantification of total distance (E) and moving time (F). n = 5 mice per group (two-tailed unpaired Student’s *t* test). (G) Representative H&E-stained skin sections from DTX-treated *iDTR* control littermates and *PF4^Cre^; iDTR* mice under basal conditions. n = 3-5 sections from 3 mice. (H-I) Quantification of epidermal thickness (H) and dermal immune cell infiltration (I). n = 4 mice per group (two-tailed unpaired Student’s *t* test). NS, not significant. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from one representative of two independent experiments with consistent results.

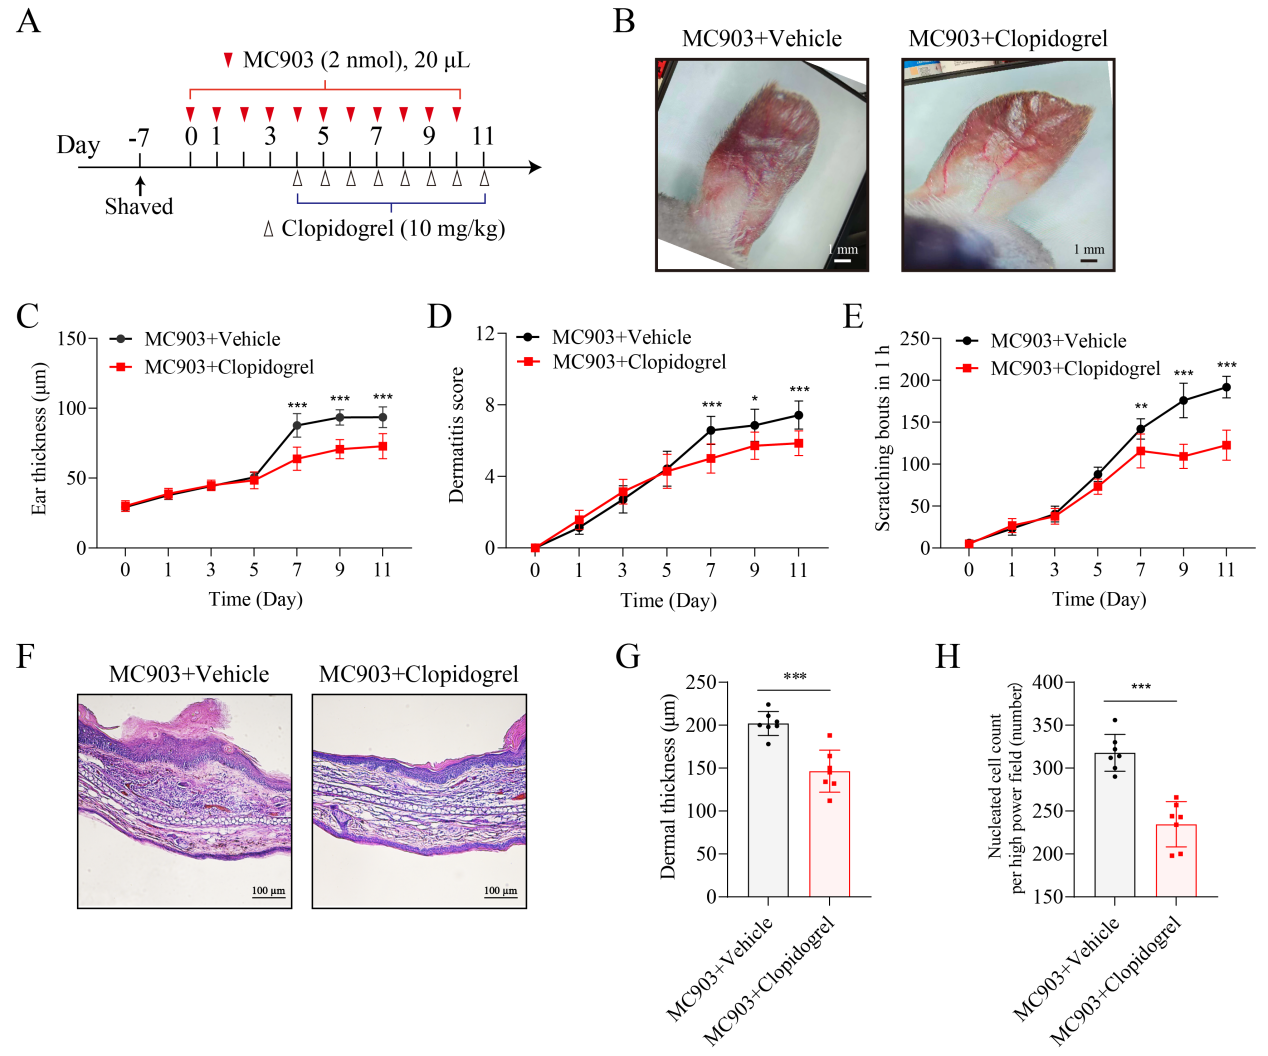

**Fig. S15. Clopidogrel suppressed MC903 induced cutaneous inflammation and pruritus.** (A) Schematic of the clopidogrel treatment for MC903 induced AD mouse model. (B) Representative images of ears. Scale bar, 1 mm. (C-D) Ear thickness (C) and inflammation score (D) measured at the indicated time points. n = 7 mice per group. For (C), *F_6,84_* = 15.26, *P* < 0.0001. day 9: *P* < 0.0001, day 11: *P* < 0.0001. For (D), *F_6,84_* = 5.537, *P* < 0.0001. day 7: *P* = 0.0006, day 9: *P* = 0.0244; day 11: *P* = 0.0006 (two-way ANOVA followed by Šídák’s multiple comparisons test). (E) Quantification of spontaneous scratching bouts. n = 6 mice per group. *F_6,84_* = 21.52, *P* < 0.0001. day 7: *P* = 0.0011, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). (F) Representative H&E histopathology images of ears. n = 3-5 sections from 3 mice. Scale bar, 100 μm. (G-H) Quantification of dermal thickness (G) and dermal immune cell infiltration (H). n = 7 mice per group. For (G), *t_12_* = 5.213, *P* = 0.0002. For (H), *t_12_* = 6.465, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). **P* < 0.05, ***P* < 0.01, ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from two independent experiments.

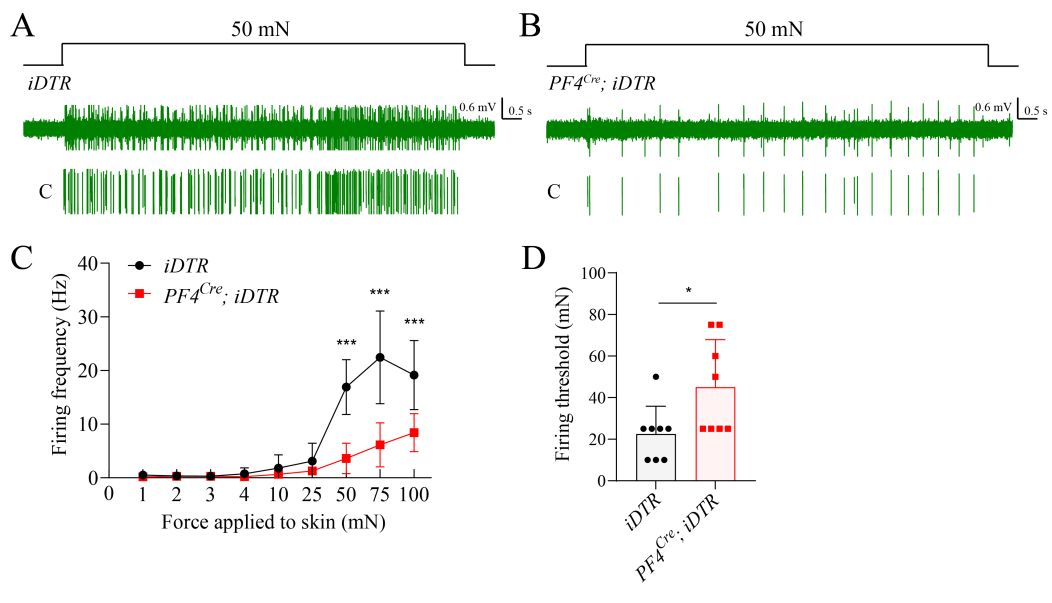

**Fig. S16**. **Platelet-depleted mice exhibited a diminished response to mechanical stimuli.** (A-B) Representative traces of mechanically evoked C fiber firings in response to 50 mN force recorded *ex vivo* from control littermates (A) and platelet-depleted *PF4^Cre^; iDTR* mice (B). (C-D) Summary data showing mechanically evoked C fiber firing frequency (C) and mechanical firing threshold (D). n = 8 units from 4 *iDTR* mice, n = 7 units from 4 *PF4^Cre^; iDTR* mice. For (C), *F_8,117_* = 13.91, *P* < 0.0001. 50 mN: *P* < 0.0001, 75 mN: *P* < 0.0001, 100 mN: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). For (D), *P* = 0.0305 (two-tailed Mann-Whitney test). **P* < 0.05, ****P* < 0.001. Individual data points in (C-D) represent single units, and bars show mean ± SD from two independent experiments.

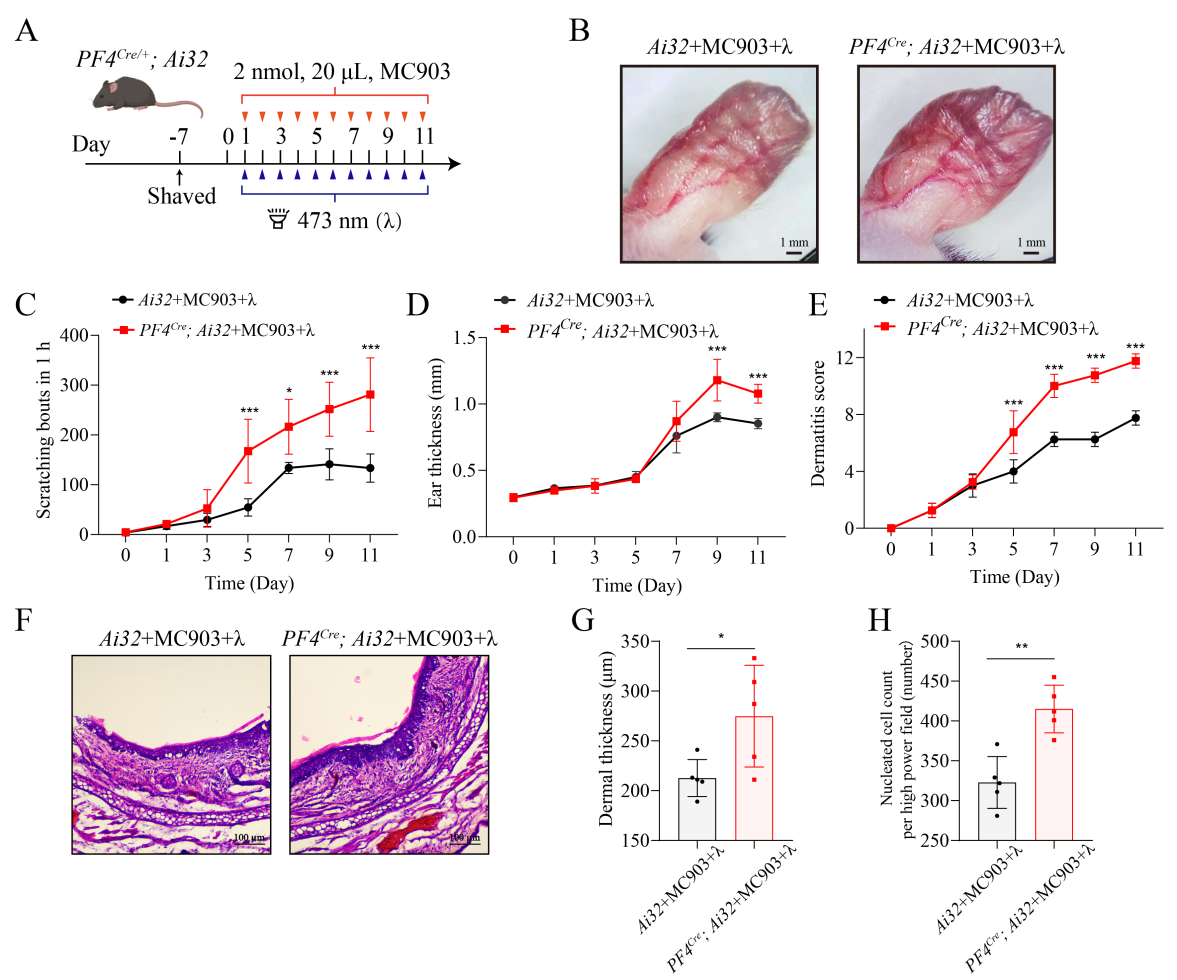

**Fig. S17**. **Optogenetic activation of platelets exacerbated cutaneous inflammation and pruritus in AD model.** (A) Schematic of photostimulation (+λ) of platelets in *Ai32* and *PF4^Cre^; Ai32* mice following MC903-induced AD mouse modeling. (B) Representative images of ears. Scale bar, 1 mm. (C) Quantification of spontaneous scratching bouts. n = 4 mice per group. *F_8,42_* = 5.046, *P* = 0.0006. day 3: *P* = 0.0007, day 5: *P* = 0.0212, day 7: *P* = 0.0009, day 9: *P* < 0.0001, day 11: *P* = 0.0467 (two-way ANOVA followed by Šídák’s multiple comparisons test). (D-E) Ear thickness (D) and inflammation score (E) measured at the indicated time points. n = 4 mice per group. For (D), *F_6,42_* = 5.607, *P* = 0.0002. day 9: *P* < 0.0001, day 11: *P* = 0.0008. For (E), *F_6,42_* = 18.45, *P* < 0.0001. day 5: *P* < 0.0001, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). (F) Representative H&E histopathology images of ears. n = 3-5 sections from 3 mice. Scale bar, 100 μm. (G-H) Quantification of dermal thickness (G) and dermal immune cell infiltration (H). n = 5 mice per group. For (G), *t_8_* = 2.559, *P* = 0.0337. For (H), *t_8_* = 4.660, *P* = 0.0016 (two-tailed unpaired Student’s *t* test). **P* < 0.05, ***P* < 0.01, ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from one representative of two independent experiments with consistent results.

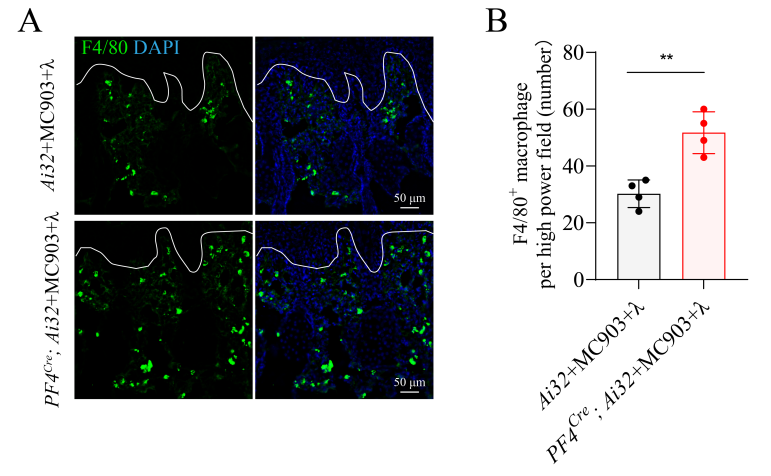

**Fig. S18**. **Optogenetic platelet activation is associated with enhanced macrophage infiltration in AD.** (A) Representative images of F4/80^+^ macrophages in the skin of the photostimulated *Ai32* and *PF4^Cre^; Ai32* mice following MC903 treatment, which were quantified in (B). Scale bar, 50 μm. n = 4 mice per group. For (B), *t_6_* = 4.874, *P* = 0.0028 (two-tailed unpaired Student’s *t* test). ***P* < 0.01. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from one representative of two independent experiments with consistent results.

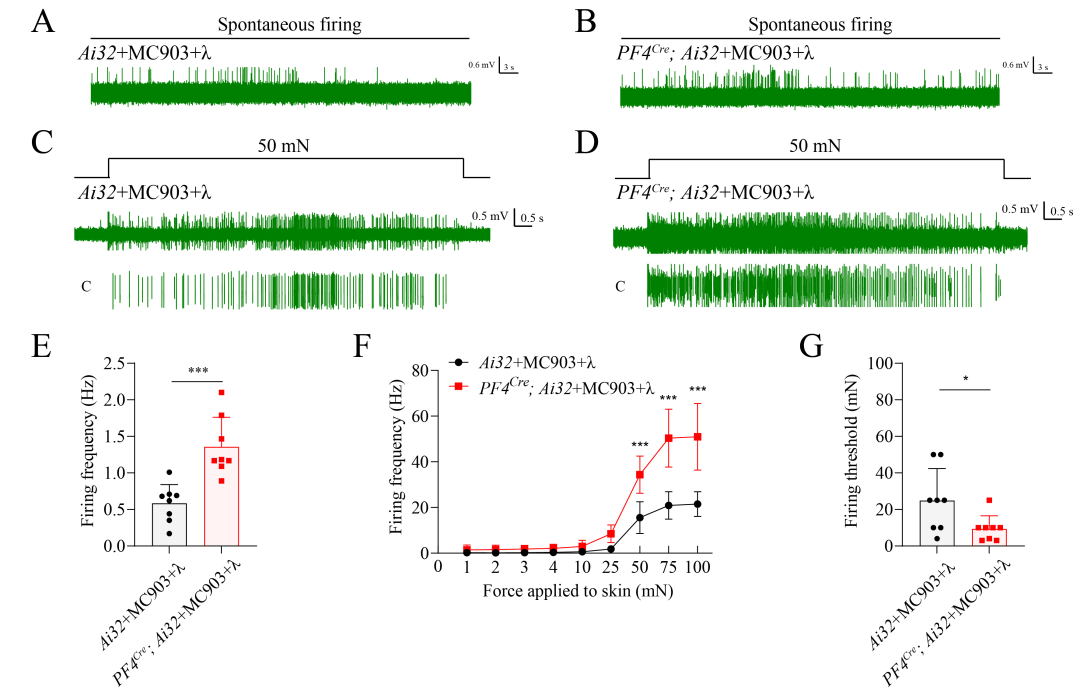

**Fig. S19**. **Optogenetic activation of platelets markedly increased C-fiber excitability in AD.** (A-B) Representative traces of spontaneous C fiber firings recorded *ex vivo* from *Ai32* control (A) and *PF4^Cre^; Ai32* (B) mice following MC903-induced AD mouse modeling. (C-D) Representative traces of mechanically evoked C fiber firings in response to 50 mN force. (E-G) Summary data showing spontaneous C fiber firing frequency (E), mechanically evoked C fiber firing frequency (F), and mechanical firing threshold (G). n = 6-8 units from 4 mice. For (E), *P* = 0.0003 (two-tailed Mann-Whitney test). For (F), *F_8,90_* = 13.55, *P* < 0.0001. 50 mN: *P* < 0.0001, 75 mN: *P* < 0.0001, 100 mN: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). For (G), *P* = 0.0435 (two-tailed Mann-Whitney test). **P* < 0.05, ****P* < 0.001. Individual data points in (E-G) represent single units, and bars show mean ± SD from two independent experiments.

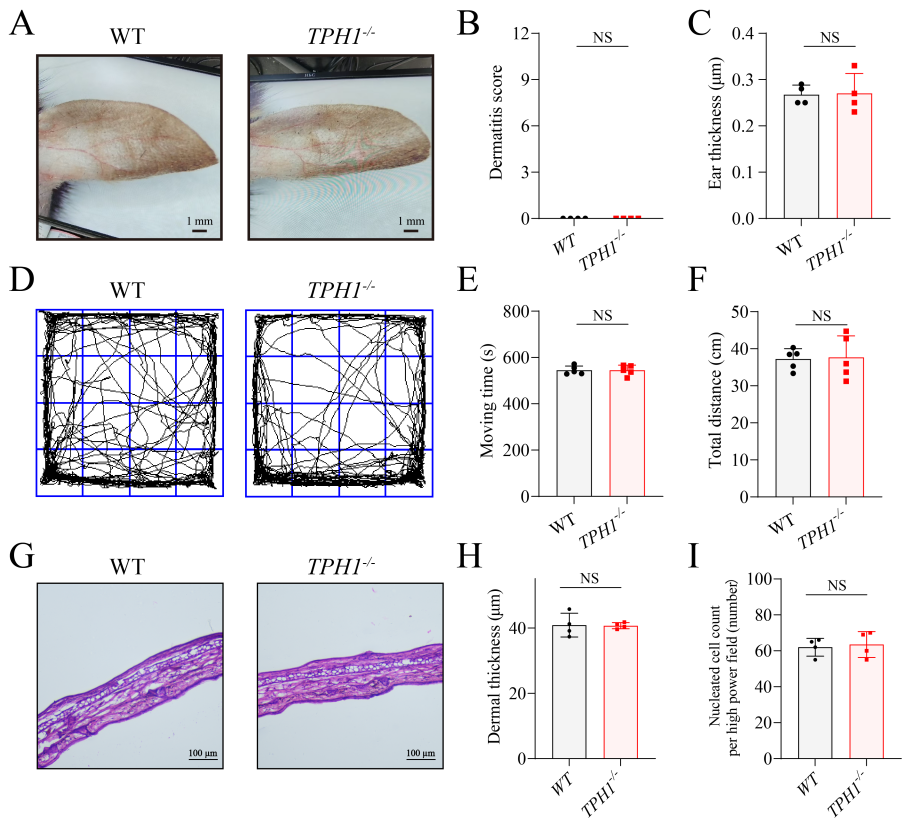

**Fig. S20.** **Depletion of platelet-derived serotonin does not alter baseline skin morphology or spontaneous behavior.** (A) Representative clinical images of ears from WT and *TPH1^-/-^* mice under basal conditions. Scale bar, 1 mm. (B-C) Quantification of dermatitis scores (B) and ear thickness (C). n = 4 mice per group (two-tailed unpaired Student’s *t* test). (D) Representative open-field test results from WT and *TPH1^-/-^* mice under basal conditions. (E-F) Quantification of total distance (E) and moving time (F). n = 5 mice per group (two-tailed unpaired Student’s *t* test). (G) Representative H&E-stained skin sections from WT and *TPH1^-/-^* mice under basal conditions. n = 3-5 sections from 3 mice. (H-I) Quantification of epidermal thickness (H) and dermal immune cell infiltration (I). n = 4 mice per group (two-tailed unpaired Student’s *t* test). NS, not significant. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from one representative of two independent experiments with consistent results.

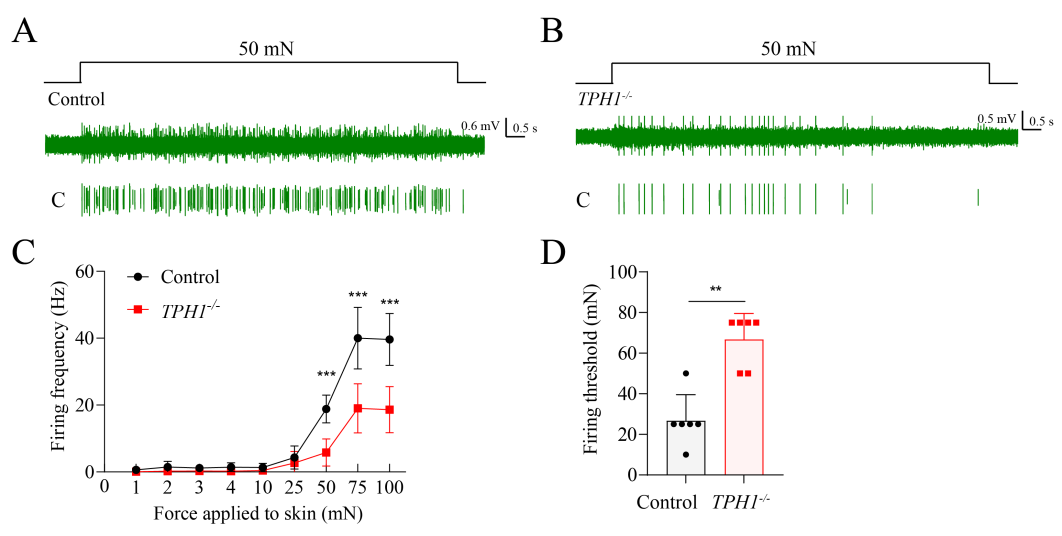

**Fig. S21**. **Depletion of platelet-derived serotonin reduced the mechanically evoked C fiber firings to mechanical stimuli.** (A-B) Representative traces of mechanically evoked C fiber firings in response to 50 mN force recorded *ex vivo* from the control littermates (A) and *TPH1^-/-^* mice (B). (C-D) Summary data showing mechanically evoked C fiber firing frequency (C) and mechanical firing threshold (D). n = 6-7 units from 4 mice. For (C), *F_8,99_* = 15.08, *P* < 0.0001. 50 mN: *P* < 0.0001, 75 mN: *P* < 0.0001, 100 mN: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). For (D), *P* = 0.0065 (two-tailed Mann-Whitney test). ***P* < 0.01, ****P* < 0.001. Individual data points in (C-D) represent single units, and bars show mean ± SD from two independent experiments.

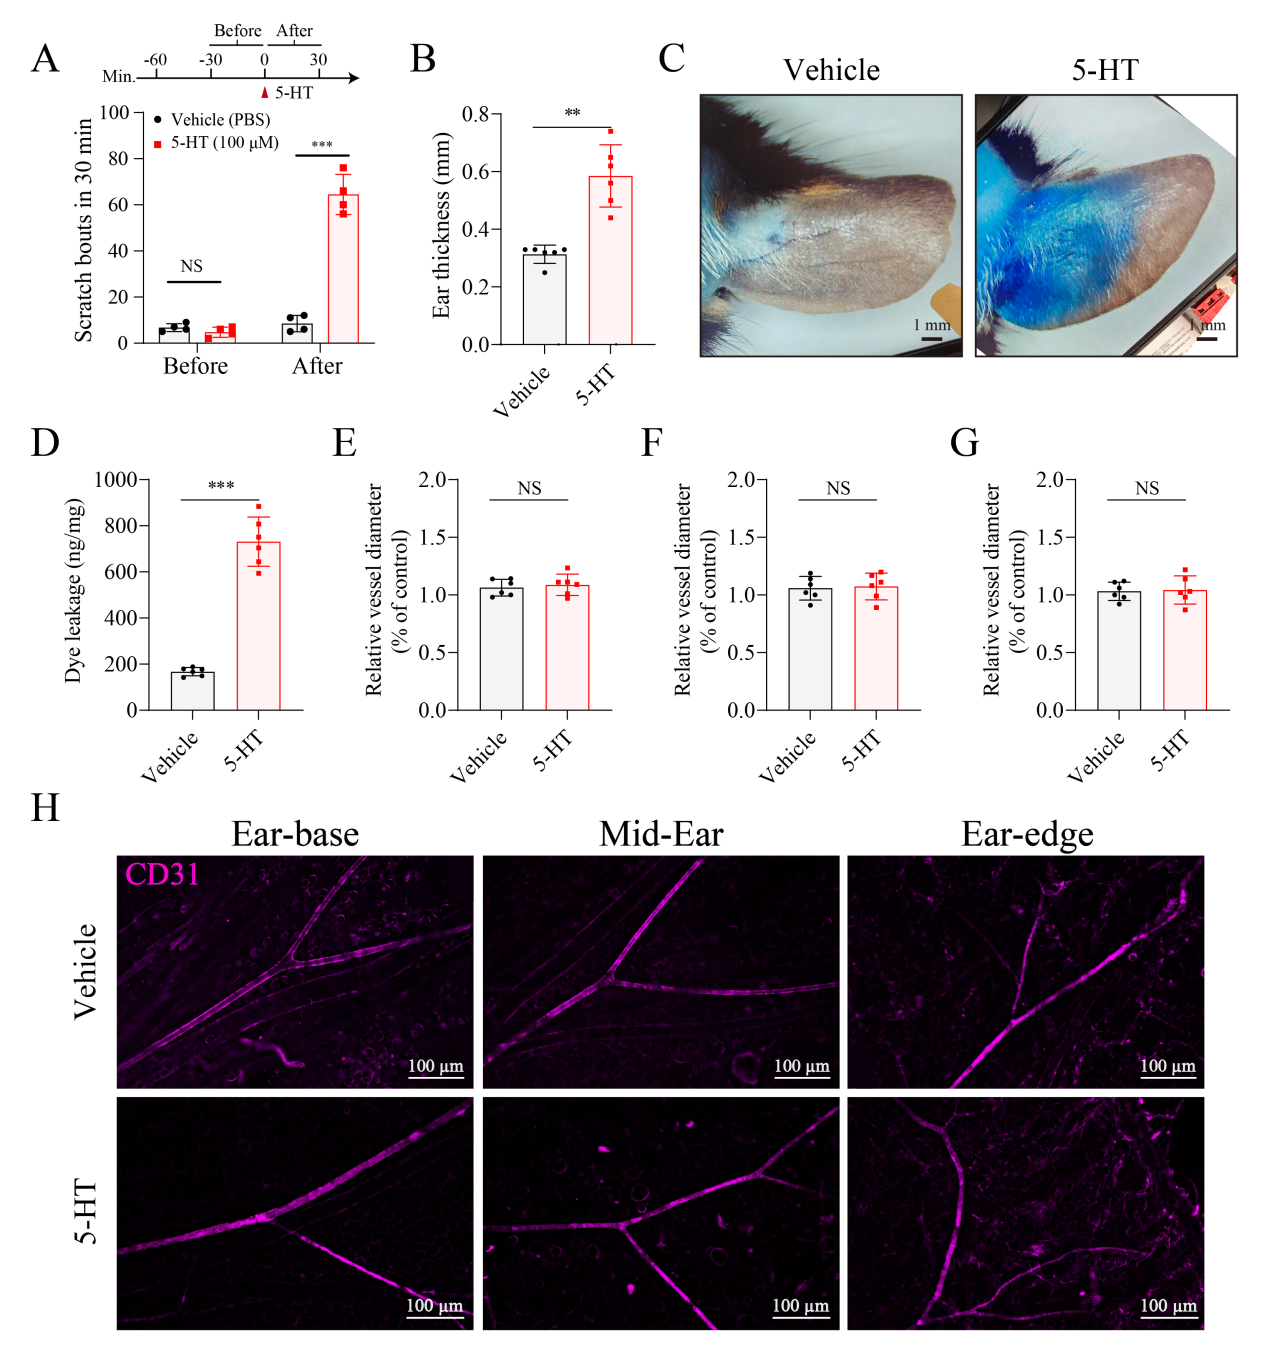

**Fig. S22. Validation of vascular leakage and vasodilation in the ears of the acute 5-HT injection.** (A) Quantification of spontaneous scratching bouts following the 5-HT (100 μM, 20 μL) or vehicle (PBS, 20 μL) treatment. n = 4 mice per group. *t_6_* = 11.94, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). (B) Quantification of ear thickness. n = 6 mice per group. *P* = 0.0022 (two-tailed Mann-Whitney test). (C) Representative photos of Evans blue staining in the ears. (D) Quantification of Evans blue leakage in vehicle and 5-HT treated mice. n = 6 mice per group. *t_10_* = 12.79, *P* < 0.0001 (two-tailed unpaired Student’s *t* test). (E-G) Quantification of the vascular diameter at the ear base (E), middle (F) and edge (G) based on CD31 whole mount staining. n = 6 mice per group. (H) Representative images of CD31^+^ vascular in the ear of vehicle and 5-HT treated mice. Scale bar, 100 μm. ***P* < 0.01, ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from two independent experiments.

**
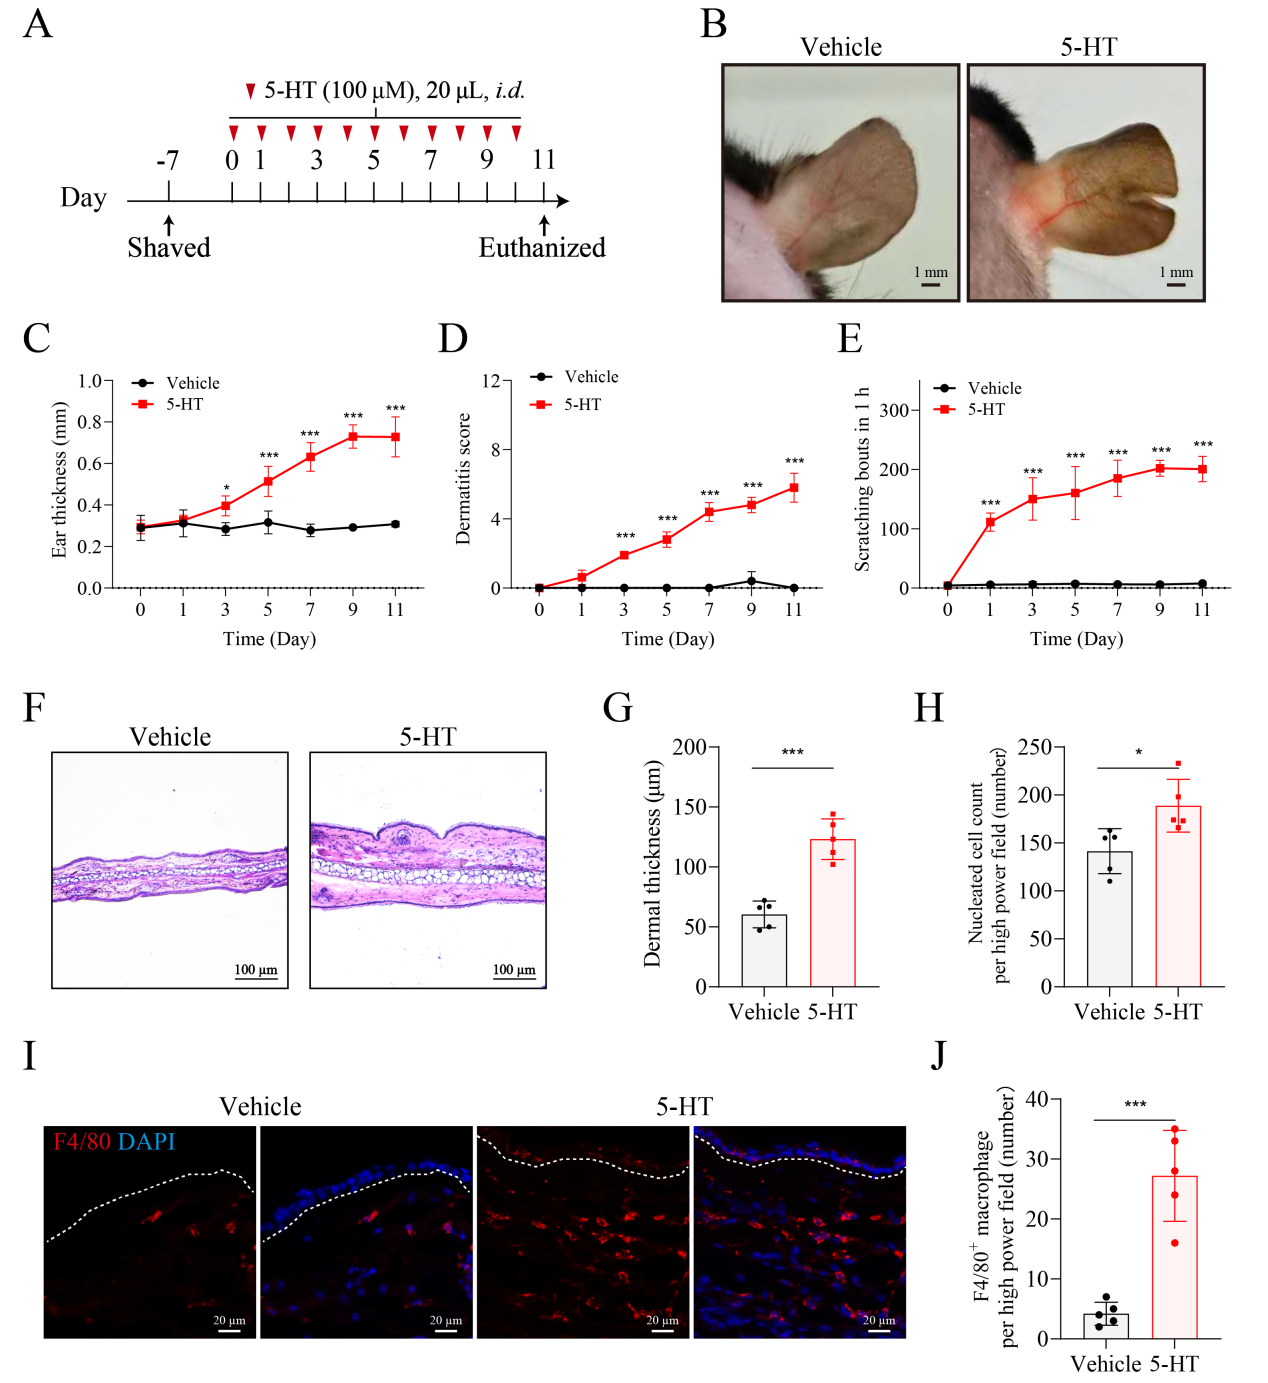
**

**Fig. S23.** **5-HT induced pruritus and skin inflammation.** (A) Schematic illustration of 5-HT treatment. (B) Representative images of ears from vehicle- or 5-HT-treated mice. Scale bar, 1 mm. (C-D) Ear thickness (C) and inflammation score (D) measured at the indicated time points. n = 5 mice per group. For (C), *F_6, 56_* = 30.61, *P* < 0.0001. day 3: *P* = 0.0105, day 5: *P* < 0.0001, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001. For (D), *F_6, 56_* = 83.49, *P* < 0.0001. day 3: *P* < 0.0001, day 5: *P* < 0.0001, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). (E) Quantification of spontaneous scratching bouts. n = 6 mice per group. *F_6, 56_* = 32.05, *P* < 0.0001. day 1: *P* < 0.0001, day 3: *P* < 0.0001, day 5: *P* < 0.0001, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). (F) Representative H&E histopathology images of ear sections. n = 3-5 sections from 3 mice. Scale bar, 100 μm. (G-H) Quantification of dermal thickness (G) and dermal immune cell infiltration (H). n = 6 mice per group. For (G), *t_8_* = 6.927, *P* = 0.0001. For (H), *t_8_* = 2.935, *P* = 0.0189 (two-tailed unpaired Student’s *t* test). (I-J) Representative images of F4/80^+^ macrophages in the skin of vehicle and 5-HT-treaated mice, which were quantified in (J). Scale bar, 20 μm. n = 5 mice per group. For (J), *t_8_* = 6.563, *P* = 0.0002 (two-tailed unpaired Student’s *t* test). **P* < 0.05, ***P* < 0.01, ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from two independent experiments with consistent results.

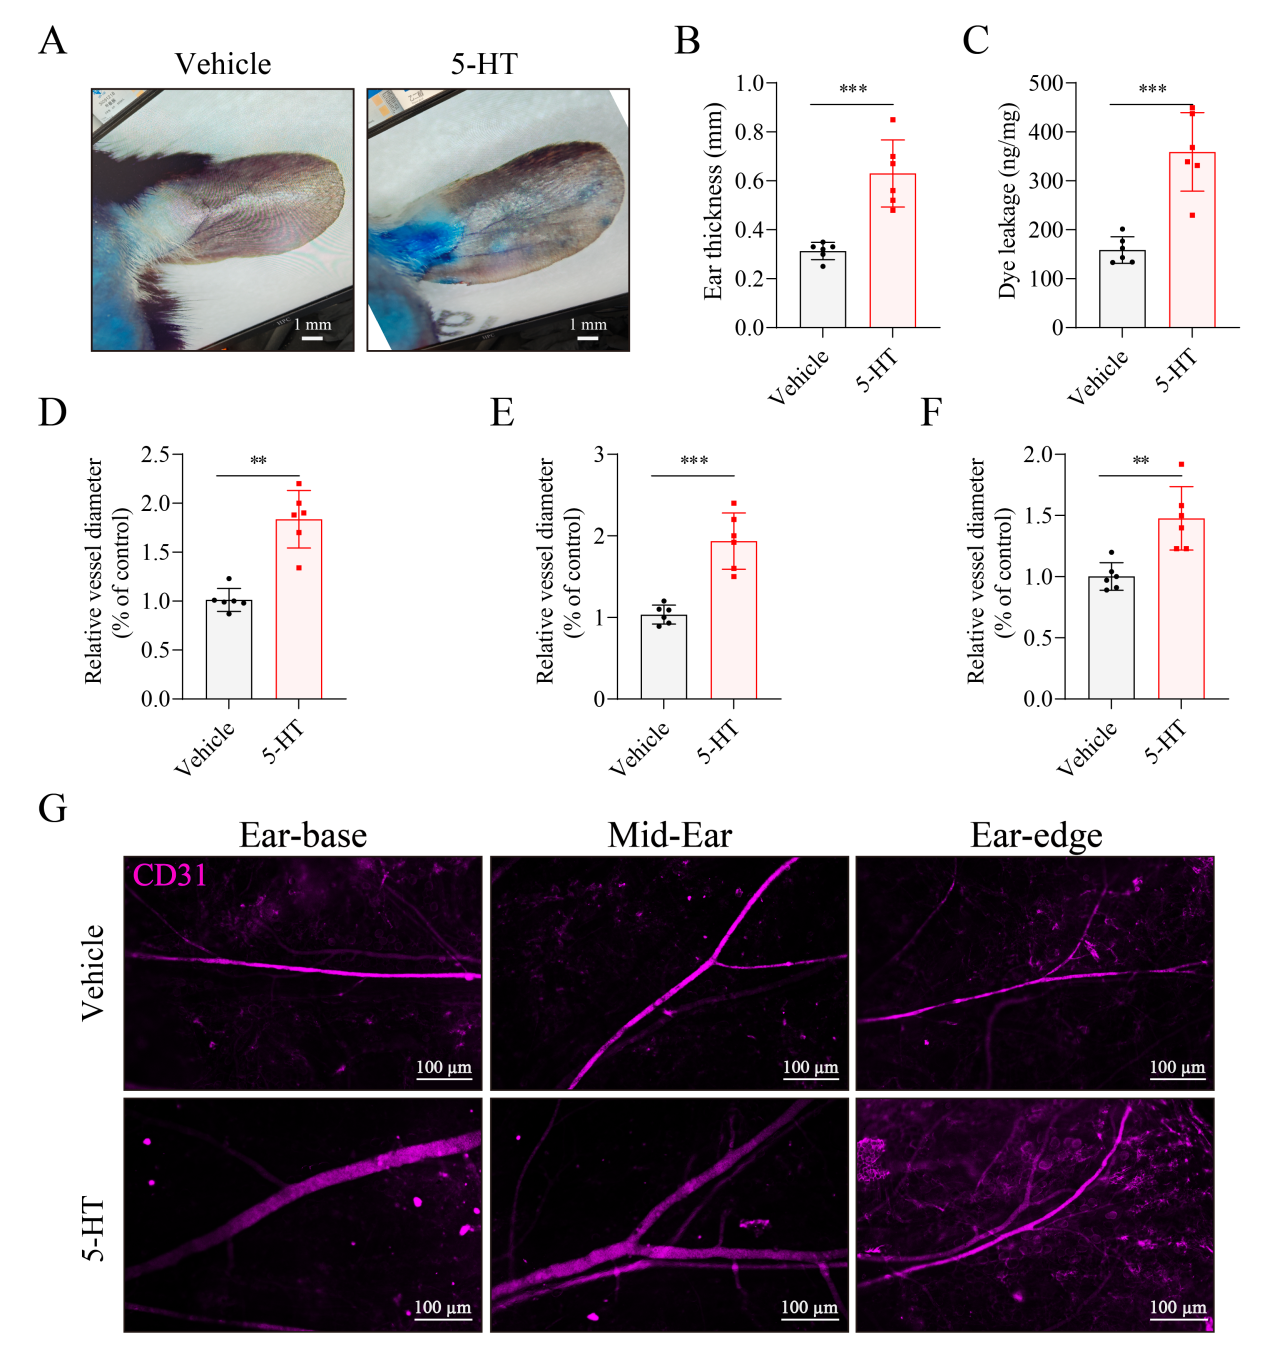

**Fig. S24. Validation of vascular leakage and vasodilation in the ears of the chronic 5-HT injection.** (A) Representative photos of Evans blue staining in the ears. (B) Quantification of ear thickness. n = 6 mice per group. *t_10_* = 5.470, *P* = 0.0003 (two-tailed unpaired Student’s *t* test). (C) Quantification of Evans blue leakage in vehicle and 5-HT treated mice. n = 6 mice per group. *t_10_* = 5.805, *P* = 0.0002 (two-tailed unpaired Student’s *t* test). (D-F) Quantification of the vascular diameter at the ear base (D), middle (E) and edge (F) based on CD31 whole mount staining. n = 6 mice per group. For (D), *P* = 0.0022 (two-tailed Mann-Whitney test). For (E), *t_10_* = 6.079, *P* = 0.0001 (two-tailed unpaired Student’s *t* test). For (F), *P* = 0.0022 (two-tailed Mann-Whitney test). (G) Representative images of CD31^+^ vascular in the ears of vehicle and 5-HT treated mice. Scale bar, 100 μm. ***P* < 0.01, ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from two independent experiments.

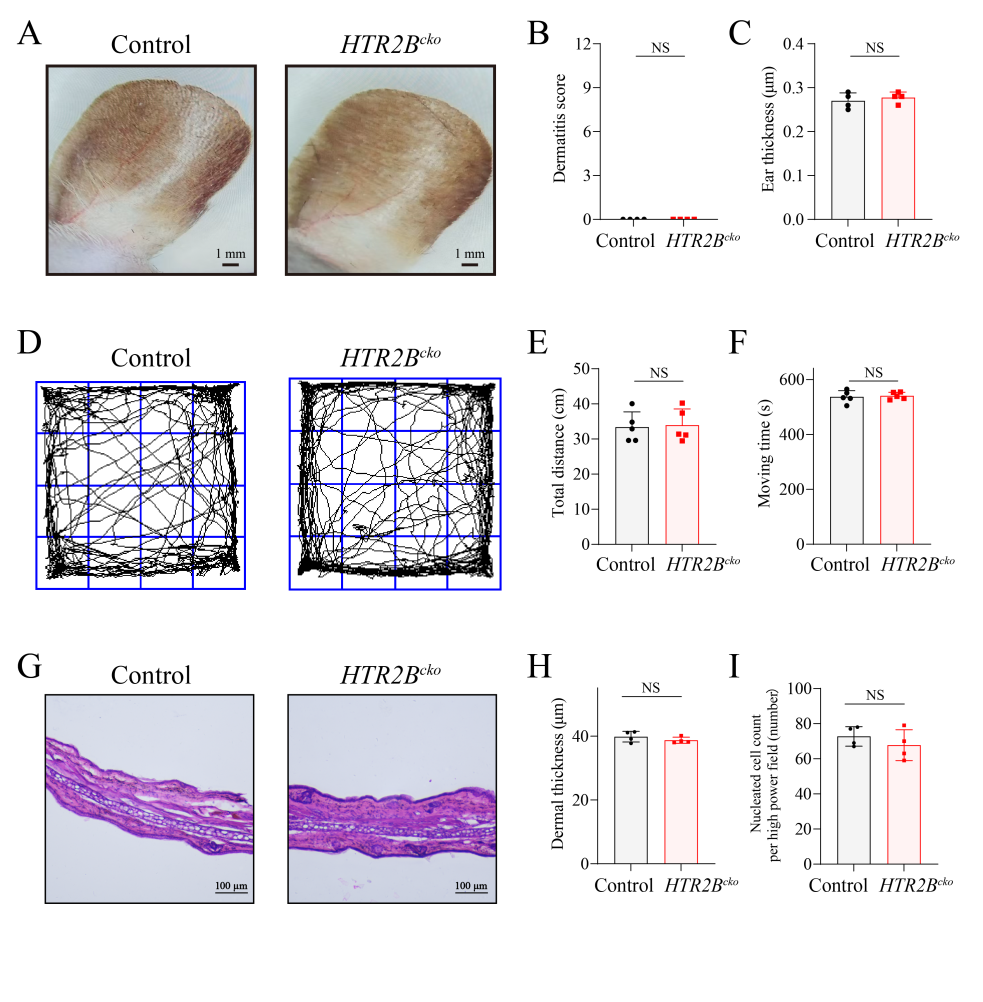

**Fig. S25.** **TRPV1-neuron-specific deletion of HTR2B does not alter baseline skin morphology or behavior.** (A) Representative clinical images of ears from control littermates and *HTR2B^cko^* mice under basal conditions. Scale bar, 1 mm. (B-C) Quantification of dermatitis scores (B) and ear thickness (C). n = 4 mice per group (two-tailed unpaired Student’s *t* test). (D) Representative open-field test results from control littermates and *HTR2B^cko^* mice under basal conditions. (E-F) Quantification of total distance (E) and moving time (F). n = 5 mice per group (two-tailed unpaired Student’s *t* test). (G) Representative H&E-stained skin sections from control littermates and *HTR2B^cko^* mice under basal conditions. n = 3-5 sections from 3 mice. (H-I) Quantification of epidermal thickness (H) and dermal immune cell infiltration (I). n = 4 mice per group (two-tailed unpaired Student’s *t* test). NS, not significant. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from one representative of two independent experiments with consistent results.

**
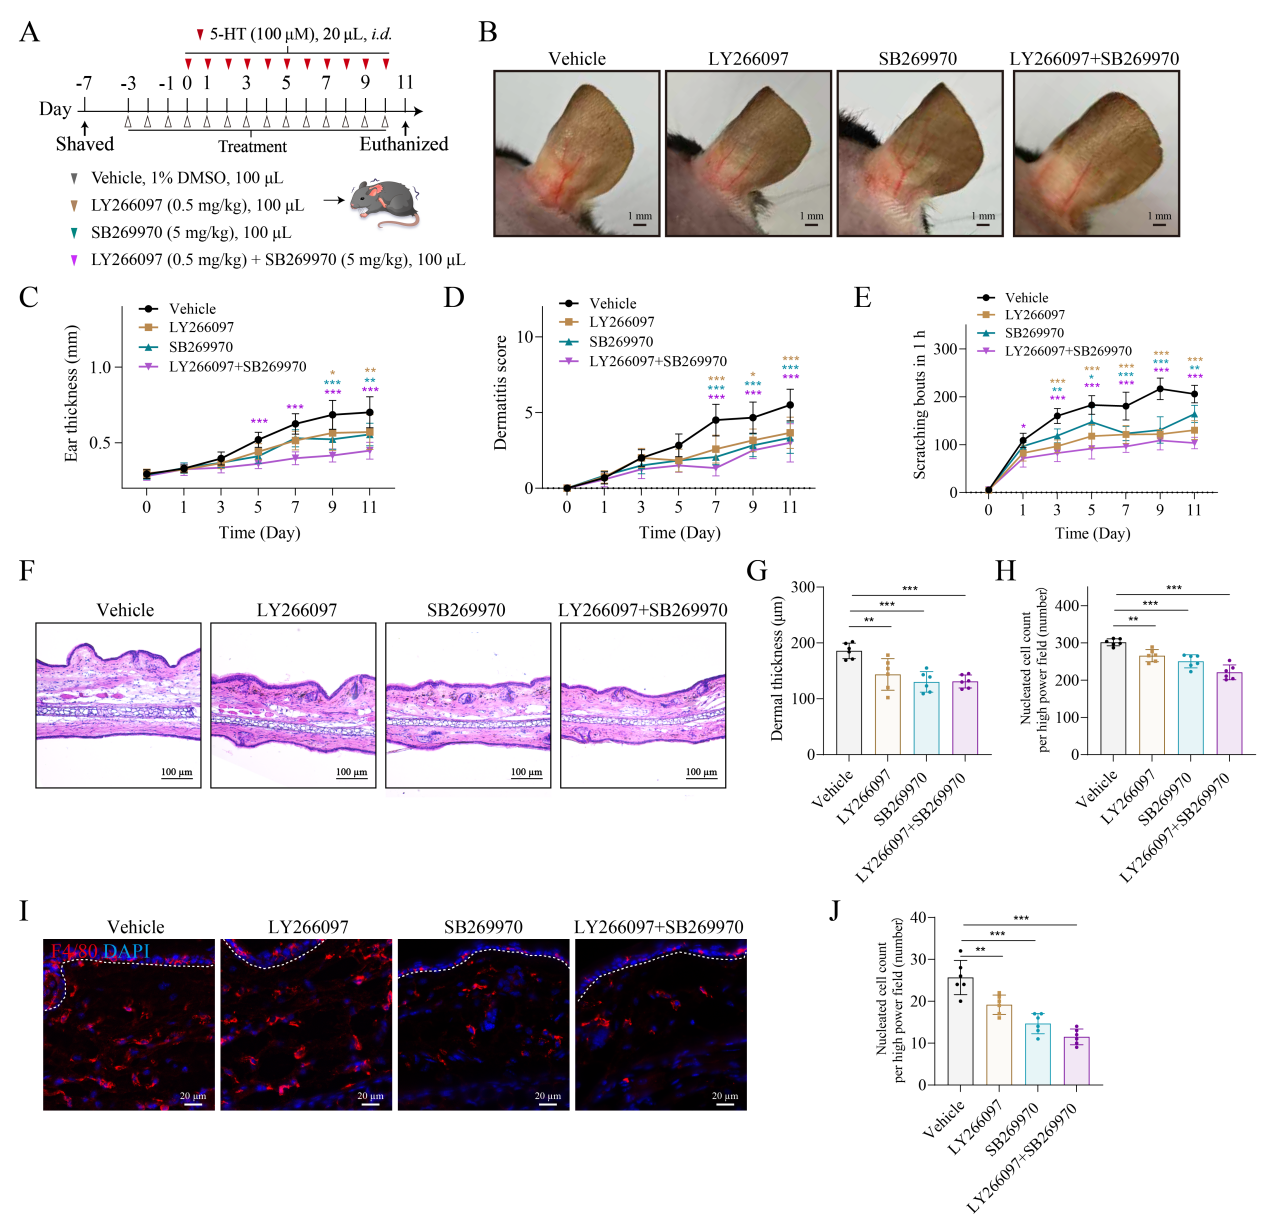
**

**Fig. S26.** **HTR antagonist treatment attenuates pruritus and skin inflammation induced by intradermal 5-HT injection.** (A) Schematic illustration of HTR2B inhibitor (LY266097) and/or HTR7 inhibitor (SB269970) applications in 5-HT-treated mice. (B) Representative images of ears from 5-HT-treated mice after 11 days of HTR2B inhibitor and/or HTR7 inhibitor applications. Scale bar, 1 mm. (C-D) Ear thickness (C) and inflammation score (D) measured at the indicated time points. n = 6 mice per group. For (C), *F_18,140_* = 3.994, *P* < 0.0001. Vehicle *vs*. LY266097: day 9: *P* = 0.0204, day 11: *P* = 0.0070. Vehicle *vs*. SB269970: day 9: *P* = 0.0002, day 11: *P* = 0.0010. Vehicle *vs*. LY266097+SB269970: day 5: *P* = 0.0002, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001. For (D), *F_18,140_* = 3.761, *P* < 0.0001. Vehicle *vs*. LY266097: day 7: *P* = 0.0002, day 9: *P* = 0.0124, day 11: *P* = 0.0005. Vehicle *vs*. SB269970: day 7: *P* < 0.0001, day 9: *P* = 0.0005, day 11: *P* < 0.0001. Vehicle *vs*. LY266097+SB269970: day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). (E) Quantification of spontaneous scratching bouts. n = 6 mice per group. *F_18,140_* = 6.449, *P* < 0.0001. Vehicle *vs*. LY266097: day 3: *P* < 0.0001, day 5: *P* < 0.0001, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001. Vehicle *vs*. SB269970: day 3: *P* = 0.0036, day 5: *P* = 0.0267, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* = 0.0034. Vehicle *vs*. LY266097+SB269970: day 1: *P* = 0.0152, day 3: *P* < 0.0001, day 5: *P* < 0.0001, day 7: *P* < 0.0001, day 9: *P* < 0.0001, day 11: *P* < 0.0001 (two-way ANOVA followed by Šídák’s multiple comparisons test). (F) Representative H&E histopathology images of ear sections. n = 3-5 sections from 3 mice. Scale bar, 100 μm. (G-H) Quantification of dermal thickness (G) and dermal immune cell infiltration (H). n = 6 mice per group. For (G), *F_3,20_* = 11.23, *P* = 0.0002. Vehicle *vs*. LY266097: *P* = 0.0032. Vehicle *vs*. SB269970: *P* = 0.0002. Vehicle *vs*. LY266097+SB269970: *P* = 0.0002. For (H), *F_3,20_* = 25.42, *P* < 0.0001. Vehicle *vs*. LY266097: *P* = 0.0033. Vehicle *vs*. SB269970: *P* < 0.0001. Vehicle *vs*. LY266097+SB269970: *P* < 0.0001 (one-way ANOVA followed by Holm-Šídák’s multiple comparisons test). (I-J) Representative images of F4/80^+^ macrophages in the skin, which were quantified in (J). Scale bar, 20 μm. n = 6 mice per group. For (J), *F_3,20_* = 28.85, *P* < 0.0001. Vehicle *vs*. LY266097: *P* = 0.0020. Vehicle *vs*. SB269970: *P* < 0.0001. Vehicle *vs*. LY266097+SB269970: *P* < 0.0001 (one-way ANOVA followed by Holm-Šídák’s multiple comparisons test). **P* < 0.05, ***P* < 0.01, ****P* < 0.001. Individual data points in the quantitative panels represent single animals and are shown as mean ± SD from two independent experiments.

**Table S1. List of primers used for RT-qPCR.**

| **Target gene** | **Forward primers** | **Reverse primers** |  |
| --- | --- | --- | --- |
| mouse-*GAPDH* | CCTCGTCCCGTAGACAAAATG | TGAGGTCAATGAAGGGGTCGT | |
| mouse-*5Htr1a* | GGCTCATTGGCTTTCTCATCTC | TGGTGTACCCGTGGTCCTTG | |
| mouse-*5Htr1b* | TTCTATTTACCCACCCTGCTCCT | TATCAACTGGGCTCGGGTCA | |
| mouse-*5Htr2a* | TCTGTGCCGTCTGGATTTACC | TCCTGTAGCCCGAAGACTGG | |
| mouse-*5Htr2b* | GTTAATTTCAATAGGCATCGCCA | AGCCAGTGACCCAAAGACCAT | |
| mouse-*5Htr2c* | CGGTTCAATTCGCGGACTAAGG | GGTCATTGAGCACGCAGGTAGT | |
| mouse-*5Htr3a* | CACACTCCTTCTGGGATACTCAG | GATGGTCTCAGCGAGGCTTATC | |
| mouse-*5Htr3b* | GTGTCCTCTACTTACCACATCCG | GTCCACGAGCATCAGGAAGATG | |
| mouse-*5Htr7* | CTGCCTCCATCACCTTACCTC | GTTTCACCACGCCATTCAGG | |

How the deposited data were processed for this re-analysis (not part of the article)

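RNA from ears of 16 mice, 1 library per mouse, was measured on day 11 in 4 groups of 4, namely photostimulated PF4Cre; Ai32, photostimulated Ai32, MC903-treated PF4Cre; iDTR and MC903-treated iDTR. The values are FPKM, which the authors computed from paired-end reads. Their methods name RSEM, and the submitters' notes name HISAT2 2.0.5 and the genome GRCm39. The methods also name background correction, quantile normalization and probe summarization, but the quantiles and sums of the columns differ, so the FPKM used here are not quantile normalized. The sources do not state the annotation release. The table holds 56748 genes and no numeric column that was not used, and 91.8% of its gene identifiers occur in the annotation at hand, a release for the earlier build GRCm38. One Ai32 column carries a number that no sample title has, and it was used as the Ai32 library without a number.

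Depth was derived from 18754 single-exon genes, whose low FPKM values move in steps of 1 fragment (checked below 50 fragments, within 0.02 of a whole number). It ran from 13.6 to 23.4 M fragments (M, 1e+06) per library, so 1 FPKM of a transcript of 1 kb rests on 13.6 to 23.4 fragments, and values under 1 FPKM of short transcripts rest on a few. Pearson r between libraries of a group, on log2(FPKM + 1), ran from 0.955 to 0.991.

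In each experiment, genes with at least 1 FPKM in at least 4 of its 8 libraries were fitted with limma 3.58.1 (lmFit and eBayes with trend) on log2(FPKM + 1) in R 4.3.3 with data.table 1.17.8, the groups being the only terms. The p values are 2-sided and adjusted by Benjamini-Hochberg over all genes tested, and genes are said to pass at an adjusted p under 0.05. Beside this, members of a list were also adjusted over the list alone. Gene lists were tested with camera of limma at its preset correlation between genes of 0.01, adjusted over the 32 lists, and again with camera's estimated correlation and with fry, in its directional and its mixed form. A list score is the mean log2(FPKM + 1) of the list's measured genes in a library. The salivary gland score and the group differences of hair keratins are means over all listed genes found, measured or not. Scores and single values were compared by exact permutation over the 70 ways to split 8 libraries 4 against 4, where the smallest 2-sided p is 0.0286. PCA used prcomp, centred and not scaled. The difference between the effects in the experiments was tested in limma as the contrast of contrasts over all 16 libraries. Tables of depth and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

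The 32 lists of leukocyte types, skin cell types, signalling genes, nerve and itch genes, and genes that follow handling or sex were written before the data were examined, as were the comparisons, the thresholds and most alternatives. They stand in for GO enrichment and ImmuCellAI, since neither a GO annotation nor ImmuCellAI was at hand. A list of 18 salivary gland genes and a list of 12 hair keratins were added after part of the data had been seen. Single genes are named by a rule set before the data were examined, and others are said to be named after their values were seen. The rule covers genes that the paper names in its text, genes labelled in Fig. S8A and B, up to 12 of the largest rises and 12 of the largest falls that passed in each experiment without overlap of the groups, and from each list up to 4 members that passed or, where none did, the 2 with the highest mean FPKM. Values in the paper had been seen when this rule was set.

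Alternatives set beforehand were a pseudocount of 0.1, no filter, a filter at a mean of 5 FPKM, quantile normalization, median-of-ratios scaling, FPKM rescaled to TPM, eBayes without trend, all 16 libraries in 1 fit, replicate number as a block, an unadjusted p in place of the adjusted one, a score from rank percentiles, Spearman correlation, PCA with scaling, the other list tests, and leaving out each library in turn. Alternatives added later were sex (by Xist) or the salivary gland score as a covariate, leaving out the libraries with at least 1000 FPKM of Bpifa2, and leaving out the genes that follow the salivary gland score (r above 0.71 across the 8 MC903-treated libraries), with the rest scaled by median of ratios. Splits of the libraries were counted over all 35 in each experiment and over 100 groupings for both, with the real grouping counted among them. In the 100 the other groupings were drawn at random.

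The test of single genes was tried on simulated data with the means and spreads of the genes tested. In these, 50 genes were changed at each of the folds 1.5, 2, 4 and 8, with noise drawn independently for each gene and library. The simulated data thus hold no correlation between genes and no structure of the samples. Their rates do not carry over to the list calls or to false calls from such a structure. Recovered were 22%, 82%, 100% and 100% with the photostimulation spreads, with 15 false among 167 calls, and 14%, 62%, 94% and 100% with the depletion spreads, with 8 false among 143 calls. Left out were the paper's imaging, behaviour, nerve recording and serotonin measurements, for which the series holds no values, and its comparison with a public gene collection in Fig. 3A.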

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

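The tests of salivary gland tissue and of photostimulation as explanations of Bpifa2 were chosen only after the result was seen.

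Salivary gland genes, which the paper does not report, reached 107452 FPKM (Bpifa2 in Ai32 replicate 2) against at most 0.144 FPKM in the PF4Cre; Ai32 libraries. Photostimulated platelets as the only reason for low Bpifa2 are argued against, since 5 of the 12 libraries without them also had under 10 FPKM. A lowering effect of photostimulation beside this spread between ears is not excluded, since the test did not address it. Salivary gland tissue taken up with some ears is a candidate explanation, since across the 7 libraries with at least 1000 FPKM of Bpifa2 the ratio of each of 17 other listed genes to Bpifa2 had a median SD of 0.557 on the log2 scale; of the 18 listed genes, 2 had a mean of at least 1 FPKM in the other 9 libraries and 0 are in another list, and no sort that would remove such cells was made. Of 1103 genes lower in PF4Cre; Ai32 skin at an unadjusted p under 0.05, 341 (30.9%, against 5.76% of all genes tested) followed the salivary gland score in the MC903-treated ears, and for the rest salivary tissue and genotype cannot be told apart, because among the photostimulated ears all libraries with these transcripts are Ai32 and only 1 Ai32 library lacks them. With the salivary gland score as a covariate the lists of cartilage (1.37e-06), skeletal muscle (2.23e-07) and nerve fibre and Schwann cell genes (7.96e-05) stayed lower by camera at the preset correlation, but such a fit rests mainly on that library. Why some ears carry these transcripts was not tested, and no biological explanation other than photostimulation was tested.

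Effects differed between the experiments, in a limma test of the difference itself, for 8 genes, namely Asf1b, Mcm3, Ripk3, Lilrb4b, Alyref, Lig1, Mcm5 and Mfsd2a, each higher in PF4Cre; Ai32 and lower in PF4Cre; iDTR skin by its mean (differences from 0.97 to 2.27 on the log2 scale, adjusted p from 0.0464 to 0.0468). As many or more appeared in 5 of 100 groupings, the real grouping counted among them, with 322 at most, so chance is not excluded. The highest count points to a structure of the samples other than the groups, which no test here identifies. Several of them (Asf1b, Mcm3, Mcm5 and Lig1) encode proteins of DNA replication. The proliferation list had a score difference of 0.98 in photostimulated skin. Without the genes that follow the salivary gland score and with rescaling it was 0.95 (97.3% left), so a shift common to the genes left does not account for it. Dilution of transcripts particular to skin by salivary RNA stays open, since no gene of the list follows that score and the rescaling rests on the median gene. Hair follicles in growth stay open as a candidate explanation, since the mean over the 11 hair keratins found, measured or not, differed by 3.43 on the log2 scale (exact permutation p = 0.0571, SD of the Ai32 libraries 0.25). However, PF4Cre; Ai32 replicate 5, with a hair keratin score over measured genes of 0.31, had a proliferation score of 2.34 against at most 2.15 in Ai32 libraries. An effect of photostimulation on proliferation also stays open.

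A library far from the other 3 of its group was found in 15 of 272 groups of values checked, where chance gives about 13.6. In PF4Cre; Ai32 replicate 4 the immediate early and heat shock score was 6.05 against 4.03 to 4.37, the nerve fibre and Schwann cell score 3.23 against 2.64 to 2.68, Il1b 23.7 against 1.02 to 2.06 FPKM, Tnnt1 19.6 against 7.28 to 8.19 FPKM and Zyx 17.4 against 13.1 to 13.4 FPKM in the other 3. In Ai32 replicate 2 the interferon response score was 4.07 against 2.49 to 2.74 and the dendritic and Langerhans cell score 3.29 against 3.17 to 3.19. The hair keratin score was 1.35 against 0 to 0.11 in Ai32 replicate 1 and 4.42 against 0.16 to 0.33 in PF4Cre; iDTR replicate 1. The neutrophil score of PF4Cre; iDTR replicate 1 was 1.28 against 2.02 to 2.17, and Cd74 in PF4Cre; iDTR replicate 3 was 473 against 250.1 to 272 FPKM. For iDTR replicate 1 the B and plasma cell score was 5.59 against 2.10 to 2.19, and for iDTR replicate 4 the score of platelet-associated genes was 4.87 against 4.59 to 4.61. Sex-linked scores stood apart in PF4Cre; iDTR replicate 4, the male of its group by Xist (2.66 against 1.30 to 1.33), and in iDTR replicate 3, the female of its group by Xist (1.32 against 2.60 to 2.66).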

How the results depend on the processing

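The alternatives with sex or the salivary gland score as a covariate, without the genes that follow that score, and without the libraries with salivary gland transcripts were added after the data were seen. In photostimulated skin 1 gene passed, Crabp1, with a log2 fold change above 1 in size; the count of genes, in brackets with that threshold as well, was 0 (0) with no filter (limma, 3947 unadjusted), 795 (542) with FPKM rescaled to TPM, 26 (13) with all 16 libraries in 1 fit, 14 (14) with the replicate number as a block, 30 (19) with sex as a covariate and 0 (0) without the libraries with salivary gland transcripts (limma, 1613 unadjusted), and 0 to 47 (0 to 44) in leave-one-out, where it was 0 without PF4Cre; Ai32 replicate 1, PF4Cre; Ai32 replicate 3 or Ai32 replicate 4, 1 without Ai32 replicate 1, 3 without Ai32 replicate 2, 12 (12) without PF4Cre; Ai32 replicate 4, 25 (23) without PF4Cre; Ai32 replicate 5 and 47 (44) without Ai32 replicate without a number. With an unadjusted p and the same fold it was 292. Rescaling to TPM moves the median of all genes upward by the shift given in the text, and 770 of its 795 genes were higher. The other settings leave fewer libraries, adjust over more genes or fit another spread. Without Ai32 replicate without a number, Scgb1b27, Dnase1, Car6 and the salivary amylase Amy1, all lower, had the smallest adjusted p. Without PF4Cre; Ai32 replicate 5 the keratins Krt27, Krt25 and Krt71, all higher, did. With the replicate block, Amy1 and Krt71 were both called. The cause was otherwise not tested. The number of lists called was 18, 15 to 20 in leave-one-out and 0 with an estimated correlation. The macrophage list kept its direction and passed camera under 21 of 23 alternatives (adjusted p at most 0.00193 in leave-one-out), the exceptions being an estimated correlation (0.511) and fry (0.167), and its score difference of 0.45 was 0.92 with FPKM rescaled to TPM, past the threshold under a scaling that moves the median of all genes upward and so no evidence on macrophage genes, and 0.32 to 0.54 in leave-one-out. Principal component 1 held 36.2%, 33.3% with a pseudocount of 0.1, 43.5% with no filter, 55.5% with the stricter filter, 51.5% with FPKM rescaled to TPM, 33.0% without the genes that follow the salivary gland score, 28.4% with scaling and 34.3% to 42.8% in leave-one-out. Of 1852 values of the 90 named genes under alternatives, 1832 stayed on their side of the threshold, 13 newly passed and 7, all of Crabp1, no longer did, with an adjusted p of 0.139 with no filter, 0.194 with the replicate block and 0.319 with the salivary gland score as a covariate, beside those given in the text; no value that passed reversed.

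After platelet depletion 0 genes passed with limma under each of 21 alternatives (270 to 2259 unadjusted), and 79 had an unadjusted p under 0.05 with that fold. The number of lists called was 19, 12 to 20 in leave-one-out (12 without iDTR replicate 1 and 12 without PF4Cre; iDTR replicate 1), 9 without the libraries with salivary gland transcripts and 0 with an estimated correlation. The macrophage list stayed lower and passed camera under 20 alternatives (adjusted p at most 0.00547 in leave-one-out), stayed lower without passing with an estimated correlation (0.512) and fry (0.476), and reversed without the libraries with salivary gland transcripts (adjusted p = 0.0625), as did its score difference, 0.23 in place of −0.32, which ran from −0.52 to −0.18 in leave-one-out; 2 libraries per group are left there, iDTR replicates 3 and 5 and PF4Cre; iDTR replicates 2 and 3, which also lie on opposite sides of the split with 97 genes, the fibroblast and cartilage lists turned upward as well (1.99e-08 and 1.42e-04 at the preset correlation), and the cause was not tested. Principal component 1 held 39.2%, 47.4% with the stricter filter, 50.9% with FPKM rescaled to TPM, 32.8% without the genes that follow the salivary gland score, 29.0% with scaling and 31.3% to 48.5% in leave-one-out. All 1855 values of the 90 named genes under alternatives stayed on the side of the threshold that they had.

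Sex as a covariate ended 1 of the 18 list calls in photostimulated and 4 of 19 in MC903-treated skin, the salivary gland score ended 5 (cytokines and chemokines, chemotaxis, epidermal activation, fibroblast, which turned downward, and interferon response, which turned upward) and 2 (fibroblast and cartilage), and leaving out the libraries with salivary gland transcripts ended 5 and 11 and turned 2 and 7 in direction. For both experiments together, 8 genes had different effects, against 134 with a pseudocount of 0.1, 0 with no filter (limma, 4283 unadjusted), 85 with quantile normalization and 0 to 176 in leave-one-out (176 without PF4Cre; Ai32 replicate 5, 174 without iDTR replicate 1, 14 without iDTR replicate 3, 53 without iDTR replicate 4, 66 without iDTR replicate 5 and at most 4 without any other library), and the correlation of −0.442 ran from −0.586 without iDTR replicate 1 to −0.198 without iDTR replicate 3. Replicate numbers were not taken to pair the mice. Each library was set as its deviation from the mean of its own group, and libraries of opposite groups with the same number were correlated. The correlation was −0.312 and −0.0292 for photostimulated replicates 1 and 4 and 0.439, 0.167 and −0.197 for MC903-treated replicates 1, 3 and 4. Only for MC903-treated replicate 1 did it exceed those of both libraries with all others of the opposite group. The alternative of protein-coding genes alone was not run, because the table gives no gene type. At this depth genes below 1 FPKM, the serotonin receptors among them, rest on few fragments.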

Differences from the paper's values

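In the PCA of photostimulated ears, principal component 2 held 20.7% of the variance, and the paper's value is about 13% in Fig. S7A, read by eye. Of the alternatives set before the data were examined, the values no longer differ with no filter (15.0%), the stricter filter (14.6%), FPKM rescaled to TPM (15.4%) and without Ai32 replicate without a number (17.8%), and still differ under the others. The share on component 1, 36.2%, lies within a factor of 1.5 of the paper's (about 49% in Fig. S7A, read by eye).

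For genes labelled in the volcano plot the paper's log2 fold changes, read by eye in Fig. S8B, are about −13 for Zzz3, about −9.4 for Zfp658, about −7.6 for Zzef1, about −7.8 for Zfp950 and about 3.2 for Tnnt1, and those from the FPKM are 0.036, −0.29, −0.15, −0.35 and −0.61, in that order. For these 5 genes the values differ under all alternatives that were set before the data were examined and could be run for the gene, and a change of log base does not bring them together. Fig. S8 shows Sh2b2, Sh3bp4 and Tesk1 as raised, and their log2 fold changes here are −0.36, −0.12 and −0.15. The figure also labels Trappc3l, Mir467a-4, Vmn1r-ps92, Vmn2r-ps132, Rps13-ps6 and Olfr277-ps1, which are listed at 0 in all 8 libraries. No gene labelled in Fig. S8 passed an adjusted p of 0.05 under any setting run, while Zyx (0.25), Rpl15 (0.27) and Tarbp2 (0.14) have a positive log2 fold change here.

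At the thresholds in the legend of Fig. S8 (adjusted p under 0.05 and a log2 fold change above 1 in size) 1 gene is called here, and the settings that call more are FPKM rescaled to TPM (542), all 16 libraries in 1 fit (13), the replicate block (14), sex as a covariate (19, chosen after seeing the values) and leaving out single libraries (up to 44). The replicate block calls the salivary amylase Amy1 and the hair keratin Krt71 among its genes. The paper names neuroactive ligand and receptor interaction among the terms raised by photostimulation, and the list of neuropeptides and neuroactive receptors did not pass here under any setting run (adjusted p from 0.252 to 0.994 with camera, 15 of 34 positive). The paper's terms of cytokine activity and leukocyte chemotaxis, and more macrophages after photostimulation and fewer after platelet depletion, go with the direction of the lists tested here, except that without the libraries with salivary gland transcripts, a setting chosen after seeing the values, the macrophage list after depletion turned upward, as the fibroblast and cartilage lists did (macrophage score difference 0.23). The paper ranks macrophages first among the infiltrating cells after platelet activation. Of the 9 leukocyte lists the macrophage list had the smallest camera adjusted p here. Its score difference (0.45) was smaller than those of B and plasma cells (0.84), mast cells (0.59) and neutrophils (0.51), of which the mast cell list passed. The B and plasma cell score holds 2 measured genes. The neutrophil score holds 7, and PF4Cre; Ai32 replicate 4 had 4.22 against 1.87 to 2.78 in the other PF4Cre; Ai32 libraries. Scores of lists with different genes share no scale with each other or with ImmuCellAI, so they do not test that ranking. The paper describes its controls as matched by sex, and by Xist 3 of 4 PF4Cre; iDTR and 1 of 4 iDTR libraries are female.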

Other observations

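The tests of MC903 action and of sex as explanations of lower epidermal activation genes were chosen only after the result was seen.

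Lower epidermal activation genes in platelet-depleted, MC903-treated skin may reflect a weaker action of MC903 on those ears. Cyp24a1, the vitamin D target gene, was lower in PF4Cre; iDTR skin by its mean (difference −2.43 on the log2 scale, exact permutation p = 0.143), and within the groups the epidermal activation score went with it (r = 0.83 over 8 libraries), as such an action predicts, while the p missed the threshold set for it. Whether MC903 acted less or platelet depletion lowered both cannot be told apart with 4 mice per group. Unequal numbers of females are argued against as the whole cause, since the list score difference went from −1.79 to −2.15 with sex as a covariate (120% of it).

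Between the experiments, log2 fold changes correlated at r = −0.442 over 14050 genes, 64.6% of which had opposite signs, and at −0.462 over the 13254 that do not follow the salivary gland score. Of 15 lists called in both experiments, 13 had opposite directions, and cartilage (lower) and mast cell genes (higher) had the same one. A correlation as large in size appeared in 9 of 100 groupings, the real grouping counted among them (highest other 0.628), so chance is not excluded.

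Other splits of the same libraries were run for the counts in each experiment. For photostimulated skin, 5 of 35 splits, the real split counted among them, gave at least the real count of 1 gene. This held with or without the fold threshold (highest other 9 in both), so chance is not excluded for the gene counts. The real split was the 1 of 35 that called as many as 18 lists (highest other 16), the smallest share that 35 splits can give. That count rests on camera at the preset correlation, and with an estimated correlation no list passed (smallest adjusted p = 0.415). Chance is therefore not excluded for the lists either. For platelet depletion the gene counts say nothing on chance, since the real count is 0 with or without the fold threshold. Any split gives as many (35 and 35 of 35, highest other 97 and 28). Chance is not excluded for the 19 lists called (highest other 19, 2 splits as large, the real split among them). The split with 97 genes sets iDTR replicates 1 and 4 with PF4Cre; iDTR replicates 2 and 3 against the rest, which points to a structure of the samples other than the groups. On the side of these libraries the cartilage score was 3.73 to 4.15, against 2.11 to 3.50 in the rest. The fibroblast and extracellular matrix score was 4.665 to 4.959 against 3.835 to 4.485. Macrophage scores were 3.544 to 4.075 against 3.013 to 3.613, an overlap of the sides. Monocyte scores were 3.137 to 3.747 against 2.647 to 3.098, and platelet and megakaryocyte scores 2.529 to 2.719 against 2.021 to 2.387, both without overlap. The macrophage and monocyte differences between the groups were thus not separated from this structure. These scores were picked after the split was seen, and what the structure is was not tested.

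Lists of skin structure and handling in photostimulated PF4Cre; Ai32 against Ai32 skin, which the paper does not report, are as follows. Sebaceous gland and hair follicle genes, 15 of 17 positive (median 1.14), had a camera adjusted p of 3.67e-05, and adjusted p = 0.415 with an estimated correlation; no member passed over all genes tested, and adjusted over the list alone 9 were higher and 2 were lower. Fibroblast and extracellular matrix genes, 21 of 29 positive (median 0.27), had a camera adjusted p of 0.0402, and adjusted p = 0.711 with an estimated correlation; no member passed over all genes tested, and adjusted over the list alone Tnc, Col12a1 and Timp1 were higher, named after their values were seen. Its camera adjusted p was 0.749, 0.140 and 0.187 without Ai32 replicate 1, PF4Cre; Ai32 replicate 1 and PF4Cre; Ai32 replicate 3, in that order, 0.0722 with quantile normalization, 0.299 with FPKM rescaled to TPM and 0.192, downward, without the libraries with salivary gland transcripts. Immediate early and heat shock genes, 20 of 22 positive (median 0.57), had a camera adjusted p of 0.00313, and adjusted p = 0.678 with an estimated correlation, 0.331 without PF4Cre; Ai32 replicate 4 and 0.104 with FPKM rescaled to TPM. Cartilage genes, 0 of 15 positive (median −1.65), had a camera adjusted p of 5.02e-05, and adjusted p = 0.511 with an estimated correlation. Mitochondrially encoded genes, 0 of 13 positive (median −0.45), had a camera adjusted p of 2.51e-04, and adjusted p = 0.511 with an estimated correlation, 0.259 with quantile normalization and 0.753 with the replicate block. Skeletal muscle genes, 5 of 29 positive (median −0.33), had a camera adjusted p of 0.00802, and adjusted p = 0.696 with an estimated correlation; it was 0.214, 0.0572 and 0.105 without Ai32 replicate without a number, PF4Cre; Ai32 replicate 3 and PF4Cre; Ai32 replicate 5, in that order, and 0.228, upward, with the replicate block. Adipocyte genes, 2 of 19 positive (median −0.17), had a camera adjusted p of 0.0252, and adjusted p = 0.678 with an estimated correlation; it was 0.123, 0.155 and 0.0521 without Ai32 replicate without a number, PF4Cre; Ai32 replicate 3 and PF4Cre; Ai32 replicate 4, in that order. Endothelial and vascular activation genes, 5 of 22 positive (median −0.21), had a camera adjusted p of 0.0417, and adjusted p = 0.698 with an estimated correlation; it was 0.150, 0.301, 0.110 and 0.278 without Ai32 replicate 2, Ai32 replicate without a number, PF4Cre; Ai32 replicate 1 and PF4Cre; Ai32 replicate 3, in that order, 0.0505 with quantile normalization, 0.104 with FPKM rescaled to TPM, 0.232, upward, with the replicate block and 0.0503 with sex as a covariate. Erythroid (0.0578), epidermal differentiation and barrier (0.0845) and sex-linked genes (0.934) did not pass camera. No member of the lists from immediate early genes on passed over all genes tested or adjusted over the list alone. Over the 32 lists the smallest adjusted p was 0.0792 with the directional form of fry and 0.152 for the list scores by exact permutation. In its mixed form, where members may change either way, fry gave an adjusted p of 0.00183 for cytokines and chemokines, 0.0134 for dendritic and Langerhans cells, 0.0134 for chemotaxis, 0.0160 for type 2 inflammation and AD, 0.0196 for nerve fibre and Schwann cells, 0.0196 for sebaceous gland and hair follicle, 0.0210 for cell proliferation and 0.0210 for platelet and megakaryocyte genes, and the other lists did not pass.

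In MC903-treated PF4Cre; iDTR against iDTR skin, the lists outside the claims are as follows. Adipocyte genes, 18 of 19 positive (median 0.58), had a camera adjusted p of 8.77e-12, and adjusted p = 0.464 with an estimated correlation; no member passed over all genes tested, and adjusted over the list alone Adipoq, Cidec, Lep and Aqp7 were higher, named after their values were seen. Skeletal muscle genes, 29 of 29 positive (median 0.62), had a camera adjusted p of 4.41e-08, and adjusted p = 0.512 with an estimated correlation, 0.252 without the libraries with salivary gland transcripts. Endothelial and vascular activation genes, 17 of 22 positive (median 0.25), had a camera adjusted p of 0.00196, and adjusted p = 0.512 with an estimated correlation, 0.0612 without iDTR replicate 5 and 0.212 with the replicate block. Nerve fibre and Schwann cell genes, 13 of 15 positive (median 0.30), had a camera adjusted p of 0.0181, and adjusted p = 0.559 with an estimated correlation; it was 0.0561, 0.115 and 0.0557 without PF4Cre; iDTR replicate 2, PF4Cre; iDTR replicate 3 and iDTR replicate 3, in that order, and 0.107 with the replicate block. Neuropeptide and neuroactive receptor genes, 22 of 34 positive (median 0.095), had a camera adjusted p of 0.0322, and adjusted p = 0.512 with an estimated correlation; no member passed over all genes tested, and Mc2r, named after its values were seen, was higher adjusted over the list alone. The camera adjusted p of this list was 0.0798, 0.0557, 0.0732, 0.124 and 0.231 without PF4Cre; iDTR replicate 1, PF4Cre; iDTR replicate 2, PF4Cre; iDTR replicate 3, iDTR replicate 1 and iDTR replicate 3, in that order, 0.0853 with sex as a covariate and 0.116 without the libraries with salivary gland transcripts. Epidermal differentiation and barrier genes, 9 of 38 positive (median −0.30), had a camera adjusted p of 9.19e-05, and adjusted p = 0.512 with an estimated correlation, 0.186, upward, without the libraries with salivary gland transcripts; no member passed over all genes tested, and Tgm3, named after its values were seen, was lower adjusted over the list alone. Immediate early and heat shock genes, 3 of 23 positive (median −0.15), had a camera adjusted p of 1.82e-04, and adjusted p = 0.512 with an estimated correlation. Sebaceous gland and hair follicle genes, 5 of 19 positive (median −0.56), had a camera adjusted p of 0.0244, and adjusted p = 0.588 with an estimated correlation; it was 0.0804, 0.0561, 0.357, 0.631 and 0.447 without PF4Cre; iDTR replicate 1, PF4Cre; iDTR replicate 2, PF4Cre; iDTR replicate 4, iDTR replicate 3 and iDTR replicate 4, in that order, and 0.212 without the libraries with salivary gland transcripts. Cartilage genes, 0 of 17 positive (median −0.35), had a camera adjusted p of 0.0322, and adjusted p = 0.686 with an estimated correlation; it was 0.373, 0.553, 0.311, 0.488 and 0.0888 without PF4Cre; iDTR replicate 1, PF4Cre; iDTR replicate 4, iDTR replicate 1, iDTR replicate 4 and iDTR replicate 5, in that order, and 1.42e-04, upward, without the libraries with salivary gland transcripts, and the list no longer passed with sex as a covariate. Fibroblast and extracellular matrix genes, 6 of 29 positive (median −0.20), had a camera adjusted p of 0.0430, and adjusted p = 0.705 with an estimated correlation; it was 0.695, 0.903, 0.143 and 0.666 without PF4Cre; iDTR replicate 1, PF4Cre; iDTR replicate 4, iDTR replicate 1 and iDTR replicate 4, in that order, and 1.99e-08, upward, without the libraries with salivary gland transcripts. The lists of erythroid (0.585), interferon response (0.0660), sensory neuron and itch (0.600), serotonin (0.475), mitochondrially encoded (0.215), sex-linked (0.108) and platelet-associated genes (0.776) did not pass camera. Except for the genes named in this paragraph, no member of these lists passed over all genes tested or adjusted over the list alone. In this experiment the smallest adjusted p over the 32 lists was 0.334 with fry in its directional form, 0.324 in its mixed form and 0.457 for the list scores by exact permutation.

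The mean log2(FPKM + 1) over all 18 salivary gland genes, measured or not, differed by −6.16 between PF4Cre; Ai32 and Ai32 skin (exact permutation p = 0.0571) and by 0.76 between PF4Cre; iDTR and iDTR skin (exact permutation p = 0.914).

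Htr2b and Htr7, serotonin receptor genes that the paper names, were at 0.415 and 0.404 FPKM in MC903-treated PF4Cre; iDTR and 0.418 and 0.627 FPKM in iDTR skin (means of 4 mice).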
